# Integrated analysis of copy number variation-associated lncRNAs identifies candidates contributing to the etiologies of congenital kidney anomalies

**DOI:** 10.1038/s42003-023-05101-9

**Published:** 2023-07-17

**Authors:** Yibo Lu, Yiyang Zhou, Jing Guo, Ming Qi, Yuwan Lin, Xingyu Zhang, Ying Xiang, Qihua Fu, Bo Wang

**Keywords:** Development, Gene regulatory networks, Organogenesis

## Abstract

Congenital anomalies of the kidney and urinary tract (CAKUT) are disorders resulting from defects in the development of the kidneys and their outflow tract. Copy number variations (CNVs) have been identified as important genetic variations leading to CAKUT, whereas most CAKUT-associated CNVs cannot be attributed to a specific pathogenic gene. Here we construct coexpression networks involving long noncoding RNAs (lncRNAs) within these CNVs (CNV-lncRNAs) using human kidney developmental transcriptomic data. The results show that CNV-lncRNAs encompassed in recurrent CAKUT associated CNVs have highly correlated expression with CAKUT genes in the developing kidneys. The regulatory effects of two hub CNV-lncRNAs (*HSALNG0134318* in 22q11.2 and *HSALNG0115943* in 17q12) in the module most significantly enriched in known CAKUT genes (CAKUT_sig1, *P* = 1.150 × 10^−6^) are validated experimentally. Our results indicate that the reduction of CNV-lncRNAs can downregulate CAKUT genes as predicted by our computational analyses. Furthermore, knockdown of *HSALNG0134318* would downregulate *HSALNG0115943* and affect kidney development related pathways. The results also indicate that the CAKUT_sig1 module has function significance involving multi-organ development. Overall, our findings suggest that CNV-lncRNAs play roles in regulating CAKUT genes, and the etiologies of CAKUT-associated CNVs should take account of effects on the noncoding genome.

## Abstract (web summary)

Copy number variations-associated lncRNAs play a role in congenital anomalies of the kidney and urinary tract (CAKUT) gene regulation as inferred from human kidney transcriptomics data and tested experimentally.

## Introduction

Congenital anomalies of the kidney and urinary tract (CAKUT) refer to a collection of structural renal anomalies originated from defects in embryonic kidney development. CAKUT occur with an incidence of 1 in 500 newborns, accounting for 20 ~ 30% of congenital anomalies in the prenatal period^1^. CAKUT has been identified as the leading cause of childhood end-stage renal disease, and predispose to the development of cardiovascular disease and hypertension in adulthood. The malformations associated with CAKUT consist of ureteropelvic junction obstruction, kidney agenesis, multicystic dysplastic kidneys, kidney dysplasia, kidney hypoplasia, vesicoureteral reflux, megaureter, ectopic ureter, horseshoe kidney, duplex collecting system and posterior urethral valves^2^. Kidney development is a multi-stage process that include the induction of the ureteric bud from the nephric duct, mesenchymal-epithelial transition, branching morphogenesis, and the completion of nephron patterning^1,2^. During the kidney development period, genetic defects, environmental disturbance and their interplay contribute to the etiologies of CAKUT^2^. Copy number variations (CNVs) have been suggested as a common cause of CAKUT^2,3^. Verbitsky et al. characterized the CNV landscape of CAKUT in a large cohort and discovered that six loci including 1q21, 4p16.1-p16.3, 16q11.2, 16p13.11, 17q12, and 22q11.2 accounted for 65% of patients with CNVs enriched in known genomic disorder^4^.

The pathogenicity of CNVs that encompass coding sequences is commonly interpreted based on their effect on protein coding gene dosage. While this strategy may be successful for gene discovery in Mendelian disease, the pathologies of a large proportion of CNVs associated with birth defects remain undetermined. In comparison to the small proportion of coding genes, more than 70% of the human genome can generate primary transcripts. Since most CNVs also affect noncoding genome, it is necessary to consider the pathogenic mechanism involving noncoding transcripts^5^. Long noncoding RNAs (lncRNAs), defined as noncoding transcripts longer than 200 nucleotides, have been suggested as key components controlling cell fates during development^6,7^. Recent evidence have revealed the potential contribution of lncRNAs to the etiologies of CNVs associated with birth defects. Meng et al. investigated lncRNAs within 10 CNVs associated with schizophrenia risk and identified *DGCR5* as a potential regulator of genes associated with schizophrenia^8^. Alinejad-Rokny et al. identified 47 recurrent CNVs for autism spectrum disorder and discovered that constituent coding genes and lncRNAs exhibit brain-enriched patterns of expression^9^. Our team systematically analyzed the regulatory roles of lncRNAs within CNVs (CNV-lncRNAs) associated with congenital heart disease (CHD) and revealed that *HSALNG0104472* may be responsible for cardiac defects of patients with 15q11.2 deletion^10^.

CAKUT is one of the leading birth defects. However, the contribution of CNV-lncRNAs to the pathogenicity of CAKUT-associated CNVs remains elusive. We hypothesize that CNV-lncRNAs might also have regulatory effects on CAKUT genes, thus their dosage effect would affect kidney development and contribute to the etiologies of CAKUT. To test our hypothesis, we summarized recurrent CAKUT-associated CNVs and retrieved the CNV-lncRNAs. Coexpression networks involving mRNAs and lncRNAs were constructed using human kidney developmental transcriptome data from LncExpDB^11^. Based on the developmental expression pattern, we identified gene modules enriched in known CAKUT genes. Since CNVs 22q11.2 and 17q12 have been suggested occur most frequently in kidney anomalies^4^, we selected the hub CNV-lncRNAs *HSALNG0134318* and *HSALNG0115943* residing in the two loci for further investigation and experimental validation. Furthermore, we also discussed the comorbidity mechanisms underlying CNV-lncRNAs in kidney, heart, and brain as CAKUT cases are often accompanied by extrarenal malformations in these organs (Fig. 1, Supplementary Data 1)^3,4,12,13^.

**Fig. 1:**
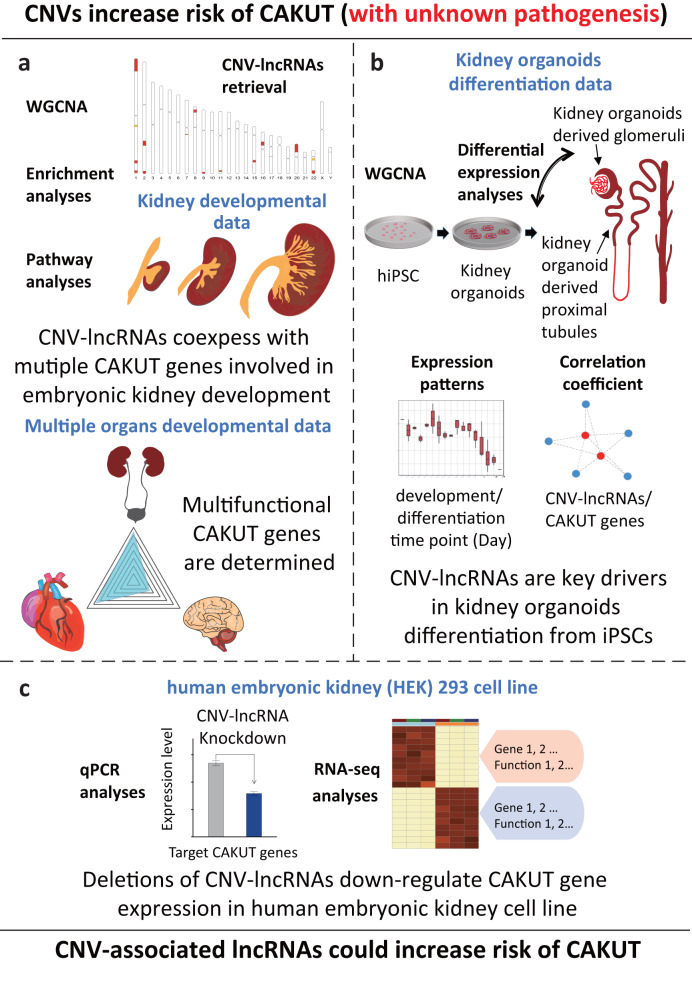
Study workflow. **a** 19 recurrent CNVs associated with CAKUT (pathogenic or likely pathogenic) were identified based on clinical researches of congenital anomalies of the kidney and urinary tracts (CAKUT) cases^3,4,12,13^ (Table 1). We retrieved lncRNAs located within these genomic regions as candidate CNV-lncRNAs. Weighted gene coexpression network analysis (WGCNA) was performed to characterize the coexpression profile of CNV-lncRNAs and protein coding genes based on human kidney developmental transcriptomic data (*n* = 40). Downstream analyses were conducted to identify function and expression patterns of CAKUT-associated CNV-lncRNAs and their potential target CAKUT genes. **b** Based on the in vitro kidney organoids differentiation RNA-seq data (*n* = 53), the key driving roles of CAKUT-associated CNV-lncRNAs during the formation of kidney structure were verified. **c** In vitro knockdown experiments were performed to validate the predicted regulatory effects on kidney development of hub CNV-lncRNA *HSALNG0134318* and *HSALNG0115943* in human embryonic kidney cell line (HEK293), evaluated by qPCR analyses and RNA-seq analyses. hiPSCs, human induced pluripotent stem cells.

## Results

### Retrieval of CAKUT associated CNV-lncRNAs

We summarized 19 recurrent (identified in 2 CAKUT cases or more) CAKUT-associated CNVs identified from 2824 cases, including 3 deletions, 3 duplications and 13 deletion/duplications^3,4,12,13^. 57.89% (11/19) of these CNVs have been reported as related to extrarenal malformations such as cardiovascular defects and neurodevelopmental defects (Table 1 and Supplementary Fig. 1). A total of 8997 CNV-lncRNAs encompassed by these CNVs were retrieved according to the comprehensive annotation of human lncRNAs in LncBook^14,15^ (Supplementary Data 2)^16–21^.

**Table 1:** Recurrent CAKUT associated CNVs.

	CNV landscapes across CAKUT cases					Extrarenal malformations (Cardiovascular)			Extrarenal malformations (Neurocognitive)		
CNV location	CNV type	Classification of CNV	Renal/urinary system phenotype CAKUT	Reference	Risk genes	Cardiovascular defect	Cardiovascular phenotype	Reference	Neurocognitive defect	Neurocognitive phenotype	Reference
10q21	del	Intergenic CNV Likely pathogenic CNV	KA	Sanna-Cherchi, Simone et al. Am J Hum Genet. 2012^3^ Westland, Rik et al. Kidney Int. 2015^13^	*–*	N	–	–	N	–	–
12q24	del/dup	Likely pathogenic CNV single gene CNV	KA	Sanna-Cherchi, Simone et al. Am J Hum Genet. 2012^3^ Verbitsky, Miguel et al. J Clin Invest. 2015^12^	*–*	N	–	–	N	–	–
15q11.2	dup	likely pathogenic CNV	VUR OU PUV	Verbitsky, Miguel et al. Nat Genet. 2019^4^	*–*	Y	COA, TOF, PA, TAPVR	Glessner JT et al. 2014^18^	Y	SCZ, Epilepsy, ID	Marshall CR et al. Nat Genet. 2017^19^ Borlot F et.al. JAMA Neurol. 2017^20^
15q13	del	Likely pathogenic CNV known CNV	KA	Sanna-Cherchi, Simone et al. Am J Hum Genet. 2012^3^ Westland, Rik et al. Kidney Int. 2015^13^	*–*	N	–	–	Y	Epilepsy, ID, Autism Spectrum Disorder, SCZ	Borlot F et.al. JAMA Neurol. 2017^20^ SFARI database^21^ Marshall CR et al. Nat Genet. 2017^19^
16p11	del/dup	known CNV	KA PUV OU VUR DCS	Sanna-Cherchi, Simone et al. Am J Hum Genet. 2012^3^ Verbitsky, Miguel et al. J Clin Invest. 2015^12^ Verbitsky, Miguel et al. Nat Genet. 2019^4^	*TBX6*	Y	TOF, BAV, PA	Pierpont, Mary Ella et al. Circulation. 2018^16^	Y	Autism Spectrum Disorder, SCZ	SFARI database^21^ Marshall CR et al. Nat Genet. 2017^19^
16p12	del/dup	Likely pathogenic CNV known CNV	KA UPJO	Sanna-Cherchi, Simone et al. Am J Hum Genet. 2012^3^ Westland, Rik et al. Kidney Int. 2015^13^	*–*	Y	TGA, VSD, COA, TOF, BAV, PA	Pierpont, Mary Ella et al. Circulation. 2018^16^ CHDGKB database^17^	Y	Epilepsy, ID, Autism Spectrum Disorder	Borlot F et.al. JAMA Neurol. 2017^20^ SFARI database^21^
16p13	del/dup	known CNV	KA (URA, MCDK) OU DCS	Sanna-Cherchi, Simone et al. Am J Hum Genet. 2012^3^ Westland, Rik et al. Kidney Int. 2015^13^ Verbitsky, Miguel et al. Nat Genet. 2019^4^	*AXIN1*, *IFT140*, *TSC2*, *PKD1*, *PDPK1*, *MYH11*	N	*–*	–	Y	Autism Spectrum Disorder, Epilepsy, ID	SFARI database^21^ Borlot F et.al. JAMA Neurol. 2017^20^
17p12	del/dup	known CNV	KA	Sanna-Cherchi, Simone et al. Am J Hum Genet. 2012^3^ Verbitsky, Miguel et al. J Clin Invest. 2015^12^	*–*	N	–	–	N	–	–
17p13	del/dup	Likely pathogenic CNV known CNV	KA	Sanna-Cherchi, Simone et al. Am J Hum Genet. 2012^3^ Verbitsky, Miguel et al. J Clin Invest. 2015^12^	*–*	N	–	–	N	–	–
17q12	del/dup	known CNV	KA PUV OU DCS Glomerular other	Sanna-Cherchi, Simone et al. Am J Hum Genet. 2012^3^ Verbitsky, Miguel et al. J Clin Invest. 2015^12^ Verbitsky, Miguel et al. Nat Genet. 2019^4^	*HNF1B*	N	–	–	Y	Autism Spectrum Disorder	SFARI database^21^
1q21	del/dup	known CNV	KA VUR (Reflux nephropathy) PUV OU	Sanna-Cherchi, Simone et al. Am J Hum Genet. 2012^3^ Verbitsky, Miguel et al. Nat Genet. 2019^4^ Verbitsky, Miguel et al. J Clin Invest. 2015^12^	*–*	Y	PDA, VSD, ASD, TrA, TOF	Pierpont, Mary Ella et al. Circulation. 2018^16^ CHDGKB database^17^	Y	Autism Spectrum Disorder, SCZ	SFARI database^21^ Marshall CR et al. Nat Genet. 2017^19^
1q44	del	known CNV Likely pathogenic CNV	KA (URA)	Sanna-Cherchi, Simone et al. Am J Hum Genet. 2012^3^ Westland, Rik et al. Kidney Int. 2015^13^	*SDCCAG8*, *KIF26B*, *NLRP3*	Y	VSD, COA, HLHS	Pierpont, Mary Ella et al. Circulation. 2018^16^	N	–	–
22q11	del/dup	known CNV	KA PUV OU VUR DCS	Sanna-Cherchi, Simone et al. Am J Hum Genet. 2012^3^ Verbitsky, Miguel et al. Nat Genet. 2019^4^	*CRKL*	Y	IAA-B, isolated aortic arch anomalies, TrA, TOF, HLHS, VSD, PVS	Pierpont, Mary Ella et al. Circulation. 2018^16^	Y	Autism Spectrum Disorder, SCZ, Epilepsy, ID	SFARI database^21^ Marshall CR et al. Nat Genet. 2017^19^ Borlot F et.al. JAMA Neurol. 2017^20^
2p11	del/dup	Likely pathogenic CNV	KA VUR (Reflux nephropathy)	Sanna-Cherchi, Simone et al. Am J Hum Genet. 2012^3^ Verbitsky, Miguel et al. J Clin Invest. 2015^12^	*–*	N	–	–	N	–	–
3p26	dup	known CNV Likely pathogenic CNV	KA (MCDK)	Sanna-Cherchi, Simone et al. Am J Hum Genet. 2012^3^ Westland, Rik et al. Kidney Int. 2015^13^	*–*	N	–	–	N	–	–
3q29	del/dup	Likely pathogenic CNV known CNV	KA (MCDK)	Sanna-Cherchi, Simone et al. Am J Hum Genet. 2012^3^ Westland, Rik et al. Kidney Int. 2015^13^	*DLG1*	N	–	–	Y	Autism Spectrum Disorder, SCZ	SFARI database^21^ Marshall CR et al. Nat Genet. 2017^19^
4p16	del/dup	known CNV	KA	Sanna-Cherchi, Simone et al. Am J Hum Genet. 2012^3^ Verbitsky, Miguel et al. J Clin Invest. 2015^12^ Verbitsky, Miguel et al. Nat Genet. 2019^4^	*FGFRL1*, *FGFR3*, *SLC2A9*	N	*–*	–	N	–	–
7p21	del/dup	known CNV Intergenic CNV	KA (MCDK)	Sanna-Cherchi, Simone et al. Am J Hum Genet. 2012^3^ Westland, Rik et al. Kidney Int. 2015^13^	*–*	N	–	–	N	–	–
9q34	dup	Intergenic CNV Likely pathogenic CNV	KA	Sanna-Cherchi, Simone et al. Am J Hum Genet. 2012^3^ Verbitsky, Miguel et al. J Clin Invest. 2015^12^	–	Y	ASD, VSD, TOF, pulmonary arterial stenosis	Pierpont, Mary Ella et al. Circulation. 2018^16^	N	–	–

*N* No, *Y* Yes, *del* deletion, *dup* duplication, *KA* Kidney anomaly, *PUV* posterior urethral valve, *OU* obstructive uropathy, *VUR* vesicoureteral reflux, *UPJO* ureteropelvic junction obstruction, *URA* unilateral renal agenesis, *MCDK* multicystic dysplastic kidney, *DCS* duplication of the collecting system and/or ureter, *COA* coarctation of aorta, *TOF* tetralogy of Fallot, *TGA* transposition of the great arteries, *PDA* patent ductus arteriosus, *VSD* ventricular septal defect, *IAA-B* interrupted aortic arch type B, *ASD* atrial septal defect, *BAV* bicuspid aortic valve, *PA* pulmonary atresia, *HLHS* hypoplastic left heart syndrome, *TrA* truncus arteriosus, *TAPVR* total anomalous pulmonary venous return, *PVS* pulmonic valve stenosis, *SCZ* Schizophrenia, *ID* Intellectual disability.

### Construction of coexpression modules with CAKUT associated CNV-lncRNAs

Coexpression modules composed of candidate CNV-lncRNAs and 19957 mRNAs were constructed using WGCNA on the human kidney developmental transcriptomic data (*n* = 40) from LncExpDB^11^. A total of 49 coexpression modules were identified, with 66.80% (6010/8997) CNV-lncRNAs distributed among these modules. The remaining 33.20% (2987/8997) did not cluster with any module (labeled ‘gray’). Among the CNV-lncRNAs clustered in the coexpression modules, 18.94% (1704/8997) were defined as hub CNV-lncRNAs (module member (MM) ≥ 0.8, *P* < 0.05) (Supplementary Data 2).

We computed the correlation coefficients between coexpression modules and sexes/developmental stages of the donors (Supplementary Data 2). The brown (r_Developmental stage = −0.623, *P* = 1.740 × 10^−5^), turquoise (labeled as CAKUT_sig1, r_Developmental stage = −0.582, *P* = 8.180 × 10^−5^) and lightgreen (labeled as CAKUT_sig2, r_Developmental stage = −0.502, *P* = 9.587 × 10^−4^) modules showed high negative correlation with developmental stages (Fig. 2a and Supplementary Data 2).

**Fig. 2:**
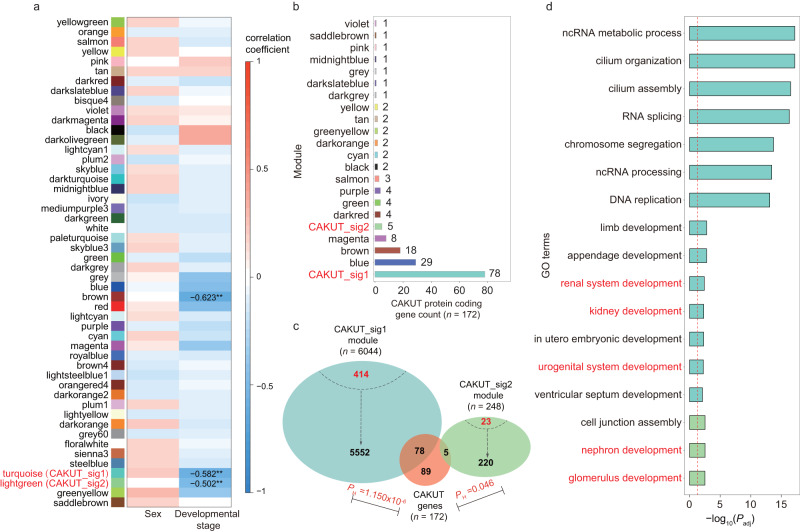
CNV-lncRNA developmental coexpression modules related to CAKUT and kidney development. **a** Heatmap shows Pearson correlation coefficient (r) between 49 developmental coexpression modules and sample traits (Sex and developmental stage). Only significant correlation (|r | ≥ 0.5, *P*_adj_ < 0.05) are labeled. The colors represent correlation coefficient value and direction (Supplementary Data 2). **b** Distribution of CAKUT genes (*n* = 172) i*n* the developmental coexpression modules are shown in the bar plot. The y axis represents different CNV-lncRNA coexpression modules, and the x axis shows CAKUT gene counts in each module (Supplementary Data 2). **c** Two developmental stage-correlated modules that significantly enriched CAKUT gene sets (*P*_H_ < 0.05, *P*_H_ represents hypergeometric *P* value) are shown (CAKUT_sig1 and CAKUT_sig2). Protein coding gene (including CAKUT gene) counts and CNV-lncRNA counts in each module are shown in black and red font, respectively. Significant enrichment is indicated with the *P*_H_ value in red font. *P*rotein coding genes that went for WGCNA (*n* = 19957) were used as the background gene list (Supplementary Data 2). **d** Functional annotations of two modules that enriched genes are shown. For each module, the top seven (ranked by *P*_adj_) and organ development-associated functional annotations are shown (CAKUT_sig2 module only significantly enriched in three GO terms). GO terms that related to kidney development are in red font. The y axis represents GO terms, and the colors of the bars represent different CNV-lncRNA coexpression modules (Supplementary Data 3). The *x* axis displays the values of −log_10_(*P*_adj_). The red dashed line indicates *P*_adj_ of 0.05, ** denotes *P*_adj_ < 0.01 (Supplementary Data 1).

### Functional enrichment analyses of CAKUT associated coexpression modules

We summarized the known CAKUT genes (*n* = 172) that have been reported as of August 2022 (Supplementary Table 1) and tested their enrichment in the coexpression modules. Out of the 49 coexpression modules, 21 contained at least one CAKUT gene, and two modules (CAKUT_sig1, *n* = 78, *P* = 1.150 × 10^−6^; CAKUT_sig2, *n* = 5, *P* = 0.046) showed significant enrichment of the CAKUT genes (Fig. 2b, c and Supplementary Data 2).

To reveal the functional significance of the coexpression modules, we performed functional enrichment analysis on the protein coding genes in modules that contained at least 5 CAKUT genes. The results suggested that the largest module CAKUT_sig1, which contained 5630 protein coding genes, was enriched in functions related to CAKUT such as renal system development (*P*_adj_ = 0.004), kidney development (*P*_adj_ = 0.005), and urogenital system development (*P*_adj_ = 0.006). Additionally, the CAKUT_sig1 module also showed enrichment in functions involving multiple extrarenal systems like appendage development (*P*_adj_ = 0.002), limb development (*P*_adj_ = 0.002), in utero embryonic development (*P*_adj_ = 0.005), and ventricular septum development (*P*_adj_ = 0.008) (Fig. 2d). The CAKUT_sig2 module, which was also enriched in CAKUT genes, also showed enrichment in CAKUT-related functions of nephron development (*P*_adj_ = 2.862 × 10^−3^), cell junction assembly (*P*_adj_ = 2.862 × 10^−3^), and glomerulus development (*P*_adj_ = 3.048 × 10^−3^) (Fig. 2d and Supplementary Data 3).

### Validation of regulatory effects for *HSALNG0134318* and *HSALNG0115943*

Consistent with enrichment of the CAKUT-associated functions, 49.76% (206/414) of CNV-lncRNAs in the CAKUT_sig1 module and 34.78% (8/23) of CNV-lncRNAs in the CAKUT_sig2 module showed high correlation (|r | ≥ 0.7) with CAKUT genes (Supplementary Data 4, 5). Although CAKUT cases share developmental origins, they encompass a broad spectrum of clinical phenotypes, such as kidney anomalies (renal agenesis, hypoplasia, dysplasia and multicystic dysplasia), vesicoureteral reflux, obstructive uropathy, duplicated collecting system, posterior urethral valves, and ectopic kidney. 22q11.2 deletion and 17q12 deletion have been most linked to kidney anomalies^4^. Since we used the transcriptomic datasets of kidney development for coexpression analysis, we focused on 2 hub CNV-lncRNAs: *HSALNG0134318* located in 22q11.2 (MM = 0.87) and *HSALNG0115943* located in 17q12 (MM = 0.85) from the CAKUT_sig1 module, which were coexpressed and significantly correlated (|r| ≥ 0.5, *P*_adj_ < 0.05) with multiple CAKUT genes (Fig. 3a, b and Supplementary Data 2–4). In addition, most of these coexpression relationships were also observed through expression patterns of kidney development (Fig. 3c and Supplementary Data 1, 6). Knockdown experiments of two hub CNV-lncRNAs in the human embryonic kidney (HEK293) cell line were conducted to validate their regulatory effects on the coexpressed CAKUT genes. 

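For *HSALNG0134318*, RNA-seq was performed on 3 HEK293 cultures transfected with a Smart Silencer and on 3 control cultures. The labels call the controls NC in the description, read here as negative control, and WT in the genotype, and the paper's text does not name what they were transfected with. HEK293 is a cell line derived from human embryonic kidney, and a Smart Silencer is a mixture of small interfering RNAs (siRNAs) and antisense oligonucleotides directed at the same transcript. In the sample labels, knockdown replicates 1, 2 and 3 were the cultures numbered 1, 4 and 5, and control replicates 1, 2 and 3 were the cultures numbered 10, 11 and 1. The authors removed ribosomal RNA reads, aligned the remaining reads with STAR, counted them on genes with featureCounts and deposited these counts without normalization. The table held 26485 gene names, of which 21131 had at least 1 count. Counts per culture totalled 15583535, 14444629 and 13900965 in the knockdown group (median 14444629) and 14732648, 16869948 and 14820372 in control replicates 1, 2 and 3 (median 14820372). The 10 most abundant genes took from 5.21% to 5.25% of the counts in the knockdown group and from 4.81% to 5.13% in the control group. Neither *HSALNG0134318* nor *HSALNG0115943* was listed in the table, so the silenced transcript could not be used to check the labels. Differential expression was tested with edgeR's quasi-likelihood F test after TMM normalization on the 14877 genes kept by its filter on low counts. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, with no minimum fold change. Normalized counts were scaled to the mean effective library size. The biological coefficient of variation was 12.4%. For a single gene, an exact permutation test of 3 cultures against 3 cannot give a two-sided p under 0.10. Counts were also simulated with 200 of 14730 genes changed by 1 on the log2 scale, each with a mean of at least 100 counts. The test recovered 195 of them, with 17 false calls. Smaller changes and genes with fewer counts were not simulated, so the power for them is not known from this.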

The results showed that knockdown of these CNV-lncRNAs significantly downregulate (*P* < 0.05) CAKUT genes (Fig. 4a, b and Supplementary Data 7). 

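The cultures sequenced after *HSALNG0134318* knockdown carry the same numbers as the cultures of the qPCR results for Fig. 4a, and all 15 CAKUT genes of that panel were among the genes tested in RNA-seq, 14 of which are reported singly here. *CRKL* was lower in the knockdown group, with a log2 fold change of -0.57 (standard error 0.11, adjusted p of 0.0087 from edgeR's quasi-likelihood test). The 3′ UTR of *CRKL* holds TATACGT, a 7mer that would pair with the seed of an siRNA made from the second silencer sequence of Supplementary Table 4. *NRIP1* holds the same 7mer, *FREM2* holds ATACGTA and CTATCAC of silencer sequences 2 and 3, and *LRIG2* holds CTATCAC, and none of these genes was called. The adjusted p of *CRKL* lay between 0.00014 and 0.054 over 14 alternative settings and was highest without knockdown replicate 1. The other genes were not called over all genes tested, and the log2 fold changes of those reported ran from -0.30 for *FREM2* to 0.82 for *CHRM3*. Of the 14 genes reported, 10 had a negative and 4 a positive log2 fold change, the latter being *CHRM3*, *FRAS1*, *SEMA3A* and *LRIG2*. The signs of *CDC5L*, *FOXC1*, *PKD2* and *ROBO2* changed when 1 culture was left out, with *ROBO2* ranging from -0.40 to 0.14. *CHRM3* rose from 32.2 ± 5.30 to 57.1 ± 9.37 normalized counts (SD, n = 3 cultures), with an adjusted p of 0.059 from edgeR. That adjusted p was between 0.045 and 0.24 over the alternative settings, and it was 0.047 without control replicate 3. *NIPBL* had a log2 fold change of -0.15 and an adjusted p of 0.40 from edgeR, which became 0.045 without control replicate 2 and ranged up to 0.77 over the alternative settings. When p was adjusted over the list alone, *CRKL* was called lower and *CHRM3* higher. As a set, the 15 genes did not stand apart from the other genes tested (camera p of 0.83, downward, and 0.50, upward, without knockdown replicate 1).

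**Figure D1:**
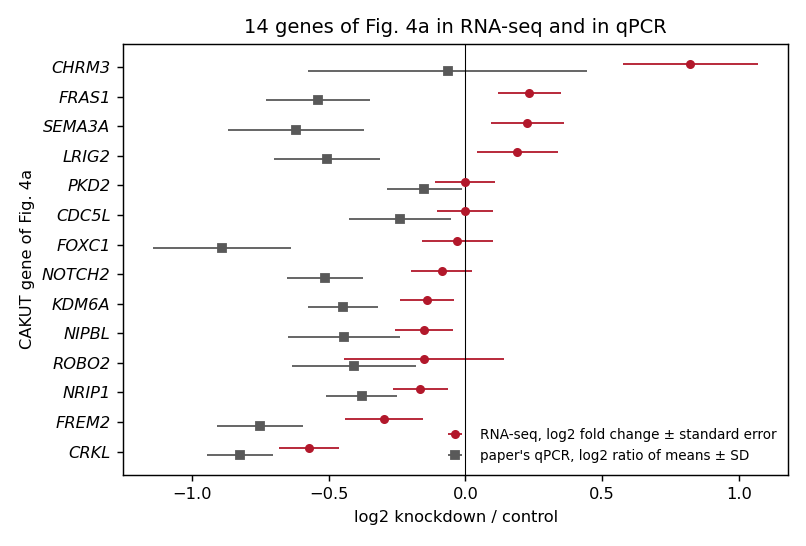
log2 ratio of knockdown to control for 14 CAKUT genes of Fig. 4a, where red points are RNA-seq log2 fold changes with their standard errors and grey squares are the log2 ratios of the paper's qPCR means with the SD carried over from both groups. All 14 grey squares lie below 0, and 10 of the red points do. The qPCR values are relative to *GAPDH*, while the RNA-seq values are scaled with TMM over all genes tested.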

Interestingly, *HSALNG0115943* was regulated by *HSALNG0134318* (Fig. 4a and Supplementary Data 7). Furthermore, RNA-seq analysis and functional enrichment analysis suggested that knockdown of *HSALNG0134318* significantly downregulate genes (*n* = 839, *P*_adj_ < 0.05) enriched in kidney development-related pathways (Fig. 4c, Supplementary Figs. 2, 3 and Supplementary Data 8).

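Of the 14877 genes tested, 690 were lower and 804 were higher in the knockdown group at an adjusted p under 0.05 from edgeR's quasi-likelihood test. At an unadjusted p under 0.05, 3996 genes differed. The median log2 fold change was -0.59 among the lower genes and 0.61 among the higher genes, against -0.02 over all genes tested. A change of at least 1 on the log2 scale was seen in 100 lower and 114 higher genes. In 32.2% of the genes tested, the 3 knockdown values did not overlap the 3 control values, where chance alone gives 10%. All 1494 called genes were without overlap. The counts depended on which culture was left out: without knockdown replicate 3 there were 233 lower and 297 higher genes, and without control replicate 2 there were 1238 lower and 1274 higher genes. After a correction of each library for GC content and transcript length, chosen after the values were seen, there were 1513 lower and 1375 higher genes. Among the 172 CAKUT genes of Supplementary Table 1, 147 were tested, of which 5 were lower and 10 were higher. The numbers were the same when p was adjusted over the list alone. The mean log2 fold change of the CAKUT genes was 0.04 (camera p of 0.30, adjusted p of 0.42 over the 7 sets tested with camera). Of the 78 CAKUT genes that the paper places in the CAKUT_sig1 module with *HSALNG0134318*, 74 were tested, of which 4 were lower and 5 were higher, or 4 lower and 6 higher when adjusted over the list alone. Their mean log2 fold change was 0.07 (camera p of 0.20, adjusted p of 0.34, and a p of 0.94, downward, without control replicate 2). Under camera with an estimated correlation between genes, and under fry, neither set was called. From the GO terms enriched among the genes that were lower, the paper proposes that knockdown of *HSALNG0134318* downregulates genes of kidney development-related pathways.

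**Figure D2:**
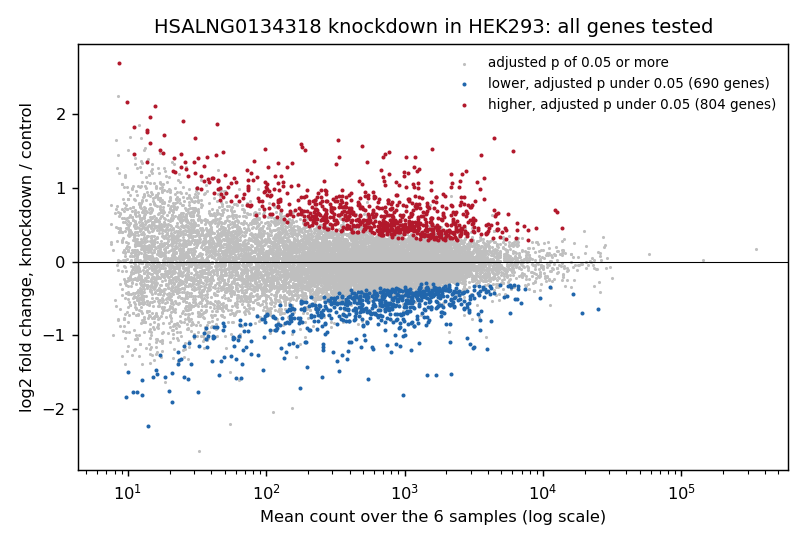
log2 fold change of each gene tested against its mean count over the 6 cultures, on a log scale. Blue points are the 690 genes called lower, red points are the 804 genes called higher, and grey points are the genes not called.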

**Fig. 3:**
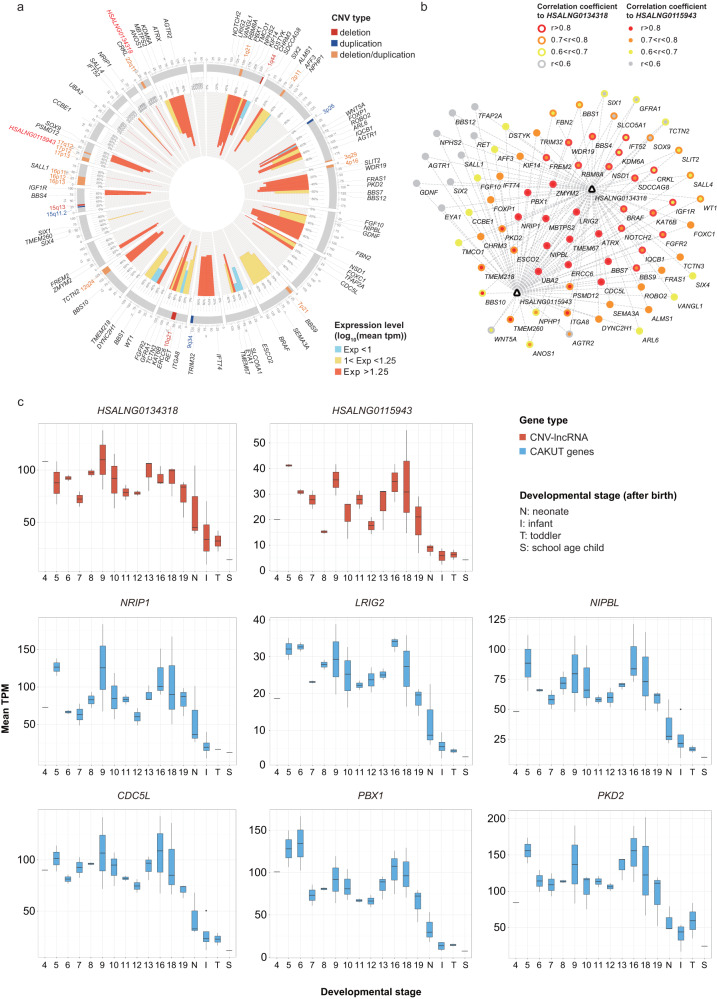
Hub CNV-lncRNAs *HSALNG0134318* and *HSALNG0115943* with multiple coexpressed CAKUT genes during kidney development. **a** The circos plot shows CAKUT-associated CNVs (*n* = 19), two hub CNV-lncRNAs (*HSALNG0134318*: MM = 0.87; *HSALNG0115943*: MM = 0.85) and coexpressed CAKUT genes (*n* = 78) in the CAKUT_sig1 module. The colors of CNVs represent the types of CNV. Two hub CNV-lncRNAs are highlighted in red font. The height of bars in the inner circos represent the mean expression level (TPM) of corresponding genes during kidney development (Supplementary Data 1, 4). **b** Pearson correlation coefficient between two hub CNV-lncRNAs (*HSALNG0134318* and *HSALNG0115943*) and coexpressed CAKUT genes (*n* = 78) in the CAKUT_sig1 module during kidney development are shown. The colors of inner and outer circles represent Pearson correlation coefficient of CAKUT genes to *HSALNG0115943* and *HSALNG0134318*, respectively (Supplementary Data 4, 5). **c** Expression patterns of two hub CNV-lncRNAs (*HSALNG0134318* and *HSALNG0115943*, in red boxes) and predicted regulated CAKUT genes (in blue boxes) are shown (Supplementary Data 6). The numbers on *x* axis represents embryonic developmental stage (week). The *y* axis represents mean expression value of each stage. The center line represents a median value. The box limits represent upper and lower quartiles. The whiskers represent 1.5x interquartile range. The points represent outliers. Data in Fig. 4 were calculated using the human kidney developmental dataset (*n* = 40). MM, module membership; r, Pearson correlation coefficient (Supplementary Data 1).

**Fig. 4:**
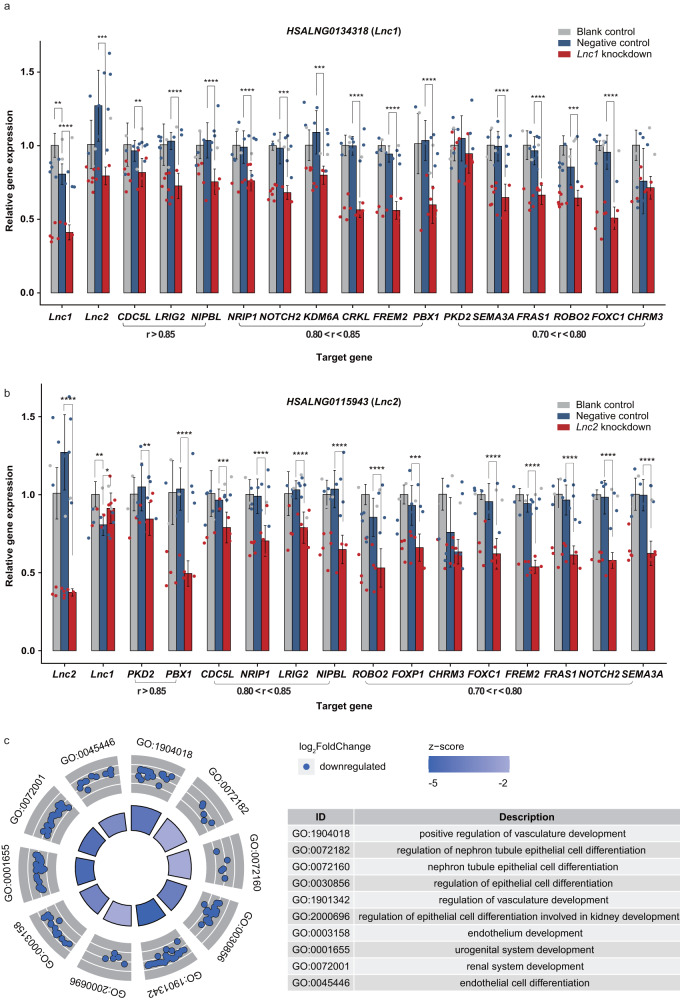
Reduction of hub CNV-lncRNAs may affect CAKUT gene expression and kidney development. **a**, **b** qPCR analyses were used to detect expression changes for CAKUT genes that were coexpressed with two hub CNV-lncRNAs after knockdown of CNV-lncRNA *HSALNG0134318* (*Lnc1*, **a**) and *HSALNG0115943* (*Lnc2*, **b**) in human embryonic kidney cell lines (HEK293). The colors of bars and dots represent different treatment groups. Pearson correlation coefficients of CAKUT genes to CNV-lncRNA in the human kidney developmental dataset (*n* = 40) are labeled below. The knockdown experiments were conducted in at least three biological replicates. The error bars are shown as means ± SD. Two-tailed *t* test was used for comparison between two groups (Supplementary Data 7). **c** The GOcircle plot shows enriched kidney development-associated pathways of down-regulated genes (log_2_FoldChange < 0 and *P*_adj_ < 0.05, *n* = 839) after *HSALNG0134318* knockdown in the HEK293 cell line are shown in GOcircle plot. The colors of bars in the inner circle represent z-score of each GO term. Distributions and colors of dots in the outer circle represent log_2_FoldChange of genes enriched in each GO term. Descriptions of enriched GO terms are shown in the right panel (Supplementary Data 8). Significant levels are indicated as follows: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 (Supplementary Data 1).

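The results behind Fig. 4c list 65 genes over 10 GO terms. All 65 had a negative log2 fold change, and 51 of them were called lower by edgeR's quasi-likelihood test; the highest adjusted p among the 65 was 0.166. The number called was 16 without knockdown replicate 3, the lowest when 1 culture was left out, and 57 without control replicate 3, the highest. The study chose these genes on the same cultures, so their number is not independent evidence. Urogenital system development held 24 of the genes, of which 19 were called, and renal system development held 22, of which 17 were called. Regulation of vasculature development held 27, with 20 called, and regulation of epithelial cell differentiation held 16, with 14 called. The terms for nephron tubule epithelial cell differentiation held the same 5 genes, among them *OSR1*, *LIF*, *WWTR1* and *CTNNB1*. *OSR1* (chromosome 2, 19351485 to 19358623 in GENCODE release 44 on hg38) fell from 103 ± 19.8 to 49.0 ± 3.97 normalized counts (SD, n = 3), a log2 fold change of -1.07 (standard error 0.21, adjusted p of 0.010). *WWTR1* (chromosome 3, 149517235 to 149736714) fell from 871 ± 45.9 to 558 ± 69.5 normalized counts, a log2 fold change of -0.64 (standard error 0.12, adjusted p of 0.0062). The 3′ UTR of *OSR1* holds TATACGT and that of *WWTR1* holds both TATACGT and ATACGTA, the 7mers that pair with the seed of the second silencer sequence. *CTNNB1* had a log2 fold change of -0.32 (adjusted p of 0.032) and *LIF* one of -0.80 (adjusted p of 0.066). Over the alternative settings, the adjusted p of *OSR1* ran from 0.0021 to 0.059, with values above 0.05 without knockdown replicate 2 (0.052) or 3 (0.059), and that of *WWTR1* from 6.8e-05 to 0.037. For *CTNNB1* it ran from 0.0052 to 0.18, highest without knockdown replicate 2. *CTNNB1* lost its call in 5 of the 14 alternative settings. These were the fits without knockdown replicate 1, 2 or 3, without control replicate 1 and with the replicate number as a block. *LIF* was called in 5 of the 14 alternative settings, with adjusted p from 0.022 to 0.24, among them the DESeq2 Wald test and the fit without knockdown replicate 1 (0.032).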

### Driving roles of *HSALNG0134318* and *HSALNG0115943* during kidney organoids differentiation

To further identify the roles of two hub CNV-lncRNAs in kidney development, we investigated the expression patterns of *HSALNG0134318* and *HSALNG0115943* in an RNA-seq dataset of kidney organoids differentiation from human induced pluripotent stem cells (iPSCs) (differentiation day 0–25). Noticeably, WGCNA indicated that *HSALNG0134318* (MM = 0.85) and *HSALNG0115943* (MM = 0.87) were also hub CNV-lncRNAs that clustered in modules significantly correlated (|r | ≥ 0.5, *P*_adj_ < 0.05) with kidney organoids and early differentiation stage respectively (Fig. 5a and Supplementary Data 9). We verified the coexpression relationships between the CNV-lncRNAs and CAKUT genes previously identified in CAKUT_sig1 module: *HSALNG0134318* showed high positive correlation with *NOTCH2*, *KAT6B*, and *CDC5L* (Fig. 5b and Supplementary Data 2, 9); *HSALNG0115943* showed high positive correlation with *PSMD12*, *KDM6A*, *ANOS1*, and negative correlation with *IFT74*, *BBS4*, *IFT52*, *NRIP1*, *BBS7*, and *NIPBL* (Fig. 5c and Supplementary Data 2, 9). In another dataset consisting of 12 mature kidney organoids derived from kidney tissues (differentiation day 25–28), the correlation relationships between two CNV-lncRNAs and CAKUT genes were observed, consistent with other datasets (Supplementary Fig. 4 and Supplementary Data 10, 11).

**Fig. 5:**
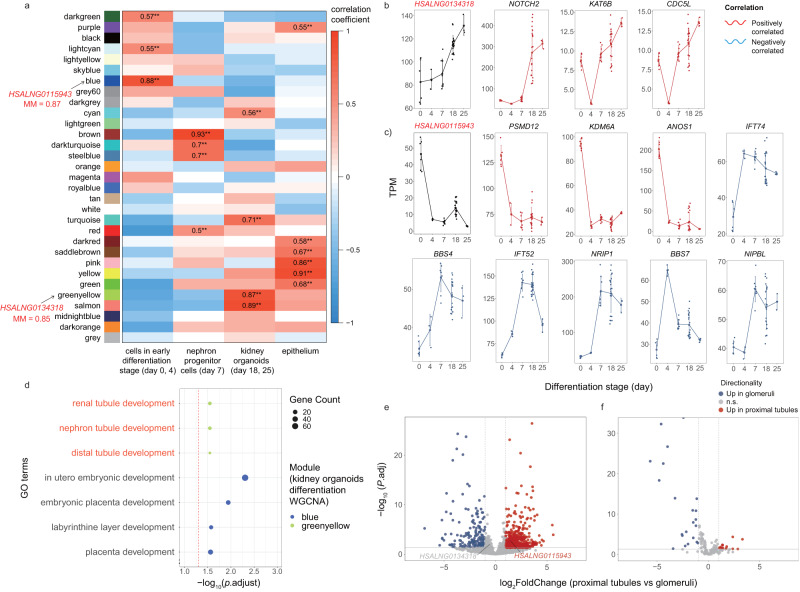
Driving roles and characteristics of hub CNV-lncRNAs *HSALNG0134318* and *HSALNG0115943* during kidney organoid differentiation. **a** The heatmap shows Pearson correlation coefficient (r) between 30 kidney organoids coexpression modules and sample traits (differentiation stage). Modules and corresponding module membership (MM) values of two hub CNV-lncRNAs (*HSALNG0134318* and *HSALNG0115943*) are marked on the left. Only significant correlation (|r| ≥ 0.5, *P*_adj_ < 0.05) are labeled. The colors represent correlation coefficient value and direction (Supplementary Data 9). **b**, **c** Expression patterns of two hub CNV-lncRNAs (*HSALNG0134318*, **b** and *HSALNG0115943*, **c**) and predi**c**ted regulated CAKUT genes, which were coexpressed both in developmental WGCNA and kidney organoids WGCNA, are shown in line plots (Supplementary Data 9). Positively and negatively correlated CAKUT genes are represented by red and blue lines, respectively. The *x* axis represents kidney organoids differentiation stages from iPSCs to mature kidney organoids. The *y* axis represents mean expression value (TPM) of each stage. The error bars show mean ± SD of each stage. **d** Functional annotations of kidney organoids coexpression modules that contain two hub CNV-lncRNAs (*HSALNG0134318*: greenyellow, *HSALNG0115943*: blue) are shown. For each module, organ development-associated functional annotations are displayed. The *x* and *y* axes represent values of −log_10_(*P*_adj_) and GO terms, respectively. The red dashed line indicates *P*_adj_ of 0.05. The colors of the dots represent different modules. The sizes of the dots represent enriched gene counts in each GO terms. GO terms that directly related to kidney development are in red font (Supplementary Data 9). **e**, **f** Differential expression patterns of CNV-lncRNAs (**e**, *n* = 8997) a*n*d CAKUT genes (**f**, *n* = 172) between mature kidney organoid derived proximal tubules (*n* = 3) and glomeruli (*n* = 6) are shown in volcano plots (Supplementary Data 9). Two hub CNV-lncRNAs (*HSALNG0134318* and *HSALNG0115943*) are labeled in red font. The *x* and *y* axes represent log_2_FoldChange (proximal tubules vs glomeruli) and −log_10_(*P*_adj_), respectively. Red dots represent significantly up-regulated genes in the proximal tubules (log_2_FoldChange ≥ 1, *P*_adj_ < 0.05). Blue dots represent significantly up-regulated genes in the glomeruli (log_2_FoldChange ≤ −1, *P*_adj_ < 0.05). Gray dots represent genes that do not show differential expression. The horizontal and vertical red dashed line indicate *P*_adj_ = 0.05 and |log_2_FoldChange | = 1, respectively, ** denotes *P*_adj_ < 0.01 (Supplementary Data 1).

The kidney organoids differentiation greenyellow module containing *HSALNG0134318* was significantly enriched in kidney development-related functions of renal tubule development (*P*_adj_ = 0.028), nephron tubule development (*P*_adj_ = 0.028), and distal tubule development (*P*_adj_ = 0.028) (Fig. 5d and Supplementary Data 9). Differential expression analysis of differentiated proximal tubules (*n* = 3) and glomeruli samples (*n* = 6) from the mature kidney organoids dataset suggested that *HSALNG0115943* was upregulated in the proximal tubules, whereas *HSALNG0134318* did not show a significant change (Fig. 5e and Supplementary Data 10). Differential expressed patterns of CAKUT genes were also identified (Fig. 5f and Supplementary Data 10).

### Potential synergy involving CAKUT associated CNV-lncRNAs

To reveal the potential synergy of CAKUT associated CNV-lncRNAs with other ncRNA species, we investigated the potential contribution of competing endogenous RNA (ceRNA) mechanism driven by CNV-lncRNAs distributed in the CAKUT_sig1 and CAKUT_sig2 modules (kidney developmental WGCNA, *n* = 437). We found that CAKUT gene *AFF3* in the CAKUT_sig1 module was significantly regulated by co-expressed CNV-lncRNAs *HSALNG0148020* (*P*_adj_ = 3.390 × 10^−^^4^), *HSALNG0111125* (*P*_adj_ = 4.490 × 10^−5^) and *HSALNG0110138* (*P*_adj_ = 1.586 × 10^−4^) through the ceRNA mechanism (Supplementary Fig. 5 and Supplementary Data 12). The hub CNV-lncRNA *HSALNG0134318* was not identified as a driver in the lncRNA-miRNA-mRNA regulatory network (Supplementary Data 12). To study the potential interaction between *HSALNG0134318* and other genes within their CNV region 22q11.2, we characterized the expression of 538 lncRNA, 123 protein coding genes and 22 miRNAs in 22q11.2 (Supplementary Data 12). We found that only 5.69% (7/123) of the protein coding genes and 2.97% (16/538) of the lncRNA in the 22q11.2 region distributed in two CAKUT related modules (CAKUT_sig1 and CAKUT_sig2), of which *HSALNG0134318* was the only hub CNV-lncRNA (MM = 0.87) (Supplementary Data 12). The miRNA hsa-miR-1306-5p and hsa-miR-3198 in the 22q11.2 CNV region had potential interaction with *HSALNG0134318* (Supplementary Fig. 6 and Supplementary Data 12). Furthermore, we predicted the synergic transcription factors (TFs) of *HSALNG0134318* according to its promoter region sequence (Supplementary Table 2 and Supplementary Data 12). Among these predicted transcription factors, TFAP2A was in the CAKUT gene list (Supplementary Table 2 and Supplementary Data 12).

### Expression patterns of the CAKUT_sig1 module in kidney, heart, brain and cerebellum

Since the CAKUT_sig1 module showed function significance involving multiple systems (Fig. 2d), we further compared the expression patterns of its CNV-lncRNAs and mRNAs in the kidney, heart, brain, and cerebellum developmental samples. Differential expressed genes in the kidney tissues were identified (Fig. 6a and Supplementary Data 13–15). Comparing with the kidney samples, genes with heart-biased expression were enriched in cardiac functions, and genes with brain/cerebellum-biased expression were enriched in neurological functions (Fig. 6b and Supplementary Data 13–15). On the other hand, the kidney-biased genes were associated with multiple organs development involving kidney development, neural development, cardiac development and other organ development (Fig. 6c and Supplementary Data 13–15). We further summarized the known congenital heart disease (CHD) genes and neurodevelopmental disorders (NDDs) genes (Supplementary Data 16). The results showed that both two gene sets were enriched in CAKUT genes (Fig. 6d and Supplementary Data 16). Among the CAKUT genes involved in these disorders, 43.8% (14/32) were distributed in the CAKUT_sig1 module (Fig. 6e, Supplementary Table 3 and Supplementary Data 2), and they showed significantly upregulated expression in the developing kidney (Kidney vs Heart: *P* = 6.764 × 10^−16^; Kidney vs Brain: *P* = 7.254 × 10^−21^; Kidney vs Cerebellum: *P* = 3.125 × 10^−41^; Fig. 6f and Supplementary Data 16).

**Fig. 6:**
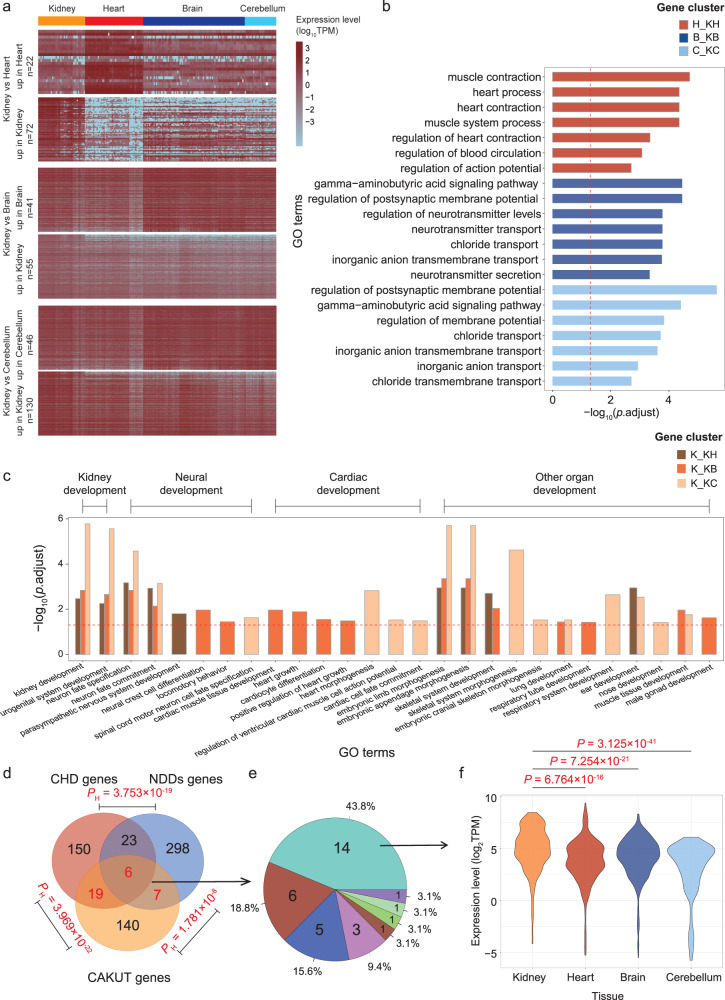
Differentially expressed and multifunctional genes in the CAKUT_sig1 module. **a** For the CAKUT_sig1 module, the heatmap shows the expression landscape of significantly differentially expressed CNV-lncRNAs and protein coding genes (|log_2_FoldChange | ≥ 4, *P*_adj_ < 0.05) in the developmental kidney, heart, brain and cerebellum (Kidney samples: *n* = 40, heart samples: *n* = 50, brai*n* samples: *n* = 87, cerebellum samples: *n* = 27). The counts (including CNV-lncRNAs and protein coding genes) of differentially expressed genes in each cluster are shown on the left. The tissue types of corresponding samples are labeled above the heatmap. The colors represent gene expression value (log_10_TPM) in different samples (Supplementary Data 13–15). **b** Functional annotations of heart, brain and cerebellum differentially expressed gene clusters compared to kidney samples are shown (Supplementary Data 13–15). For each gene cluster, the top seven biological process GO terms (ranked by *P*_adj_) are shown. The x and y axes represent values of −log_10_(*P*_adj_) and GO terms, respectively. The red dashed line indicates *P*_adj_ of 0.05. The colors of the bars represent different gene clusters. **c** Functional annotations of kidney differentially expressed gene clusters compared to heart, brain and cerebellum samples are shown (Supplementary Data 13–15). For each gene cluster, organ development-associated functional annotations are shown. The associated organs of corresponding GO terms are labeled above the bar plot. The x and y axes represent GO terms and values of −log_10_(*P*_adj_), respectively. The red dashed line indicates *P*_adj_ of 0.05. The colors of the bars represent different gene clusters. **d** Gene counts and intersection of congenital heart disease (CHD), neurodevelopmental disorders (NDDs) and CAKUT gene sets are shown in Venn diagrams (Supplementary Data 16). Intersection counts are shown in red font. **e** Distribution of known CAKUT genes associated with two or more phylogenetic disorders (intersection in **d**, *n* = 32) in developmental WGCNA modules (Supplementary Table 3; Supplementary Data 16). **f** Expression patterns of CAKUT genes associated with extrarenal development defects in the CAKUT_sig1 module (*n* = 14) in different tissues are shown in the violin plots. The x and y axes represent tissue types and gene expression levels (log_2_TPM), respectively (Supplementary Data 1, 16). CHD congenital heart disease, NDD neurodevelopmental disorders, CAKUT congenital anomalies of the kidney and urinary tracts.

## Discussion

As the leading cause of end-stage renal disease, CAKUT account for approximate 41.3% of children who receive renal replacement therapy^22^. Disturbances in the normal nephrogenesis can arise from exposure to environmental factors and defects in genes may lead to CAKUT. A better understanding of the genetic etiologies of CAKUT is essential for precision diagnosis, prevention, and treatment on CAKUT and its associated clinical outcomes. CNV has been recognized as a common cause of CAKUT. Sanna-Cherchi et al. found that the CNV distribution was significantly skewed toward larger gene-disrupting events in cases compared to ethnicity-matched controls (*P* = 4.8 × 10^−11^) through examining CNVs in 522 patients with renal hypodysplasia. 10.5% (55/522) of the cases harbored 34 CNVs associated with known genomic disorders, which was detected in only 0.2% of 13,839 controls (*P* = 1.2 × 10^−58^). Additionally, another 32 cases (6.1%) were found carrying large gene-disrupting CNVs that were absent from controls^3^; Verbitsky performed a genome-wide analysis of CNVs in 2824 CAKUT cases and 21498 controls, suggesting that CAKUT cases carried a significant burden of CNVs affecting coding genes and were enriched for known genomic disorders. Six loci including 1q21, 4p16.1-p16.3, 16p11.2, 16p13.11, 17q12, and 22q11.2 accounted for 65% of cases with CNVs associated with known genomic disorders^4^. In the present study, we summarized the recurrent CAKUT-associated CNVs and found that most of these CNVs (63.16%, 12/19) remained undetermined for the pathogenic genes (Table 1).

Like other congenital anomalies associated CNV studies, the etiologies of CAKUT-associated CNVs were currently interpreted based on their interference on the protein coding gene dosage. Despite the success of such strategy in several recurrent microdeletion syndromes such as the 17q21.31 deletion syndrome caused by haploinsufficiency of *KANSL1*^23^, most CNVs also affect noncoding genomic regions that might have regulatory effect on the pathogenic mechanisms of diseases^5^. Recently, multiple lines of evidence indicated that CNVs might cause birth defects through affecting their encompassed lncRNAs^9^, which have been identified as key regulators in development and disease^6,8,10^. In the present study, we found that CAKUT genes enriched modules (CAKUT_sig1 and CAKUT_sig2) were both negatively correlated with developmental stage (Fig. 2a–c and Supplementary Data 2). In previous studies over cross-species evolution of lncRNAs, Cardoso-Moreira and Sarropoulos et al. found that in contrast to most protein-coding genes (73–90% depending on the species), only a fraction of lncRNAs (16–38%) show developmentally dynamic expression and enrichment for functional loci^24,25^. In addition, across all organs, genes used early in development are less tolerant to loss-of-function mutations^24,25^. Taken together, these results support the relationship between the CAKUT_sig1 and CAKUT_sig2 modules and their enriched developmental functions (Fig. 2d and Supplementary Data 3), as well as potential contributions of lncRNAs within modules to the etiologies of CAKUT-associated CNVs. Noticeably, only a small fraction of protein coding genes in the CAKUT_sig1 (6.31%, 355/5630) and CAKUT_sig2 (9.78%, 22/225) modules, as well as known CAKUT genes (12.21%, 21/172, Supplementary Table 1) were distributed in 19 CAKUT-associated CNVs (Fig. 3a, Table 1 and Supplementary Data 2). In comparison, the CAKUT_sig1 (49.76%, 206/414) and CAKUT_sig2 (34.78%, 8/23) modules contained a considerable number of CNV-lncRNAs that highly correlated with CAKUT genes (|r | ≥ 0.7, Fig. 3b and Supplementary Data 4, 5). In summary, these results suggest that CAKUT-associated CNVs were more likely to affect the expression of CAKUT genes outside the CNV regions remotely by disturbing the lncRNAs within CNVs, thus contributing to CAKUT. We further validated this hypothesis through knockdown experiments of 2 hub CNV-lncRNAs *HSALNG0134318* and *HSALNG0115943* in HEK293 cell lines (Fig. 4a–c and Supplementary Data 7, 8).

Most of the CNV-lncRNAs are not evolutionarily conserved^25^. Therefore, compared to traditional animal models, the kidney organoids have become an ideal in vitro model to study the molecular mechanism of human kidney development^26,27^. Single cell RNA-seq analyses have supported the fidelity of kidney organoids as models of the developing kidney and affirmed their potential in disease modeling^28^. Based on the RNA-seq data of in vitro kidney organoids differentiation, we verified the coexpression between CAKUT genes and 2 hub CNV-lncRNAs *HSALNG0134318* and *HSALNG0115943* (Fig. 5b, c and Supplementary Data 9). Surprisingly, *HSALNG0134318* and *HSALNG0115943* were hub CNV-lncRNAs (MM ≥ 0.8) in both kidney developmental WGCNA and kidney organoids differentiation WGCNA (Figs. 3a, 5a and Supplementary Data 2, 9). In addition, kidney organoids differentiation modules of *HSALNG0134318* and *HSALNG0115943* were also related to kidney and embryonic development (Fig. 5a, d and Supplementary Data 9). Furthermore, kidney organoids have overcome the limitations of two-dimensional cell cultures, whereby branching of the ureteric bud and formation of cellularly complex three-dimensional structures were unattainable^27^. To specifically study the expression patterns of *HSALNG0134318* and *HSALNG0115943* in different kidney tissues, we characterized their differential expression patterns between different kidney organoid-derived tissues (glomeruli and proximal tubules), which provided initial clues for further studies on their molecular mechanisms in CAKUT (Fig. 5e and Supplementary Data 10).

It’s worth pointing out that *CRKL* has been identified as the main genetic driver of kidney defects in 22q11.2 CNV^29,30^. In fact, *CRKL* locates at the central part of 22q11.2 (22q11.21), and *HSALNG0134318* locates at the distal part of 22q11.2 (22q11.22, chr22:22,298,141-22,307,554, hg38). 

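On hg38, GENCODE release 44 places 2 transcribed loci over this interval on the plus strand of chromosome 22. The pseudogene *BMS1P20* runs from 22303224 to 22310401, and the long noncoding RNA gene ENSG00000286129 runs from 22298124 to 22329122. The sample table lists genes by symbol and contains *BMS1P20*, but it contains no entry for ENSG00000286129. *BMS1P20* had 273, 246 and 250 counts in knockdown replicates 1, 2 and 3 and 484, 447 and 454 counts in control replicates 1, 2 and 3. Normalized counts were 263 ± 5.89 (SD, n = 3) in the knockdown group and 453 ± 48.9 in the control group, a log2 fold change of -0.79 (standard error 0.12, adjusted p of 0.0030 from edgeR's quasi-likelihood test). Leaving out any 1 culture gave a log2 fold change between -0.87 and -0.72. *BMS1P20* shares sequence with *BMS1*, so reads could be split between both genes by the authors' counting, and *BMS1* itself had a log2 fold change of 0.68 (adjusted p of 0.013). Within 500 kb of the interval, *PPM1F*, *TOP3B*, *ZNF280B* and *PRAME* were also tested, and none of them was called, with log2 fold changes from -0.00 for *TOP3B* to 0.38 for *PRAME*. *TOP3B* and *PPM1F* lay near 0, and their signs changed when 1 culture was left out (-0.03 to 0.03 and -0.00 to 0.10). *CRKL* lies on the plus strand of chromosome 22 from 20917407 to 20953747.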

Since the occurrence of kidney abnormalities in 22q11.2 CNV that did not involve *CRKL* was still unexplained, the genetic effect of other candidates in 22q11.2 region should not be ignored. It’s worth noting that expression of *HSALNG0134318* and *CRKL* showed highly correlated expression in developmental kidneys (Fig. 3b), and knockdown of *HSALNG0134318* would significantly downregulate the expression of *CRKL* (*P* = 3.778 × 10^−11^, Fig. 4a). Therefore, expression disturbance of *CRKL* could be the downstream effect of *HSALNG0134318* deletion other than the dosage effect of *CRKL* itself. We identify 4 driver lncRNAs regulating CAKUT genes through ceRNA mechanism in the CAKUT_sig1 and CAKUT_sig2 modules using the LncmiRSRN^31^ (Supplementary Fig. 5). *HSALNG0134318* was not identified as a driver lncRNA since only top 20% of tested lncRNAs with enriched targeted miRNAs were selected in this algorithm. Previously, miRNA miR-185 located in 22q11.2 was shown to be associated with CAKUT^32^. Therefore, we further investigated the potential interaction of lncRNAs and miRNAs in 22q11.2. *HSALNG0134318* is also the target of two miRNAs (has-miR-3198 and has-miR-1306-5p), of which has-miR-3198 also target the CAKUT gene *DHODH* (Supplementary Fig. 6 and Supplementary Data 12). 

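*DHODH* lies on chromosome 16 from 72008588 to 72027664 in GENCODE release 44 on hg38. After *HSALNG0134318* knockdown it had 266 ± 29.4 normalized counts (SD, n = 3), against 262 ± 33.4 in the control group. The log2 fold change was 0.02 (standard error 0.15, adjusted p of 0.94 from edgeR's quasi-likelihood test), which is smaller than the spread between replicates. Its sign changed between settings, since the log2 fold change lay between -0.08 and 0.11 when 1 culture was left out, and it was -0.08 without control replicate 2.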

Whereas, knockdown of *HSALNG0134318* had no effect on the expression of *DHODH* (Supplementary Data 8). The miRNA miR-185 could targets 22q11.2 CNV-lncRNAs (*HSALNG0134144* and *HSALNG0134523*) and CAKUT genes (*ATN1*, *EMC10*, *GNB2*, *IGF1R*, *NSD1*, *SIX1* and *SIX5*) (Supplementary Fig. 6 and Supplementary Data 12). We also noticed that three CAKUT genes including *IFG1R* (log_2_FoldChange = −0.564, *P*_adj_ = 3.413 × 10^−5^), *IFT52* (log_2_FoldChange = 0.747, *P*_adj_ = 2.282 × 10^−4^), and *CRKL* (log_2_FoldChange = −0.569, *P*_adj_ = 1.364 × 10^−4^), which could be significantly regulated through knockdown of *HSALNG0134318*, were targets of miRNAs located at 22q11.2 (Supplementary Fig. 6 and Supplementary Data 8). Therefore, 22q11.2 ncRNAs and mRNAs could have connections during kidney development. 

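*IGF1R* (chromosome 15, 98648539 to 98964530, plus strand, GENCODE release 44 on hg38) had 2342 ± 194 normalized counts (SD, n = 3) in the knockdown group and 3468 ± 292 in the control group. Its log2 fold change was -0.57 (standard error 0.10, adjusted p of 0.0049 from edgeR's quasi-likelihood test). The adjusted p of *IGF1R* stayed between 3.4e-05 and 0.037 over the 14 alternative settings. *IFT52* (chromosome 20, 43590937 to 43647299, plus strand) rose from 279 ± 57.0 to 467 ± 15.0 normalized counts, a log2 fold change of 0.74 (standard error 0.15, adjusted p of 0.010). Over the alternative settings its adjusted p ran from 0.00023 to 0.054, and the values above 0.05 came without knockdown replicate 2 (0.054) and without knockdown replicate 3 (0.051). *CRKL* had 2258 ± 112 normalized counts in the knockdown group and 3357 ± 485 in the control group, and its log2 fold change lay between -0.68 and -0.49 when 1 culture was left out. In each of these 3 genes, the knockdown values did not overlap the control values. The 3′ UTR of *IGF1R* holds 1 copy each of TATACGT, ATACGTA and CTATCAC, which pair with the seeds of silencer sequences 2 and 3 of Supplementary Table 4, and that of *IFT52* holds none of them. Among the other CAKUT genes named as miR-185 targets, *ATN1*, *EMC10*, *GNB2*, *NSD1* and *SIX5* were not called, with log2 fold changes from -0.53 for *SIX5* to 0.07 for *NSD1*. The signs of *EMC10* (-0.27 to 0.14) and *NSD1* (-0.01 to 0.14) changed when 1 culture was left out. *ATN1* (adjusted p of 0.10 from edgeR) and *SIX5* (0.16) were each called in 2 of the 14 alternative settings. Both passed the threshold without control replicate 3, at 0.049 and 0.019. Over the alternative settings the adjusted p of *ATN1* ran from 0.018 to 0.32 and that of *SIX5* from 0.016 to 0.39. The 3′ UTR of *SIX5* also holds TATACGT.

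**Figure D3:**
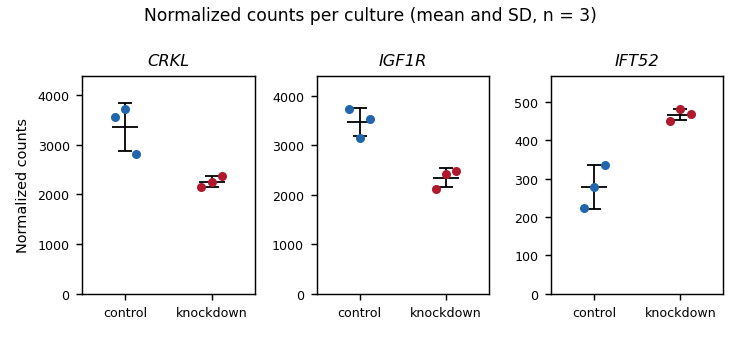
Normalized counts of *CRKL*, *IGF1R* and *IFT52* in each culture, with the mean and SD of the 3 control (blue) and 3 knockdown (red) cultures. The knockdown cultures lie below all control cultures for *CRKL* and *IGF1R* and above them for *IFT52*.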

Deletion of such region should have synergy effect on clinical phenotypes. Since knockdown of *HSALNG0134318* affected the expression of *CRKL*, *HSALNG0134318* could be upstream of the kidney developmental pathways involving *CRKL*. Through transcription factor prediction, we identified the CAKUT gene *TFAP2A*, encoding a transcription factor, could govern the expression of *HSALNG0134318* in kidney development (Supplementary Table 2 and Supplementary Data 12).

The complexity of birth defects in patients with syndrome increases the difficulty of clinical diagnosis, treatment, and management. CAKUT, CHD, and NDDs have been found to share pathogenetic CNVs^33^. The current study also identified overlapping recurrent CNVs and known genes associated with CAKUT, CHD and NDDs (Table 1, Supplementary Fig. 1, Fig. 6d). The CAKUT_sig1 module contained the largest amounts of extrarenal malformation-causing CAKUT genes (43.8%, 14/32, Fig. 6e; Supplementary Table 3). Since the CAKUT_sig1 module was also involved in multiple phylogenetic functions (Fig. 2d and Supplementary Data 3), we further compared the expression patterns of its CNV-lncRNAs and protein coding genes in the kidney, heart, brain, and cerebellum developmental samples. We found that the kidney-biased genes were associated with development of multiple organs, including kidney, neural, cardiac and other organ development (Fig. 6c, f and Supplementary Data 13–16). Regarding the potential mechanisms underlying the involvement of the CAKUT_sig1 module in multiple phylogenetic disorders, functional enrichment analyses indicated that the most significant (ranked by *P*_adj_) functions of the CAKUT_sig1 module involved ncRNA metabolic process (*P*_adj_ = 6.506 × 10^−18^) and ncRNA processing (*P*_adj_ = 3.666 × 10^−14^) (Fig. 2d and Supplementary Data 3). This highlights the potential roles of CNV-lncRNAs in this module. On the other hand, the most significant functions also involved cilium organization (*P*_adj_ = 6.506 × 10^−18^) and cilium assembly (*P*_adj_ = 3.022 × 10^−17^) (Fig. 2d and Supplementary Data 3). The cilia determine left-right axis patterning during embryogenesis and have been reported to play an important role in cardiac, renal, limb, liver and spleen development^34,35^. In view of the developmental pathways involved in the CAKUT_sig1 module were mostly affected by left-right axis development that determined in early embryonic stage (Fig. 2d and Supplementary Data 3)^34^, we speculate that the cilia assembly process regulated by CNV-lncRNAs could potentially be related to multiple phylogenetic disorders, which is worthy of further study.

There are several limitations in this study that could be addressed in future research. First, based on human kidney developmental and kidney organoids differentiation transcriptome datasets, we have proven stage-specific expression and strong driving roles of CNV-lncRNAs during nephrogenesis at both organ and cellular levels. However, the physiological and molecular mechanisms in which CNV-lncRNAs are involved have not been elucidated. Similarly, knockdown experiments of 2 hub CNV-lncRNAs *HSALNG0134318* and *HSALNG0115943* in HEK293 cell lines provided evidences that they could regulate several known CAKUT genes including *CRKL* (Fig. 4a, b and Supplementary Data 7), as well as affect pathways involved in kidney and multiple systems development (Fig. 4c, Supplementary Fig. 2d and Supplementary Data 8). Nevertheless, a lack of deep insight over these mechanisms is a limitation of the study. Since lncRNAs can either repress or activate gene expressions in *cis*, in *trans* or even through epigenetic modification^6,36^, iPSC-induced kidney organoids, cardiomyocytes and neural progenitor cells in vitro models combined with high-throughput sequencing technologies such as ChIP-seq, scRNA-seq, and proteomics could be further used to study the molecular mechanisms by which *HSALNG0134318* and *HSALNG0115943* cause CAKUT and concomitant extrarenal malformation. Secondly, the significance of enrichment in known CAKUT gene sets was related to gene counts in each module and the size of known CAKUT gene sets. Since CAKUT genes that have been identified so far is limited (totaled to 172 CAKUT genes in current study, Supplementary Table 1), modules other than the CAKUT_sig1 and CAKUT_sig2 modules (e.g., the kidney developmental brown module that contained 18 CAKUT genes, *P* = 0.573; the kidney developmental magenta module that contained 8 CAKUT genes, *P* = 0.076) could not be ignored in the pathogenesis of CAKUT (Fig. 2b, c and Supplementary Data 2). Lastly, the accumulation of more clinical genetic data, especially non-coding genomic variants data, and comprehensive phenotypic information of patients is needed to help us identify more CAKUT-associated CNV-lncRNAs. Altogether, we still have a long way to go to provide substantial insight into the regulatory roles of CNV-lncRNAs in CAKUT and extrarenal malformations.

In conclusion, we revealed potential regulatory relationships between CNV-lncRNAs and CAKUT genes in human kidney developmental and kidney organoids differentiation transcriptome datasets. For the CAKUT_sig1 module that most enriched CAKUT genes, we performed in vitro validation of two hub CNV-lncRNAs *HSALNG0134318* and *HSALNG0115943* located in well-known CAKUT associated CNVs 22q11.2 and 17q12 respectively. The results suggested that *HSALNG0134318* and *HSALNG0115943* play strong regulatory roles on the CAKUT genes and pathways involved in kidney and multi-organ development. Our results highlighted the potential contribution of lncRNAs within CNVs to the pathogenetic process of CAKUT and concomitant extrarenal malformation.

## Methods

### Study design

We aimed to investigate the potential contribution of lncRNAs to the pathogenicity of CAKUT associated CNVs. 19 recurrent CAKUT-associated CNVs were identified based on clinical researches of congenital anomalies of the kidney and urinary tracts (CAKUT) cases^3,4,12,13^ (Table 1). We retrieved lncRNAs located within these genomic regions as candidate CNV-lncRNAs (Supplementary Data 2). To establish the kidney developmental coexpression networks for the CNV-lncRNAs, we performed weighted gene coexpression network analysis (WGCNA) over candidate CNV-lncRNAs and protein coding genes using the human kidney developmental RNA-seq data (*n* = 40) from LncExpDB^11^ (Supplementary Data 2). Downstream analyses, including pathways analyses and enrichment analyses for known CAKUT genes, were used to identify coexpression modules associated with kidney development and CAKUT. We mainly focused on the CAKUT genes enriched CAKUT_sig1 module, which showed significant correlation (|r | ≥ 0.5, *P*_adj_ < 0.05) with developmental stage and multi-organ development including kidney and urinary tract (*P*_adj_ < 0.05). To explore the molecular basis of underlying extrarenal malformation caused by CAKUT associated CNVs (Table 1), we performed multiple organs differential expression analyses over CNV-lncRNAs and protein coding genes in the CAKUT_sig1 module.

Two hub CNV-lncRNAs in the CAKUT_sig1 module, *HSALNG0134318* within 22q11.2 and *HSALNG0115943* within 17q12, showed strong coexpression and correlation with multiple key CAKUT genes. Using the in vitro kidney organoids differentiation RNA-seq data (*n* = 53), we validated the key driving roles of *HSALNG0134318* and *HSALNG0115943* during the formation of kidney structure. To characterize the expression patterns of *HSALNG0134318* and *HSALNG0115943* in the specific kidney tissues, differential expression analyses were conducted between the kidney organoids derived proximal tubules and glomeruli.

To further confirm the predicted regulatory effects of *HSALNG0134318* and *HSALNG0115943* on CAKUT genes expression and kidney development, in vitro knockdown experiments along with qPCR analyses and RNA-seq analyses were performed in the human embryonic (HEK293) kidney cell lines.

### Human kidney developmental data

The gene expression data from LncExpDB^11^ were generated through comprehensive annotation for lncRNAs of the original dataset of human kidney developmental samples (*n* = 40) collected from ArrayExpress (E-MTAB-6814) (Supplementary Data 2). The tissue sampling of embryonic samples (*n* = 30) started at 4 weeks post-conception and continued weekly until 20-week post-conception except for 14-, 15-, and 17-week post-conception. Postnatal tissues (*n* = 10) were sampled from neonates, infants (6 ~ 9 months), toddlers (2 ~ 4 years), and school age children (7 ~ 8 years)^25^.

### In vitro kidney organoids differentiation RNA-seq data

To validate the roles of CNV-lncRNAs in the formation of kidney structure, we collected a series of RNA-seq datasets that covered several differentiation stages (days 0, 4, 7, 18, 25, and 28) from human induced pluripotent stem cells (iPSCs) to kidney organoids. Candidate samples were differentiated from human iPSC line in the same laboratory^37,38^, following the same growth protocol and sequencing platform (GPL18573, Illumina NextSeq 500). RNAs were extracted using QIAGEN RNeasy micro kit. RNA libraries were prepared for sequencing using standard Illumina protocols. Only samples of wild genotype were included in our study to avoid biases caused by gene expression interference. The number of biological replicates of each differentiation stage ranges from 3 to 21, for a total of 41 single-end RNA-seq libraries and 12 paired-end RNA-seq libraries. For single-end RNA-seq samples (*n* = 41), the raw data were available from the Gene Expression Omnibus (GEO) under accession GSE88942, GSE89044, GSE99468, GSE99469, and GSE107305. For paired-end RNA-seq samples (*n* = 12), the raw data were available from the Gene Expression Omnibus (GEO) under accession GSE99583, GSE99582, and GSE111992. Detailed information and growth protocols of the kidney organoids were available in the GEO accessions.

### Human heart, brain, and cerebellum developmental data

The annotated human heart (*n* = 50), brain (*n* = 87) and cerebellum (*n* = 27) developmental data from LncExpDB^11^ originated from ArrayExpress (E-MTAB-6814). The tissue sampling started at 4 weeks post-conception and continued weekly until 20-week post-conception except for 14-, 15-, and 17-week post-conception. Postnatal tissues were sampled from neonates, infants (6 ~ 9 months), toddlers (2 ~ 4 years), school age (7 ~ 9 years), teenagers (13 ~ 19 years), and adults (~65 years)^25^.

### Known CAKUT, CHD, and NDDs gene sets

Known CAKUT genes were summarized from the Online Mendelian Inheritance in Man database (https://www.omim.org)^39^, as well as from reviews on CAKUT^1,33,40,41^ (Supplementary Table 1). The known congenital heart disease (CHD) gene set was generated in our previous study^10^. For known neurodevelopmental disorders (NDDs), genes were summarized from studies including autism spectrum disorder^21^ (ASD, *n* = 213), schizophrenia^42,43^ (SCZ, *n* = 76), intellectual disability^44^ (ID, *n* = 45) and epileptic encephalopathies^45,46^ (EE, *n* = 46). After removing duplicates, a total of 172 CAKUT, 198 CHD and 334 NDDs genes were included in multiple organ development analyses.

### Recurrent CAKUT associated CNVs and CNV-lncRNAs retrieval

Nineteen recurrent CAKUT-associated CNVs (pathogenic or likely pathogenic CNVs identified in at least two CAKUT cohorts) were identified based on four independent clinical studies, totaling 2824 CAKUT cases^3,4,12,13^ (Table 1). The annotated lncRNAs^11,15^ that mapped to the genomic regions of 19 recurrent CAKUT associated CNVs were retrieved using BEDTools v2.29.2^47^.

### WGCNA of human kidney developmental data

Normalized gene expression data (TPM) involving candidate genes from the human kidney developmental RNA-seq data were used for coexpression analysis. The R package WGCNA v1.70^48^ was used for coexpression network construction and module identification. Pearson correlation was used to calculate module-trait correlations. For module-trait correlations, adjusted *P* value was caluculated with corPvalueStudent function in WGCNA R package. The power value was set at three for coexpression network construction. The parameters for the blockwiseModules function were as follows: maxBlockSize=5000, TOMType = ”unsigned”, minModuleSize = 30, reassignThreshold = 0, mergeCutHeight = 0.25, numericLabels = T and pamRespectsDendro = F. The module membership (MM) value was used to estimate the correlation between each gene/lncRNA and the module eigengene of a given module. The CNV-lncRNAs in each module with MM values ≥ 0.8 were defined as hub CNV-lncRNAs^8^. Protein coding genes in each module were used as the input for Gene ontology (GO) enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses with the R package clusterProfiler v3.10^49^.

### Multiple organs differential expression analyses for the kidney developmental CAKUT_sig1 module

To identify the molecular basis underlying extrarenal malformation caused by CAKUT-associated CNVs, particularly cardiovascular defects and neural developmental disorders (Table 1), we performed differential expression analyses over CNV-lncRNAs and protein coding genes in the CAKUT_sig1 module (significantly correlated to developmental stage and multiple organs development including kidney and urinary tract, Fig. 2). Human kidney, heart, brain and cerebellum developmental data were used for differential expression analyses (see ‘Human kidney developmental data’ and ‘Human heart, brain and cerebellum developmental data’ section). Totally three groups (kidney vs heart, kidney vs brain and kidney vs cerebellum) of differential expression analyses were conducted using DESeq2 v1.32^50^, with six sets of differential expressed genes identified (Fig. 5). The cut-off values were set as the adjusted *P* < 0.05 and the log_2_fold change ≥4. Protein coding genes and CAKUT genes in each gene sets were used as the input for Gene ontology (GO) enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses with the R package clusterProfiler v3.10^49^.

### Quantification of lncRNA and CAKUT genes expression levels in the kidney organoids

The raw data (fastq files) of in vitro kidney organoids differentiation RNA-seq data (*n* = 53) were utilized to generate read counts for the set of lncRNAs and protein-coding genes. We mapped the reads from each library against the reference genome from LncBook^15^, including well annotated lncRNAs (*n* = 101293) and protein-coding genes (*n* = 19957). The data were processed as follows: quality analyses and base quality filtering with FastQC v0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc) and Trim Galore v0.6.6 (https://github.com/FelixKrueger/TrimGalore), rRNA removing with SortMeRNA v4.3.4^51^, alignment with STAR v2.7.10^52^, reads counting with featureCounts^53^ implemented in the Subread package v2.0.3. We normalized read counts using TPM and then identified CNV-lncRNAs and CAKUT genes expression levels in each sample.

### WGCNA of in vitro kidney organoids differentiation RNA-seq data

Genes that did not reach expression level of 10 TPM in any sample were filtered. With this screening criteria, 621 CNV-lncRNAs (6.90%, 621/8997) and 12087 protein-coding genes (60.57%, 12087/19957) were selected for WGCNA in the in vitro kidney organoids differentiation RNA-seq data. The normalized gene expression data (TPM) involving candidate genes for the in vitro kidney organoids differentiation RNA-seq data were used for coexpression analysis. The power value was set at 14 for coexpression network construction. Other parameters involved in kidney organoids WGCNA were the same as developmental WGCNA (see ‘WGCNA of human kidney developmental data’ section).

### Characterized of differentially expressed CNV-lncRNAs and protein-coding genes in the proximal tubules and glomeruli

Using paired-end RNA-seq samples (day 25) (see ‘In vitro kidney organoids differentiation RNA-seq data’ section), we identified the CNV-lncRNAs (*n* = 8997) and protein-coding genes (*n* = 19957) that differentially expressed between mature kidney organoid derived proximal tubules (*n* = 3) and glomeruli (*n* = 6) using DESeq2 v1.32^50^. The cut-off values were set as the adjusted *P* < 0.05 and log_2_fold change ≥1. To identify the functions of proximal tubules and glomeruli differentially expressed genes, protein coding genes in each differentially expressed gene sets were used as the input for Gene ontology (GO) enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses with the R package clusterProfiler v3.10^49^.

### Pairwise gene expression correlations between two hub CNV-lncRNAs and CAKUT genes

To identify reliable correlations between two hub CNV-lncRNAs (*HSALNG0134318* and *HSALNG0115943*) and CAKUT genes (*n* = 172) during kidney development and kidney organoids differentiation, three datasets that cover different development and differentiation stages were used to calculate pairwise gene expression correlations: Human kidney developmental data (*n* = 40), single-end in vitro kidney organoids differentiation data (*n* = 41, day 0–25) and paired-end in vitro kidney organoids differentiation data (*n* = 12, day 25–28) (see ‘Human kidney developmental data’ and ‘In vitro kidney organoids differentiation RNA-seq data’ section). For each dataset, Pearson correlation was employed to calculate pairwise gene expression correlations. The *P* values were adjusted for multiple testing using the Benjamini–Hochberg method. The cut-off of significant correlation was set as absolute value of correlation coefficient (r) ≥ 0.5 and the adjusted *P* < 0.05.

### CNV-lncRNAs knockdown in human embryonic kidney (HEK293) cell lines

Knockdown experiments of *HSALNG0134318* and *HSALNG0115943* were conducted through transient transfection with Smart Silencers (mixture of small interfering RNAs and antisense oligonucleotides targeting CNV-lncRNAs, synthesized by RiboBio, Guang Zhou, China). The Smart Silencer was transfected into HEK293 cell lines (RRID: CVCL_0045, Cyagen, Suzhou, China) with the Lipofectamine RNAiMAX (Invitrogen, Carlsbad, CA, USA). The silencer sequences were listed in Supplementary Table 4.

### Quantitative reverse transcription qPCR analyses

A total of 1 µg cellular RNA was used as the template for cDNA preparation with the PrimeScript RT Reagent Kit (Takara, Dalian, China). Quantitative reverse transcription qPCR (RT-qPCR) was performed with the TB Green Premix Ex Taq II kit (Takara, Dalian, China) on the CFX 96 Real-Time PCR detection system (Bio-Rad Laboratories, Inc., Hercules, CA, United States). Relative gene expression levels were calculated based on the $${2}^{-\triangle \triangle {{{{{\rm{Ct}}}}}}}$$ method. At least three biologically independent experiments were conducted for each group. GAPDH was used as the internal reference gene. The RT-qPCR primer pairs were listed in Supplementary Table 5.

### RNA-seq analyses of *HSALNG0134318* knockdown HEK293 cell lines

For *HSALNG0134318* knockdown HEK293 cells (*n* = 3) and control groups (*n* = 3), RNA was harvested using NovaSeq 6000 Reagent Kit. 2 ug of total RNA was used for the construction of sequencing libraries. RNA libraries were prepared for sequencing using standard NovaSeq stranded mRNA prep protocols. Sequencing was performed on the Illumina NovaSeq 6000 (GPL24676). The raw data were processed as follows: quality analysis and base quality filtering with FastQC v0.11.9 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc) and Trim Galore v0.6.6 (https://github.com/FelixKrueger/TrimGalore), rRNA removing with SortMeRNA v4.3.4^51^, alignment with STAR v2.7.10^52^, reads counting with featureCounts^53^ implemented in the Subread package v2.0.3, differential expression analysis and principal component analysis with DESeq2 v1.32^50^, hierarchical clustering with hclust function in R Stats package v4.1.1^54^ and functional enrichment analysis with clusterProfiler v3.10^49^. For differential expression analysis, gene raw counts were normalized with rlog function in DESeq2 v1.32^50^.GOplot v1.0.2^55^ was used to calculate Z-score of each enriched GO terms.

### Quantification of sample traits

For human kidney developmental data, sample traits were collected from ArrayExpress (E-MTAB-6814). Categorical variables of samples were quantized into 1 and 0. For sex, male was quantized into 1 and female was quantized into 0. Continuous variables (Developmental stage) of samples were quantized into week according to the following rules: For embryo samples (before birth), the developmental stage value equal how many weeks they were post conception (For example, if the embryo was 10 weeks old, the value was 10.). For samples collected after birth, the developmental stage value equal 40 (human pregnancy estimated value of 40 weeks) plus age (count in weeks). 1 year was calculated as 52 weeks, 1 month as 1/12 years, and 1 week as 7 days (For example, for a sample at 6 months after birth, the development stage value was 40 + 6/12 × 52 = 66; for a sample at 7 days after birth, the development stage value was 40 + 7/7 = 41) (Supplementary Data 2).

For the single-end in vitro kidney organoids differentiation RNA-seq data (*n* = 41), sample traits were collected from original sample information from GEO database (see ‘In vitro kidney organoids differentiation RNA-seq data’ section). For differentiation stage, samples were classified into following categories according to the description of in vitro kidney organoids differentiation^37^: cells in early differentiation stage (day 0, 4), nephron progenitor cells (day 7) and kidney organoids (days 18, 25). Categorical variables of samples (specific kidney organoids derived tissue type) were quantized into 1 and 0 (Supplementary Data 9).

### Prediction of the transcription factors

To identify the transcription factors (TFs) that have potential synergy with CNV-lncRNA through regulating transcription, we retrieval the genomic sequence of promoter region (upstream by 2000 bases) of CNV-lncRNA from hg38 assembly with UCSC (http://genome.ucsc.edu)^56^. TFs of Homo sapiens that potentially bind to the promoter region were predicted with PROMO^57,58^. The TFs that predicted with the dissimilarity rate lower than 5% were considered as hits.

### Identification of miRNAs interactions with CNV-lncRNAs and mRNAs

For CNV-lncRNAs distributed in the CAKUT_sig1 and CAKUT_sig2 modules (kidney developmental WGCNA, *n* = 437), we retrieved 238624 lncRNA-miRNA interaction evidences from LncBook^14^. Genomic loci (hg38) of miRNAs were annotated based on miRbase^59^. 331604 miRNA-mRNA interaction evidence were generated from our previous study^10^. Integrating the interactions evidences with human kidney developmental data (*n* = 40), we conducted the lncRNA-miRNA-mRNA regulatory network analysis using LncmiRSRN v3.0^31^ to estimate the contribution of competing endogenous RNA (ceRNA) mechanism to the pathogenicity of CNV-lncRNAs distributed in the CAKUT_sig1 and CAKUT_sig2 modules.

### Statistics and reproducibility

For RNA-seq analyzes, a threshold of adjusted *P* < 0.05 was used for differential gene expression analysis. For the correlation and causal effect in the lncRNA-miRNA-mRNA regulatory network analysis, a threshold of adjusted *P* < 0.05 was used. The *P* values were adjusted for multiple testing using the Benjamini–Hochberg method. Hypergeometric tests were used to estimate the significance of enrichment between two gene sets, using a threshold of *P* < 0.05. For comparing expression levels of multifunctional genes between different organs and RT-qPCR analyzes, two-tailed Student’s *t* test was used for comparison between two group. For knockdown experiments on *HSALNG0134318* and *HSALNG0115943* in the human embryonic kidney (HEK293) cell lines, three biologically independent experiments were conducted for each group.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The RNA-seq raw data for knockdown experiments on *HSALNG0134318* in the human embryonic kidney (HEK293) cell lines that generated in this study are available in GEO: GSE223312. The source data for figures are available in Supplementary Data 1. Data generated during this study are available in Figshare (10.6084/m9.figshare.23624658.v2, Supplementary Data 2–16 files)^60^. Accession code of other raw data that support the results in this work are all available in Methods section.

# Supplementary material for: Integrated analysis of copy number variation-associated lncRNAs identifies candidates contributing to the etiologies of congenital kidney anomalies
**Source:** Commun Biol. 2023 Jul 17;6:735. doi: 10.1038/s42003-023-05101-9
**Supplement:** Supplementary file 2 — Supplementary Information

# Integrated analysis of copy number variation-associated lncRNAs identifies candidates contributing to the etiologies of congenital kidney anomalies

Yibo Lu<sup>1†</sup>, Yiyang Zhou<sup>1†</sup>, Jing Guo<sup>1†</sup>, Ming Qi<sup>1</sup>, Yuwan Lin<sup>1</sup>, Xingyu Zhang<sup>1</sup>  
Ying Xiang<sup>1,2\*</sup>, Qihua Fu<sup>1,2\*</sup> & Bo Wang<sup>1,2\*</sup>

<sup>†</sup> These authors contributed equally.

---

## Supplementary information

**Supplementary Figure 1.** Recurrent CNVs associated with at least two developmental disorders ( $n = 18$ ).

**Supplementary Figure 2.** RNA-seq analyses of *HSALNG0134318* knockdown effect on gene expression in the HEK293 cell line.

**Supplementary Figure 3.** *HSALNG0134318* knockdown effect on the biological processes, cellular components and molecular functions of the HEK293 cell line.

**Supplementary Figure 4.** Two hub CNV-lncRNAs (*HSALNG0134318* and *HSALNG0115943*) were correlated with CAKUT genes during kidney development and kidney organoids differentiation.

**Supplementary Figure 5.** CAKUT genes involved CNV-lncRNA-miRNA-mRNA regulatory network.

**Supplementary Figure 6.** miRNA interactions with CAKUT genes and CAKUT associated CNV-lncRNAs.

**Supplementary Table 1.** Expression patterns of known CAKUT genes ( $n = 172$ ).

**Supplementary Table 2.** Transcription factors that potentially interacted with hub CNV-lncRNA *HSALNG0134318*.

**Supplementary Table 3.** CAKUT genes involved in at least two developmental disorders ( $n = 32$ ).

**Supplementary Table 4.** The silencer sequences for transient transfection in *HSALNG0134318* and *HSALNG0115943* knockdown experiments.

**Supplementary Table 5.** Primers for quantitative reverse transcription qPCR analyses.

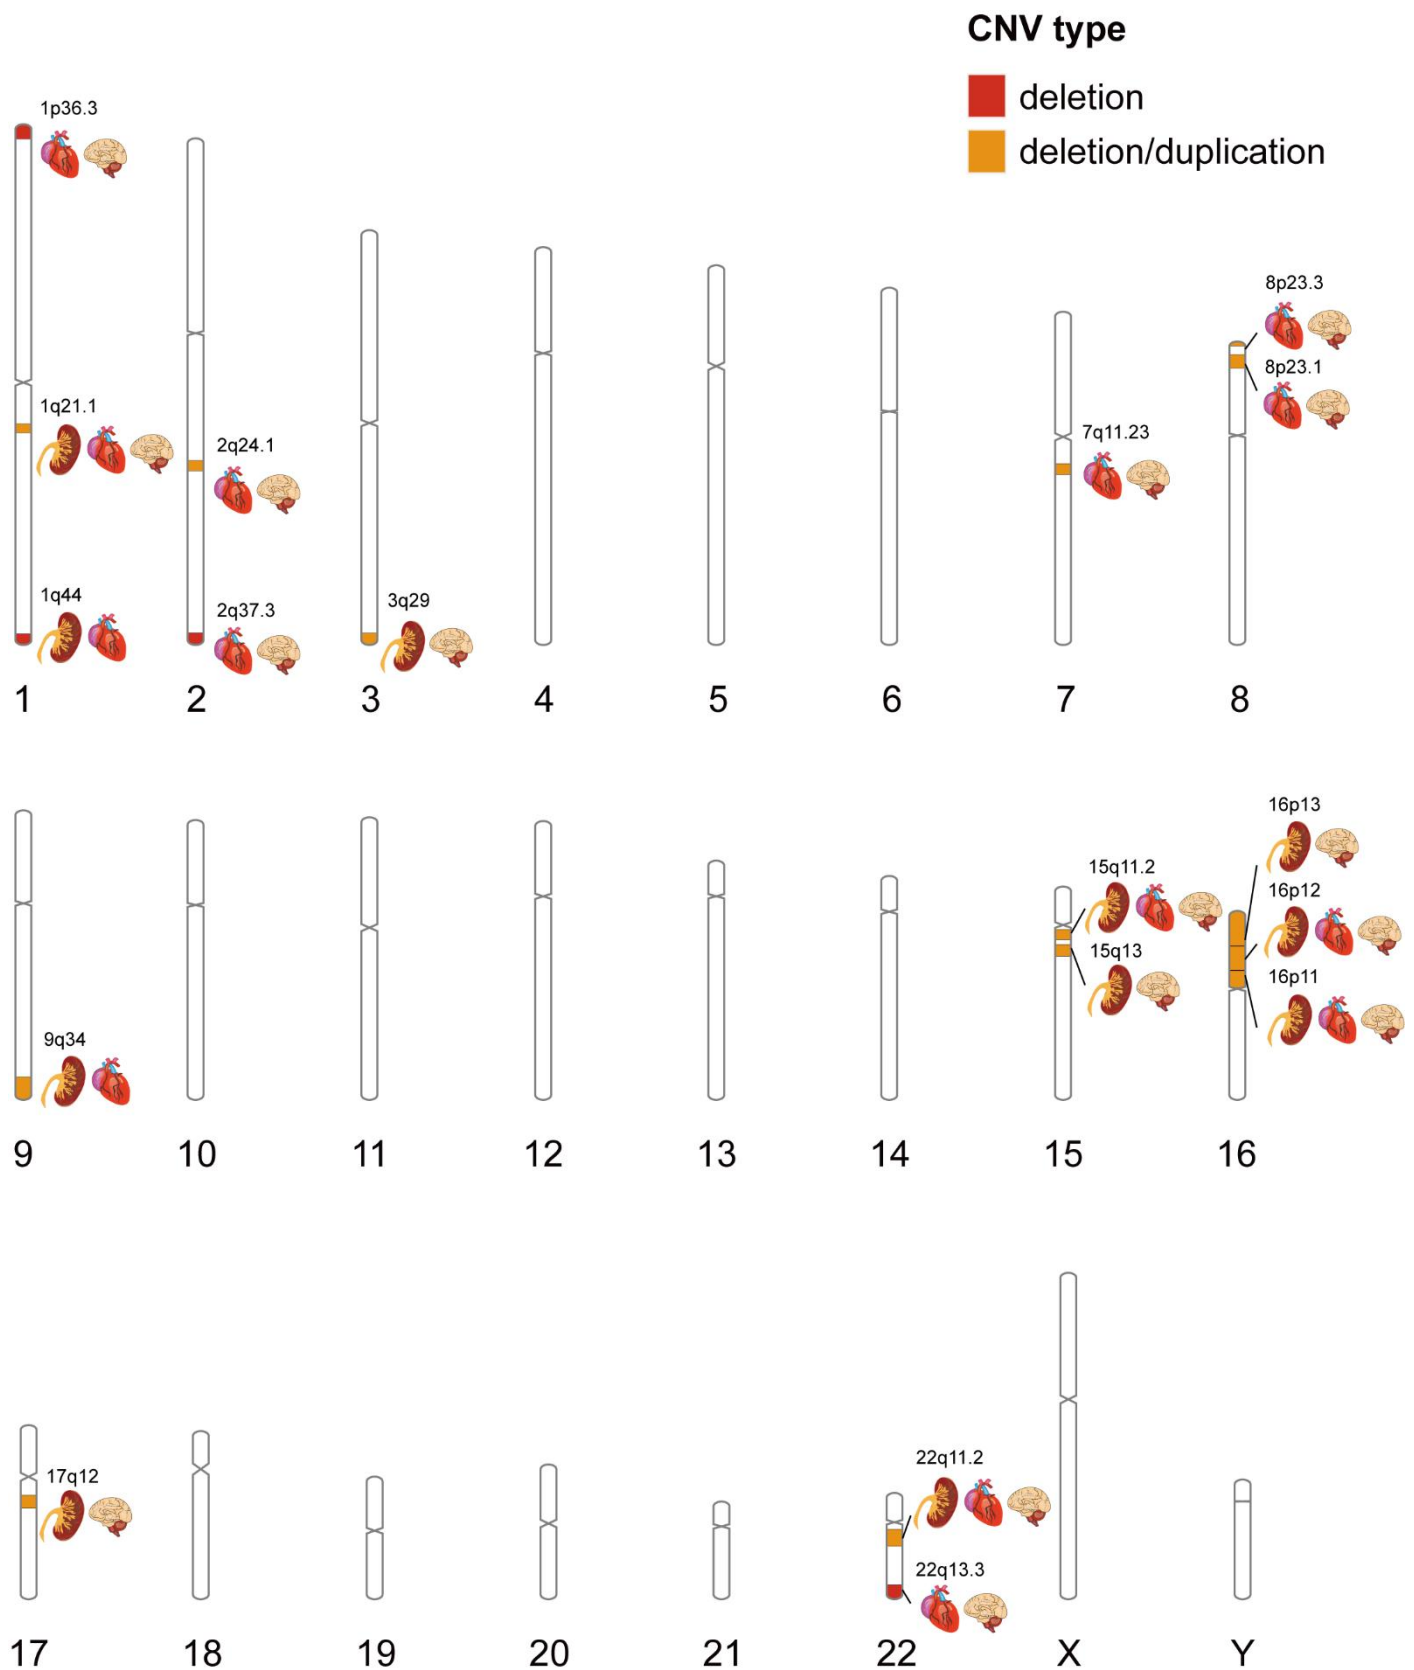

**Supplementary Figure 1.** Recurrent CNVs associated with at least two developmental disorders ( $n = 18$ ). Map of CNVs on human genome are shown. Related developmental disorders (Renal, cardiac and neural) are labeled. Recurrent CAKUT (Table 1), CHD<sup>1</sup> and NDDs (including autism spectrum disorder<sup>2</sup>, schizophrenia<sup>3-5</sup> and Epilepsy<sup>6,7</sup>) associated CNVs were summarized from previous clinical studies. The colors of bands represent CNV type. CAKUT, congenital anomalies of the kidney and urinary tract; CHD, congenital heart disease; NDDs, neurodevelopmental disorders.

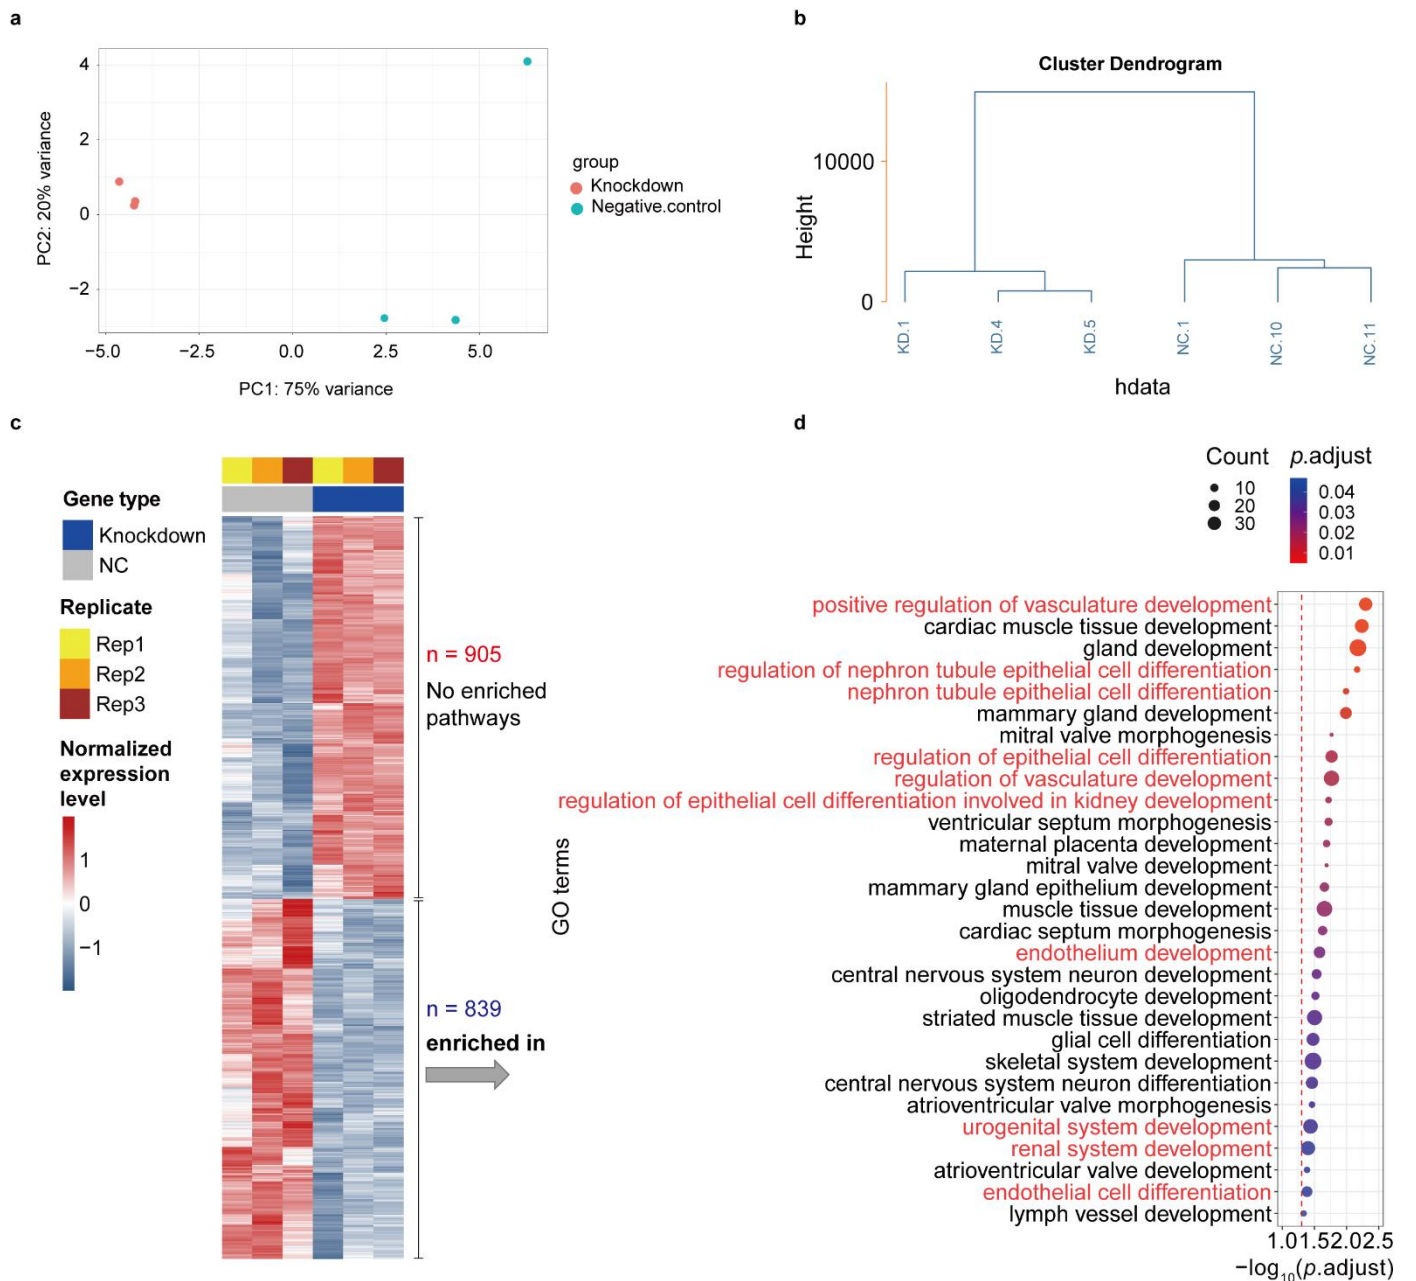

**Supplementary Figure 2.** RNA-seq analyses of *HSALNG0134318* knockdown effect on gene expression in the HEK293 cell line. **a** and **b** Principal component analysis (**a**) and hierarchical clustering (**b**) were performed to *HSALNG0134318* knockdown group ( $n = 3$ ) compared to control group ( $n = 3$ ) in HEK293 cell lines. The colors of dots represent different group. It reveals that *HSALNG0134318* knockdown samples were clustered well (Supplementary Data 8). **c** heatmap shows expression landscape of significantly differentially expressed genes in *HSALNG0134318* knockdown group ( $n = 3$ ) compared to control group ( $n = 3$ ) in the HEK293 cell lines (Supplementary Data 8). Totally 905 genes were up-regulated ( $\log_2\text{foldchange} > 0$ ,  $P_{\text{adj}} < 0.05$ ) and 839 genes were down-regulated ( $\log_2\text{foldchange} < 0$ ,  $P_{\text{adj}} < 0.05$ ). **d** Organ development-associated functional annotations of down-regulated genes in *HSALNG0134318* knockdown group are shown (Supplementary Data 8). GO terms that related to kidney development are in red font. The y axis represents GO terms, and the colors of the dots represent  $P_{\text{adj}}$  value. Values of  $-\log_{10}(P_{\text{adj}})$  are shown on the x axis. The red dashed line indicates  $P_{\text{adj}}$  of 0.05.

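Principal components were computed on log2 counts scaled to library size (cpm, prior count 2) of the 500 most variable genes. The first component held 49.0% of the variance and the second 23.0%. With all genes tested in place of the 500 most variable, the first component held 46.1%. On the first component, the 3 knockdown cultures lay between -11.3 and -10.2, control replicate 3 at 1.14, control replicate 1 at 11.9 and control replicate 2 at 18.7. The second component placed control replicate 2 at 12.1 and control replicates 1 and 3 at -10.4.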

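The distance between cultures was measured as the root mean square difference in log2 cpm over all genes tested. Knockdown cultures lay from 0.271 to 0.315 apart. Control replicates 1 and 3 lay 0.369 apart, and control replicate 2 lay 0.445 from control replicate 1 and 0.486 from control replicate 3. Distances between a knockdown and a control culture ran from 0.397 to 0.546, so the shortest of them were below the distances of control replicate 2 from the other controls. Counting noise alone gives a chi-square per gene near 1. The value was from 1.95 to 6.50 between knockdown replicates and from 9.95 to 28.1 between control replicates.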

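The largest changes were taken among called genes with a mean of at least 100 counts and no overlap between the groups, by a rule set before the values were seen. The 5 largest falls were in *ZMAT3*, *NUDT11*, *TMEM64*, *SLC40A1* and *ZDHHC20*, with log2 fold changes of -1.81, -1.71, -1.59, -1.56 and -1.54. *ZMAT3* (chromosome 3, 178960121 to 179072215 in GENCODE release 44 on hg38) fell from 1496 ± 141 to 428 ± 49.9 normalized counts (SD, n = 3; standard error of the log2 fold change 0.12, adjusted p of 2.9e-05 from edgeR's quasi-likelihood test). The 3′ UTRs of *ZMAT3*, *NUDT11* and *ZDHHC20* each hold a 7mer that pairs with the seed of the second silencer sequence, and those of *TMEM64* and *SLC40A1* hold none of silencers 2 and 3. The 5 largest rises were in *TPM4*, *HABP4*, *C19orf68*, *CDK14* and *NEFH*, with log2 fold changes of 1.67, 1.64, 1.60, 1.56 and 1.55. *TPM4* (chromosome 19, 16067021 to 16103002) rose from 2140 ± 169 to 6817 ± 85.9 normalized counts (standard error 0.09, adjusted p of 6.4e-06). Of these 10 genes, *NEFH* passed the threshold least clearly, with an adjusted p of 0.010 from edgeR that was 0.058 without knockdown replicate 1 and 0.051 without knockdown replicate 2, and between 8.5e-07 and 0.058 over the alternative settings. The other 9 genes were called in all 14 alternative settings.

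**Figure D4:**
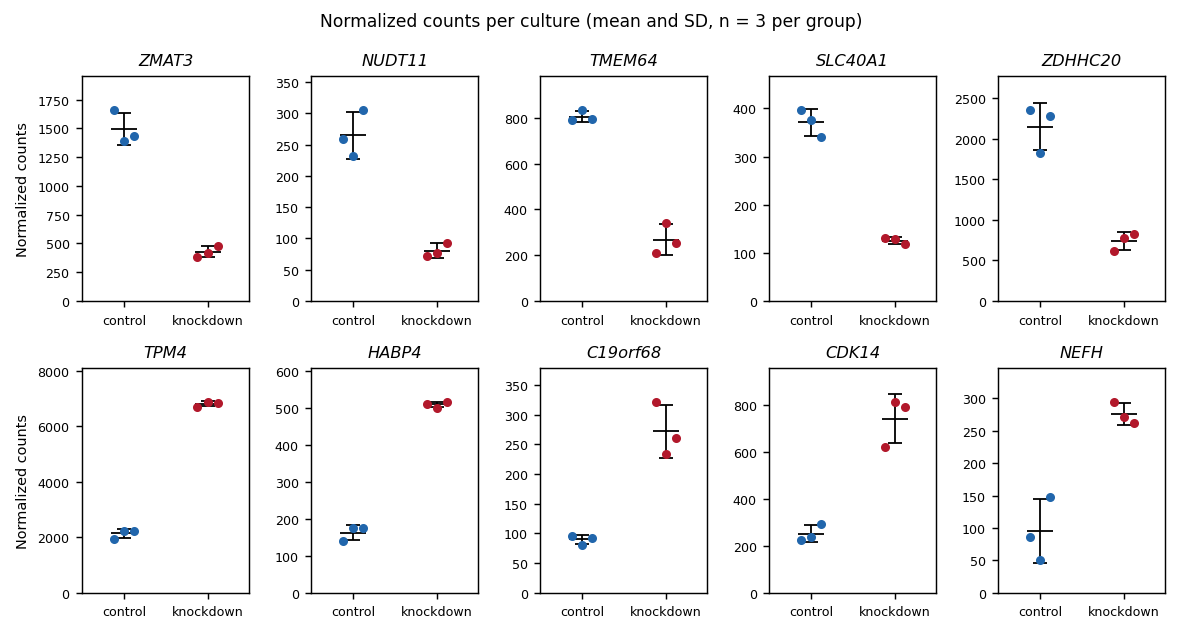
Normalized counts in each culture for the 5 largest falls (top) and the 5 largest rises (bottom), with the mean and SD of the 3 control (blue) and 3 knockdown (red) cultures. *ZMAT3* falls from 1496 to 428 and *TPM4* rises from 2140 to 6817 normalized counts.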

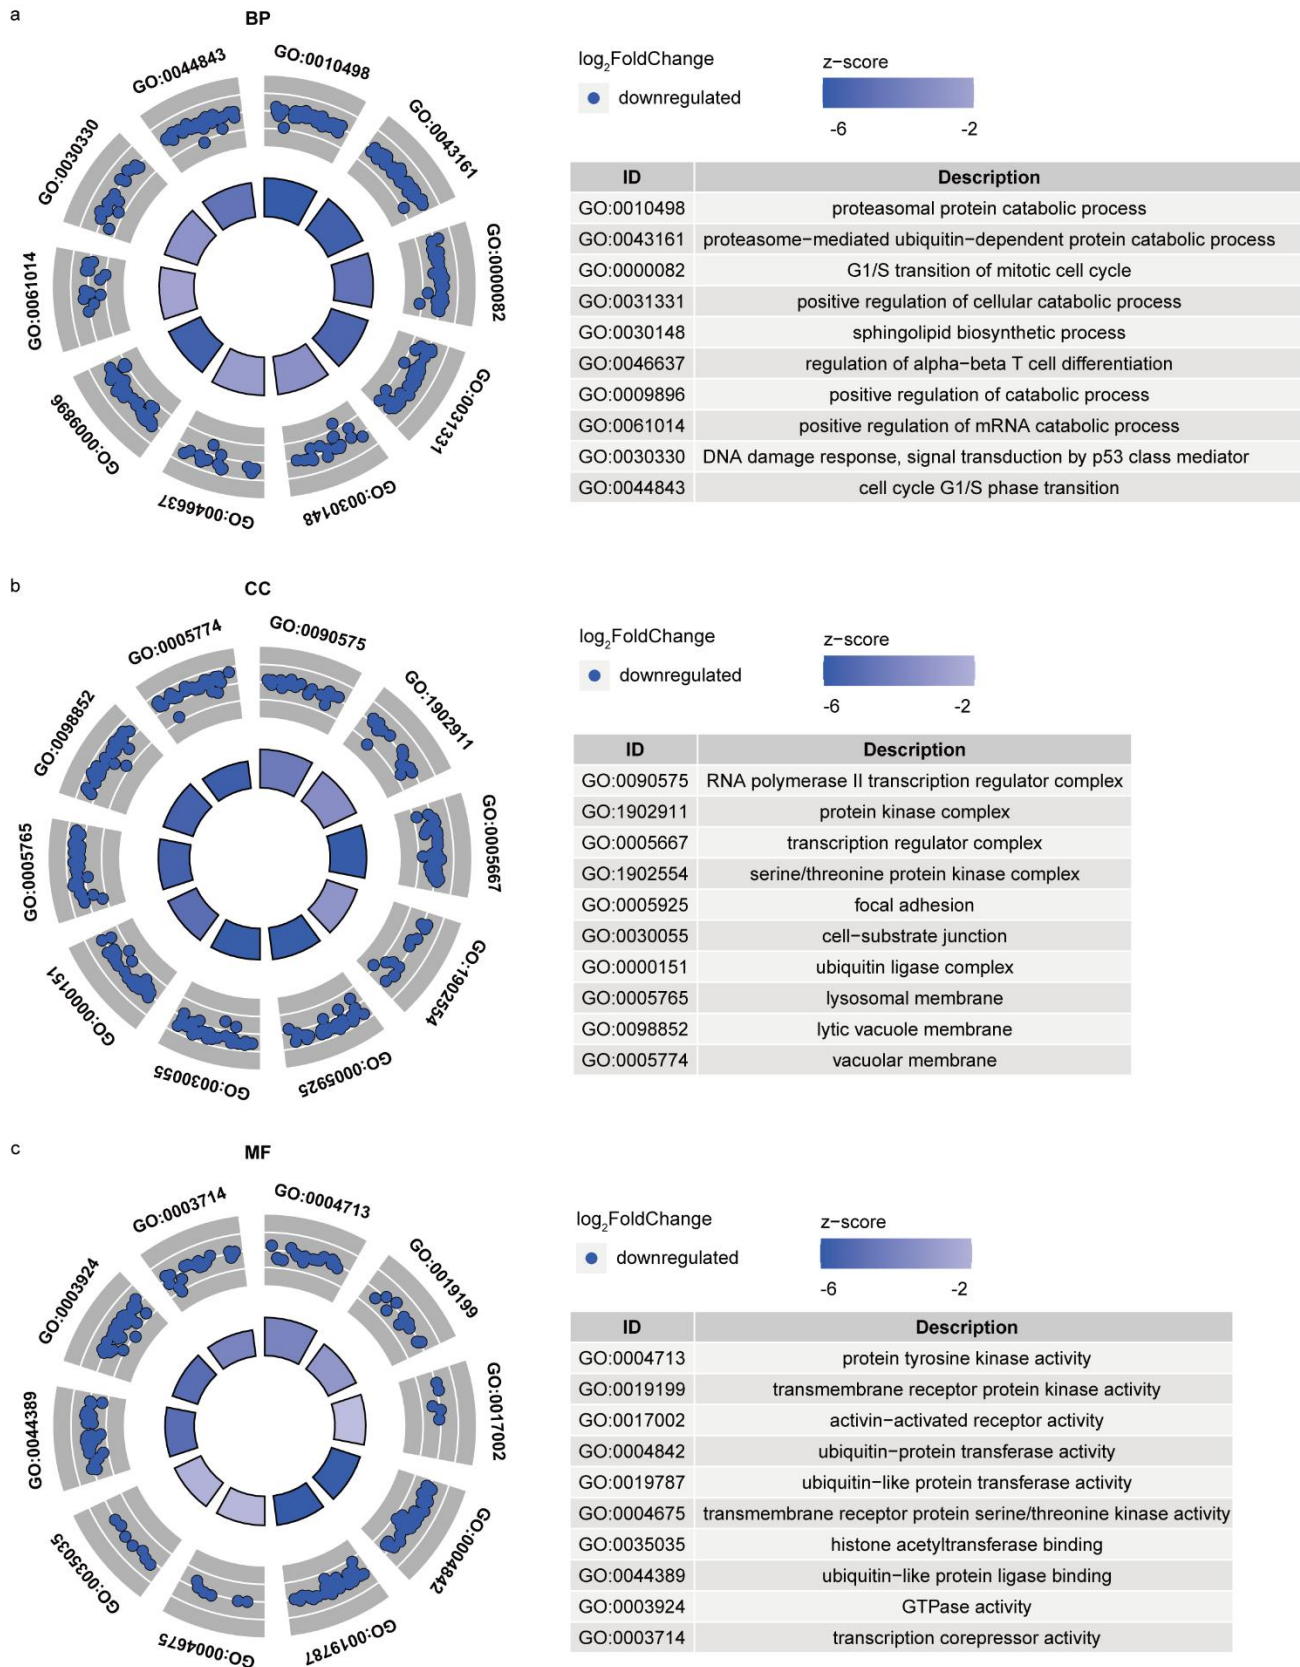

**Supplementary Figure 3.** *HSALNG0134318* knockdown effect on the biological processes, cellular components and molecular functions of the HEK293 cell line. Enriched biological process (a), cellular component (b) and molecular function (c) GO terms of down-regulated genes ( $\log_2\text{FoldChange} < 0$  and  $P_{\text{adj}} < 0.05$ ,  $n = 839$ ) after *HSALNG0134318* knockdown in the HEK293 cell line are shown in the GOcircle plots. The colors of bars in the inner circle represent z-score of each GO term. Distributions and colors of dots in the outer circle represent  $\log_2\text{FoldChange}$  of genes enriched in each GO term. Descriptions of enriched GO terms are shown in the right panel (Supplementary Data 8).

a

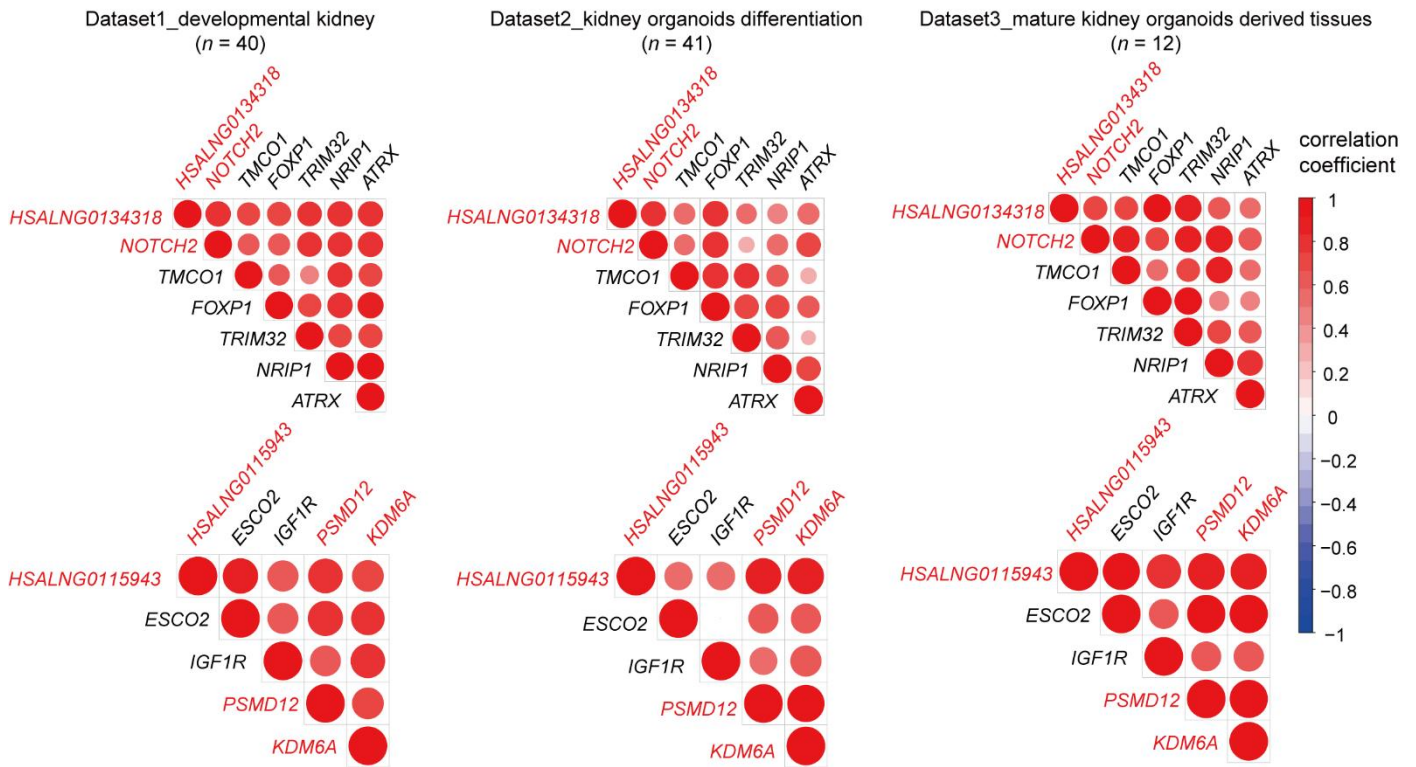

b

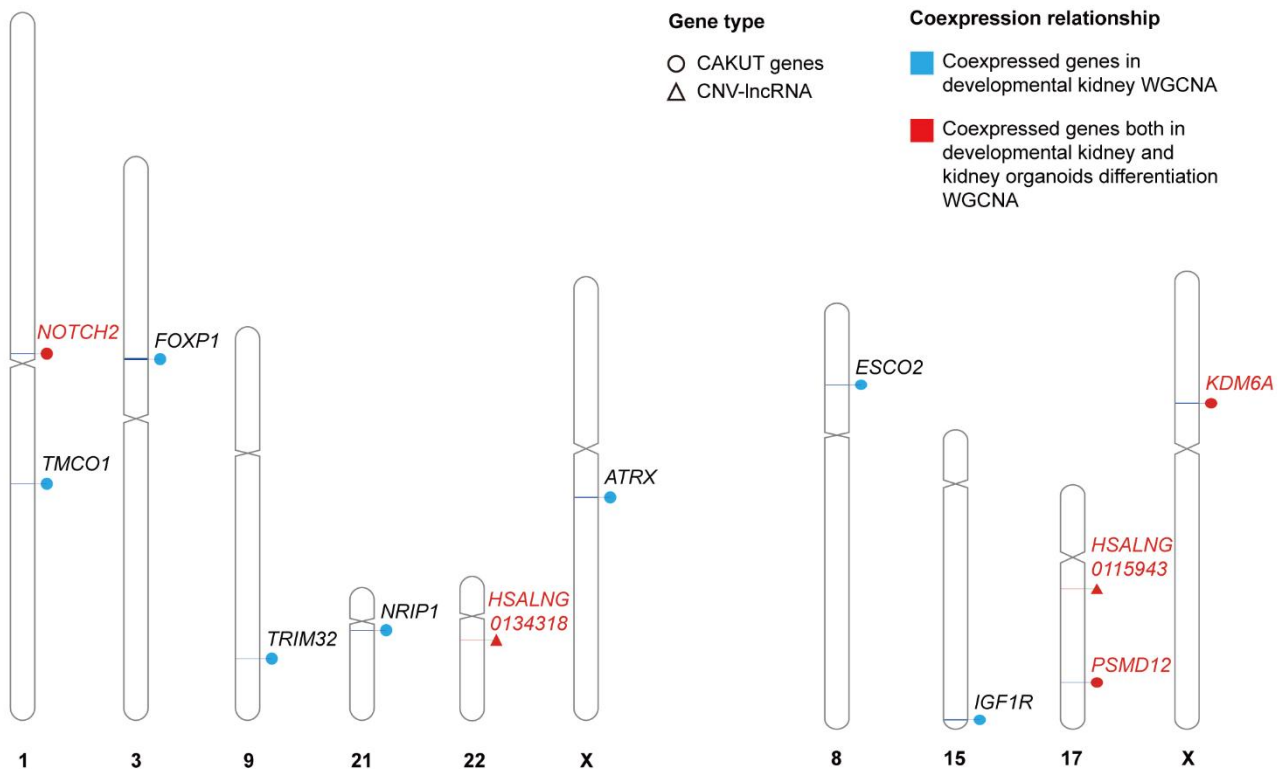

**Supplementary Figure 4.** Two hub CNV-lncRNAs (*HSALNG0134318* and *HSALNG0115943*) were correlated with CAKUT genes during kidney development and kidney organoids differentiation. **a** Pearson correlation coefficient between two hub CNV-lncRNAs (*HSALNG0134318* and *HSALNG0115943*) and CAKUT genes, which were significantly and positively correlated ( $r \geq 0.5$ ,  $P_{adj} < 0.05$ ) in all three datasets, are shown (Supplementary Data 11). Sizes of dots represent the absolute value of corresponding correlation coefficient. The colors of dots represent the value and direction of correlation (red: positive, blue: negative). The corresponding datasets are labeled above each panel. CAKUT genes that coexpressed with hub

CNV-lncRNAs both in kidney developmental WGCNA and kidney organoid WGCNA are highlighted in red font. **b** Distribution of two hub CNV-lncRNAs (*HSALNG0134318* and *HSALNG0115943*) and correlated CAKUT genes on human genomes are shown (Supplementary Data 11). The shapes represent gene types. The colors represent coexpression relationship type.

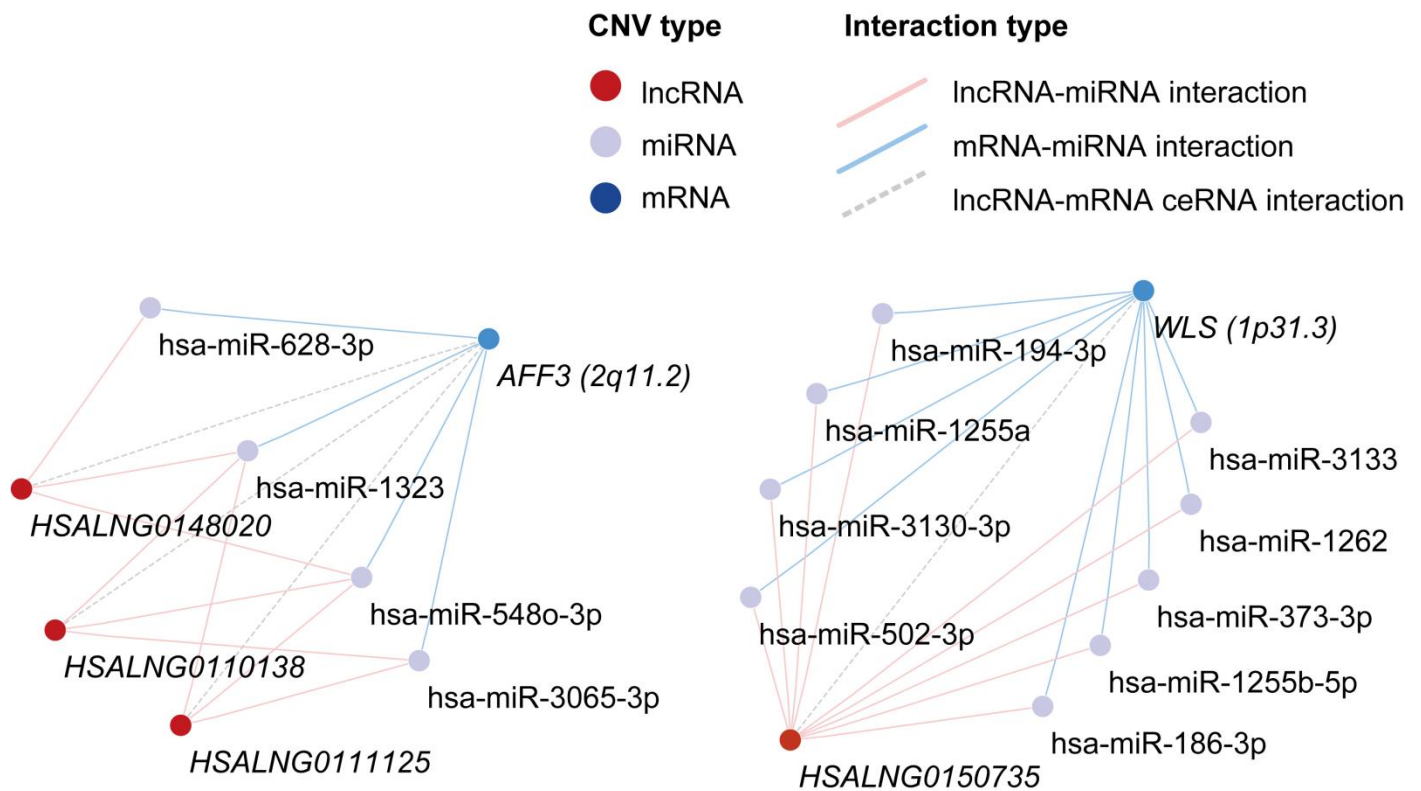

**Supplementary Figure 5.** CAKUT genes involved CNV-lncRNA-miRNA-mRNA regulatory network. Competing endogenous RNA (ceRNA) networks involving known CAKUT genes are shown (Supplementary Data 12). Red dots represent CNV-lncRNAs within the kidney developmental CAKUT\_sig1 module. Blue dots represent mRNAs transcribed from CAKUT genes. Purple dots represent miRNAs. The red lines and blue lines represent lncRNA-miRNA and mRNA-miRNA interactions, respectively. The grey dashed lines represent ceRNA interactions.

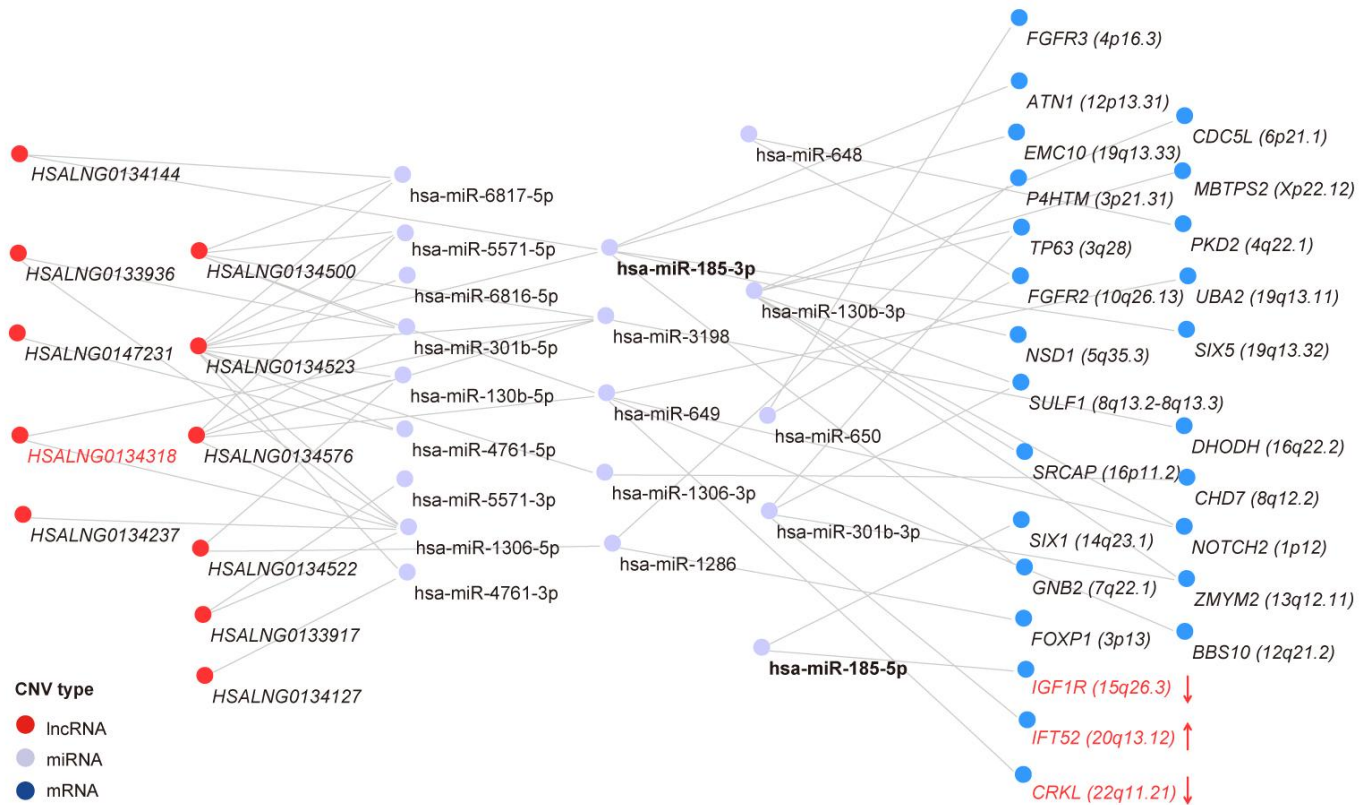

**Supplementary Figure 6.** miRNA interactions with CAKUT genes and CAKUT associated CNV-lncRNAs. Red dots represent CNV-lncRNAs within the kidney developmental CAKUT\_sig1 module and the 22q11.2 CNV region. Blue dots represent mRNAs transcribed from CAKUT genes. For each CAKUT gene, the loci is labeled in the parenthesis. Purple dots represent miRNAs within 22q11.2 CNV region (Supplementary Data 12). hub CNV-lncRNA *HSALNG0134318* and the differential expressed CAKUT genes (*IGF1R*, *CRKL* and *IFT52*) in the *HSALNG0134318* knockdown experiments in the HEK293 cell lines are in red font (Supplementary Data 8). The up and down arrows represent up-regulated and down-regulated CAKUT genes, respectively. hsa-miR-185 (*MIR185*) that previously shown to be one of the most frequently affected miRNAs in CAKUT is in bold font<sup>8</sup>.

**Supplementary Table 1.** Expression patterns of known CAKUT genes ( $n = 172$ ).

| Symbol          | Ensembl         | Expression patterns across                                          |                   |                                                                                                      |                                 | CAKUT<br>CNV | Reference |
|-----------------|-----------------|---------------------------------------------------------------------|-------------------|------------------------------------------------------------------------------------------------------|---------------------------------|--------------|-----------|
|                 |                 | Expression patterns in<br>developmental kidney<br>( <i>n</i> = 40 ) |                   | kidney organoids<br>differentiation<br>(Single-end kidney<br>organoids, day 0-25,<br><i>n</i> = 41 ) |                                 |              |           |
|                 |                 | Kidney.<br>meanTPM                                                  | Kidney.<br>maxTPM | kidney<br>organoids.<br>meanTPM                                                                      | kidney.<br>organoids.<br>maxTPM |              |           |
| <i>ACE</i>      | ENSG00000159640 | 4.02                                                                | 15.40             | 1.04                                                                                                 | 3.83                            |              | S/W/San   |
| <i>AFF3</i>     | ENSG00000144218 | 25.01                                                               | 88.78             | 12.28                                                                                                | 35.18                           |              | O         |
| <i>AGT</i>      | ENSG00000135744 | 17.18                                                               | 121.75            | 20.24                                                                                                | 95.01                           |              | S/W/San   |
| <i>AGTR1</i>    | ENSG00000144891 | 19.91                                                               | 47.51             | 3.15                                                                                                 | 23.24                           |              | S/W/San   |
| <i>AGTR2</i>    | ENSG00000180772 | 113.94                                                              | 404.50            | 15.41                                                                                                | 53.61                           |              | O         |
| <i>ALMS1</i>    | ENSG00000116127 | 24.01                                                               | 48.18             | 39.04                                                                                                | 51.60                           |              | O         |
| <i>ANOS1</i>    | ENSG00000011201 | 12.93                                                               | 38.26             | 46.26                                                                                                | 231.14                          |              | H/San     |
| <i>ARHGAP31</i> | ENSG00000031081 | 17.80                                                               | 31.42             | 13.64                                                                                                | 50.31                           |              | O         |
| <i>ARL6</i>     | ENSG00000113966 | 14.18                                                               | 36.84             | 8.99                                                                                                 | 12.80                           |              | O         |
| <i>ARNT2</i>    | ENSG00000172379 | 62.23                                                               | 96.88             | 42.46                                                                                                | 97.69                           |              | O         |
| <i>ATN1</i>     | ENSG00000111676 | 254.46                                                              | 491.25            | 9.79                                                                                                 | 20.76                           |              | O         |
| <i>ATRX</i>     | ENSG00000085224 | 46.60                                                               | 106.38            | 51.69                                                                                                | 69.81                           |              | O         |
| <i>B3GLCT</i>   | ENSG00000187676 | 50.99                                                               | 279.71            | 46.39                                                                                                | 86.65                           |              | O         |
| <i>BBS1</i>     | ENSG00000174483 | 3.48                                                                | 6.77              | 1.20                                                                                                 | 3.99                            |              | O         |
| <i>BBS10</i>    | ENSG00000179941 | 53.22                                                               | 163.08            | 52.25                                                                                                | 86.04                           |              | O         |
| <i>BBS12</i>    | ENSG00000181004 | 17.17                                                               | 43.28             | 22.73                                                                                                | 51.19                           |              | O         |
| <i>BBS4</i>     | ENSG00000140463 | 40.66                                                               | 67.38             | 46.41                                                                                                | 56.74                           |              | O         |
| <i>BBS7</i>     | ENSG00000138686 | 22.03                                                               | 48.39             | 38.79                                                                                                | 67.22                           |              | O         |
| <i>BBS9</i>     | ENSG00000122507 | 10.95                                                               | 20.68             | 26.75                                                                                                | 50.49                           |              | O         |
| <i>BMP4</i>     | ENSG00000125378 | 70.49                                                               | 177.79            | 69.50                                                                                                | 191.75                          |              | H         |
| <i>BMP7</i>     | ENSG00000101144 | 105.65                                                              | 199.88            | 135.08                                                                                               | 368.18                          |              | H         |
| <i>BRAF</i>     | ENSG00000157764 | 16.44                                                               | 37.16             | 12.62                                                                                                | 20.39                           |              | O         |
| <i>CANT1</i>    | ENSG00000171302 | 32.73                                                               | 59.95             | 17.30                                                                                                | 28.53                           |              | O         |
| <i>CAPN15</i>   | ENSG00000103326 | 20.10                                                               | 45.53             | 28.90                                                                                                | 44.19                           | 16p13        | O         |
| <i>CCBE1</i>    | ENSG00000183287 | 47.56                                                               | 124.26            | 20.85                                                                                                | 59.12                           |              | O         |
| <i>CCDC28B</i>  | ENSG00000160050 | 17.12                                                               | 32.16             | 20.35                                                                                                | 29.12                           |              | O         |
| <i>CDC5L</i>    | ENSG00000096401 | 75.72                                                               | 142.39            | 128.22                                                                                               | 176.78                          |              | H         |
| <i>CDKN1C</i>   | ENSG00000129757 | 11.97                                                               | 78.07             | 67.69                                                                                                | 156.18                          |              | O         |
| <i>CFTR</i>     | ENSG00000001626 | 0.41                                                                | 0.94              | 0.96                                                                                                 | 3.94                            |              | O         |
| <i>CHD7</i>     | ENSG00000171316 | 26.65                                                               | 56.77             | 57.37                                                                                                | 135.38                          |              | San       |
| <i>CHRM3</i>    | ENSG00000133019 | 5.37                                                                | 10.23             | 2.40                                                                                                 | 5.67                            |              | San       |
| <i>CHRNA3</i>   | ENSG00000080644 | 14.58                                                               | 200.14            | 4.05                                                                                                 | 23.03                           |              | O         |
| <i>CHRNA3</i>   | ENSG00000196811 | 3.79                                                                | 17.97             | 5.25                                                                                                 | 19.96                           |              | O         |
| <i>COLEC10</i>  | ENSG00000184374 | 1.54                                                                | 7.70              | 0.92                                                                                                 | 2.78                            |              | O         |
| <i>CREBBP</i>   | ENSG00000005339 | 53.86                                                               | 84.46             | 23.58                                                                                                | 38.04                           | 16p13        | O/San     |
| <i>CRKL</i>     | ENSG00000099942 | 93.19                                                               | 145.92            | 158.96                                                                                               | 195.58                          | 22q11        | San       |
| <i>DHCR7</i>    | ENSG00000172893 | 44.14                                                               | 124.85            | 128.14                                                                                               | 209.54                          |              | San       |
| <i>DHODH</i>    | ENSG00000102967 | 10.74                                                               | 18.96             | 9.79                                                                                                 | 12.49                           |              | O         |
| <i>DIS3L2</i>   | ENSG00000144535 | 17.48                                                               | 27.13             | 14.91                                                                                                | 22.25                           |              | O         |
| <i>DLX5</i>     | ENSG00000105880 | 1.52                                                                | 12.53             | 0.18                                                                                                 | 0.69                            |              | H         |
| <i>DLX6</i>     | ENSG00000006377 | 0.13                                                                | 1.09              | 0.14                                                                                                 | 0.73                            |              | H         |
| <i>DPH1</i>     | ENSG00000108963 | 23.10                                                               | 38.53             | 14.02                                                                                                | 24.01                           | 17p13        | O         |
| <i>DSTYK</i>    | ENSG00000133059 | 32.03                                                               | 58.65             | 31.10                                                                                                | 49.72                           |              | O/San     |

| Symbol         | Ensembl         | Kidney.<br>meanTPM | Kidney.<br>maxTPM | kidney<br>organoids.<br>meanTPM | kidney.<br>organoids.<br>maxTPM | CAKUT<br>CNV | Reference |
|----------------|-----------------|--------------------|-------------------|---------------------------------|---------------------------------|--------------|-----------|
| <i>TBC1D1</i>  | ENSG00000065882 | 80.04              | 115.11            | 81.04                           | 172.80                          |              | San       |
| <i>TBX1</i>    | ENSG00000184058 | 2.66               | 18.60             | 3.49                            | 31.75                           | 22q11        | O         |
| <i>TBX18</i>   | ENSG00000112837 | 16.10              | 73.42             | 4.12                            | 24.70                           |              | O/San     |
| <i>TCTN2</i>   | ENSG00000168778 | 33.90              | 50.97             | 24.24                           | 38.06                           | 12q24        | O         |
| <i>TCTN3</i>   | ENSG00000119977 | 106.03             | 164.49            | 119.90                          | 158.52                          |              | O         |
| <i>TFAP2A</i>  | ENSG00000137203 | 24.83              | 51.08             | 0.52                            | 2.44                            |              | O         |
| <i>TMCO1</i>   | ENSG00000143183 | 80.91              | 140.36            | 98.29                           | 155.34                          |              | O         |
| <i>TMEM218</i> | ENSG00000150433 | 20.63              | 42.22             | 12.90                           | 16.43                           |              | O         |
| <i>TMEM260</i> | ENSG00000070269 | 26.60              | 51.05             | 15.75                           | 26.75                           |              | O         |
| <i>TMEM67</i>  | ENSG00000164953 | 14.85              | 32.22             | 16.78                           | 30.33                           |              | O         |
| <i>TNPO2</i>   | ENSG00000105576 | 89.97              | 174.25            | 72.37                           | 90.05                           |              | O         |
| <i>TP63</i>    | ENSG00000073282 | 1.36               | 8.25              | 0.29                            | 0.93                            |              | H         |
| <i>TRAP1</i>   | ENSG00000126602 | 75.41              | 130.30            | 79.71                           | 126.17                          | 16p13        | San       |
| <i>TRIM32</i>  | ENSG00000119401 | 35.00              | 65.14             | 33.01                           | 50.33                           |              | O         |
| <i>UBA2</i>    | ENSG00000126261 | 157.43             | 335.29            | 283.09                          | 395.08                          |              | O         |
| <i>UBE3B</i>   | ENSG00000151148 | 23.94              | 32.54             | 22.02                           | 33.54                           | 12q24        | O         |
| <i>UPK3A</i>   | ENSG00000100373 | 5.54               | 67.54             | 0.14                            | 0.98                            |              | O/H       |
| <i>USF2</i>    | ENSG00000105698 | 84.78              | 135.11            | 74.32                           | 100.17                          |              | H         |
| <i>VANGL1</i>  | ENSG00000173218 | 14.65              | 25.17             | 22.00                           | 31.33                           |              | San       |
| <i>WDR19</i>   | ENSG00000157796 | 44.57              | 73.93             | 33.76                           | 91.38                           |              | O         |
| <i>WLS</i>     | ENSG00000116729 | 123.26             | 237.05            | 104.46                          | 234.00                          |              | O         |
| <i>WNT4</i>    | ENSG00000162552 | 18.27              | 103.44            | 6.58                            | 23.77                           |              | San       |
| <i>WNT5A</i>   | ENSG00000114251 | 43.15              | 164.91            | 80.22                           | 479.92                          |              | O         |
| <i>WT1</i>     | ENSG00000184937 | 144.82             | 282.77            | 99.52                           | 259.20                          |              | S/W       |
| <i>ZIC3</i>    | ENSG00000156925 | 0.05               | 1.28              | 26.31                           | 196.06                          |              | O         |
| <i>ZMYM2</i>   | ENSG00000121741 | 47.87              | 117.49            | 76.38                           | 102.13                          |              | O         |

Note: O, OMIM database<sup>9</sup>(Key words: Renal anomalies; CAKUT); S, Schedl A. et al. Nat Rev Genet. 2007<sup>10</sup>; H, Hildebrandt, Friedhelm. Lancet. 2010<sup>11</sup>; W, Westland, Rik et al. Clin J Am Soc Nephrol. 2014<sup>12</sup>; San, Sanna-Cherchi, Simone et al. J Clin Invest. 2018<sup>13</sup>.

**Supplementary Table 2.** Transcription factors that potentially interacted with hub CNV-lncRNA *HSALNG0134318*.

| TF NAME [ID]        | SYMBOL        | ENSEMBL         | is known<br>CAKUT<br>gene | Module (Kidney<br>developmental) |
|---------------------|---------------|-----------------|---------------------------|----------------------------------|
| AhR:Arnt [T05394]   | <i>AHR</i>    | ENSG00000106546 | T                         | greenyellow                      |
| AhR:Arnt [T05394]   | <i>ARNT</i>   | ENSG00000143437 |                           | CAKUT_sig1                       |
| AP-2alphaA [T00035] | <i>TFAP2A</i> | ENSG00000137203 | T                         | CAKUT_sig1                       |
| AR [T00040]         | <i>AR</i>     | ENSG00000169083 |                           | green                            |
| ATF-2 [T00167]      | <i>ATF2</i>   | ENSG00000115966 | T                         | CAKUT_sig1                       |
| C/EBPalpha [T00105] | <i>CEBPA</i>  | ENSG00000245848 |                           | blue                             |
| C/EBPbeta [T00581]  | <i>CEBPB</i>  | ENSG00000172216 | T                         | yellow                           |
| c-Ets-1 [T00112]    | <i>ETS1</i>   | ENSG00000134954 |                           | greenyellow                      |
| c-Ets-2 [T00113]    | <i>ETS2</i>   | ENSG00000157557 | T                         | yellow                           |
| c-Myb [T00137]      | <i>MYB</i>    | ENSG00000118513 |                           | CAKUT_sig1                       |
| CREB [T00163]       | <i>CREB1</i>  | ENSG00000118260 | T                         | CAKUT_sig1                       |
| E2F [T00221]        | <i>E2F1</i>   | ENSG00000101412 |                           | brown                            |
| Elk-1 [T00250]      | <i>ELK1</i>   | ENSG00000126767 | T                         | blue                             |
| ER-alpha [T00261]   | <i>ESR1</i>   | ENSG00000091831 |                           | black                            |
| FOXP3 [T04280]      | <i>FOXP3</i>  | ENSG00000049768 | T                         | blue                             |
| GATA-1 [T00306]     | <i>GATA1</i>  | ENSG00000102145 |                           | blue                             |
| GATA-2 [T00308]     | <i>GATA2</i>  | ENSG00000179348 | T                         | blue                             |
| GCF [T00320]        | <i>GCF2</i>   | ENSG00000005436 |                           | CAKUT_sig1                       |
| GR [T05076]         | <i>NR3C1</i>  | ENSG00000113580 | T                         | CAKUT_sig1                       |
| GR-alpha [T00337]   | <i>NR3C1</i>  | ENSG00000113580 |                           | CAKUT_sig1                       |
| GR-beta [T01920]    | <i>NR3C1</i>  | ENSG00000113580 | T                         | CAKUT_sig1                       |
| HNF-1A [T00368]     | <i>HNFA1</i>  | ENSG00000135100 |                           | black                            |
| HNF-3alpha [T02512] | <i>FOXA1</i>  | ENSG00000129514 | T                         | steelblue                        |
| HOXD10 [T01425]     | <i>HOXD10</i> | ENSG00000128710 |                           | CAKUT_sig1                       |
| HOXD9 [T01424]      | <i>HOXD9</i>  | ENSG00000128709 | T                         | blue                             |
| IRF-1 [T00423]      | <i>IRF1</i>   | ENSG00000125347 |                           | yellow                           |
| LEF-1 [T02905]      | <i>LEF1</i>   | ENSG00000138795 | T                         | CAKUT_sig1                       |
| NF-1 [T00539]       | <i>NF1</i>    | ENSG00000196712 |                           | CAKUT_sig1                       |
| NF-AT1 [T00550]     | <i>NFATC2</i> | ENSG00000101096 | T                         | blue                             |
| NF-AT1 [T01948]     | <i>NFATC2</i> | ENSG00000101096 |                           | blue                             |
| NFI/CTF [T00094]    | <i>NFIC</i>   | ENSG00000141905 | T                         | pink                             |
| NF-Y [T00150]       | <i>NFYA</i>   | ENSG00000001167 |                           | CAKUT_sig1                       |
| p53 [T00671]        | <i>TP53</i>   | ENSG00000141510 | T                         | brown                            |
| Pax-5 [T00070]      | <i>PAX5</i>   | ENSG00000196092 |                           | yellow                           |
| PEA3 [T00685]       | <i>ETV4</i>   | ENSG00000175832 | T                         | brown                            |
| PR A [T01661]       | <i>PGR</i>    | ENSG00000082175 |                           | midnightblue                     |
| PR B [T00696]       | <i>PGR</i>    | ENSG00000082175 | T                         | midnightblue                     |
| RXR-alpha [T01345]  | <i>RXRA</i>   | ENSG00000186350 |                           | blue                             |
| Sp1 [T00759]        | <i>SP1</i>    | ENSG00000185591 | T                         | CAKUT_sig1                       |
| SRY [T00997]        | <i>SRY</i>    | ENSG00000184895 |                           | grey                             |
| STAT4 [T01577]      | <i>STAT4</i>  | ENSG00000138378 | T                         | floralwhite                      |
| T3R-beta1 [T00851]  | <i>THRB</i>   | ENSG00000151090 |                           | saddlebrown                      |
| TBP [T00794]        | <i>TBP</i>    | ENSG00000112592 | T                         | CAKUT_sig1                       |
| TCF-4 [T02918]      | <i>TCF4</i>   | ENSG00000196628 |                           | CAKUT_sig1                       |
| TCF-4E [T02878]     | <i>TCF4</i>   | ENSG00000196628 | T                         | CAKUT_sig1                       |
| TFIID [T00820]      | <i>TBP</i>    | ENSG00000112592 |                           | CAKUT_sig1                       |
| TFII-I [T00824]     | <i>GTF2I</i>  | ENSG00000263001 | T                         | CAKUT_sig1                       |
| YY1 [T00915]        | <i>YY1</i>    | ENSG00000100811 |                           | CAKUT_sig1                       |

Note: TF, transcription factor.

**Supplementary Table 3.** CAKUT genes involved in at least two developmental disorders ( $n = 32$ ).

| Symbol        | Ensembl         | Module<br>(Kidney<br>developmental) | CAKUT<br>genes | CHD<br>genes | NDDs<br>genes | Expression patterns in developmental kidney, heart,<br>brain and cerebellum |                  |                  |                       | Loci          |
|---------------|-----------------|-------------------------------------|----------------|--------------|---------------|-----------------------------------------------------------------------------|------------------|------------------|-----------------------|---------------|
|               |                 |                                     |                |              |               | Kidney<br>meanTPM                                                           | Heart<br>meanTPM | Brain<br>meanTPM | Cerebellum<br>meanTPM |               |
| <i>AFF3</i>   | ENSG00000144218 | CAKUT_sig1                          | ✓              |              | ✓             | 25.01                                                                       | 10.60            | 45.37            | 36.85                 | 2q11.2        |
| <i>ATRX</i>   | ENSG00000085224 | CAKUT_sig1                          | ✓              |              | ✓             | 46.60                                                                       | 27.91            | 56.41            | 37.00                 | Xq21.1        |
| <i>B3GLCT</i> | ENSG00000187676 | purple                              | ✓              | ✓            |               | 50.99                                                                       | 27.96            | 18.90            | 8.81                  | 13q12.3       |
| <i>BRAF</i>   | ENSG00000157764 | CAKUT_sig1                          | ✓              | ✓            | ✓             | 16.44                                                                       | 8.64             | 18.91            | 20.02                 | 7q34          |
| <i>CHD7</i>   | ENSG00000171316 | brown                               | ✓              | ✓            | ✓             | 26.65                                                                       | 16.77            | 62.44            | 75.20                 | 8q12.2        |
| <i>CREBBP</i> | ENSG00000005339 | brown                               | ✓              | ✓            | ✓             | 53.86                                                                       | 31.35            | 57.45            | 43.95                 | 16p13.3       |
| <i>DHCR7</i>  | ENSG00000172893 | blue                                | ✓              | ✓            | ✓             | 44.14                                                                       | 27.75            | 64.23            | 38.53                 | 11q13.4       |
| <i>ESCO2</i>  | ENSG00000171320 | CAKUT_sig1                          | ✓              | ✓            |               | 8.84                                                                        | 4.04             | 7.41             | 0.54                  | 8p21.1        |
| <i>EVC</i>    | ENSG00000072840 | darkred                             | ✓              | ✓            |               | 48.73                                                                       | 12.13            | 8.96             | 2.88                  | 4p16.2        |
| <i>EVC2</i>   | ENSG00000173040 | blue                                | ✓              | ✓            |               | 9.26                                                                        | 2.72             | 3.31             | 0.71                  | 4p16.2        |
| <i>FBN2</i>   | ENSG00000138829 | CAKUT_sig1                          | ✓              | ✓            |               | 130.28                                                                      | 193.34           | 37.02            | 1.41                  | 5q23.3        |
| <i>FOXC1</i>  | ENSG00000054598 | CAKUT_sig1                          | ✓              | ✓            |               | 191.48                                                                      | 28.86            | 24.12            | 10.04                 | 6p25.3        |
| <i>FOXP1</i>  | ENSG00000114861 | CAKUT_sig1                          | ✓              |              | ✓             | 6.42                                                                        | 9.09             | 8.15             | 3.15                  | 3p13          |
| <i>JAG1</i>   | ENSG00000101384 | CAKUT_sig2                          | ✓              | ✓            |               | 174.17                                                                      | 45.86            | 45.99            | 12.09                 | 20p12.2       |
| <i>KAT6B</i>  | ENSG00000156650 | CAKUT_sig1                          | ✓              | ✓            |               | 17.28                                                                       | 9.09             | 18.99            | 10.16                 | 10q22.2       |
| <i>KDM6A</i>  | ENSG00000147050 | CAKUT_sig1                          | ✓              | ✓            |               | 29.12                                                                       | 25.25            | 19.94            | 16.50                 | Xp11.3        |
| <i>KMT2D</i>  | ENSG00000167548 | brown                               | ✓              | ✓            |               | 35.85                                                                       | 22.65            | 33.64            | 39.02                 | 12q13.12      |
| <i>NIPBL</i>  | ENSG00000164190 | CAKUT_sig1                          | ✓              | ✓            | ✓             | 59.65                                                                       | 34.95            | 54.06            | 32.09                 | 5p13.2        |
| <i>NOTCH2</i> | ENSG00000134250 | CAKUT_sig1                          | ✓              | ✓            |               | 129.07                                                                      | 38.66            | 28.76            | 9.69                  | 1p12          |
| <i>NSD1</i>   | ENSG00000165671 | CAKUT_sig1                          | ✓              | ✓            | ✓             | 63.36                                                                       | 32.35            | 53.96            | 39.62                 | 5q35.3        |
| <i>PKD1</i>   | ENSG00000008710 | brown                               | ✓              | ✓            |               | 25.22                                                                       | 28.99            | 65.53            | 240.36                | 16p13.3       |
| <i>PSMD12</i> | ENSG00000197170 | CAKUT_sig1                          | ✓              |              | ✓             | 39.48                                                                       | 32.05            | 38.75            | 28.00                 | 17q24.2       |
| <i>PUF60</i>  | ENSG00000179950 | blue                                | ✓              |              | ✓             | 34.47                                                                       | 24.50            | 54.23            | 33.72                 | 8q24.3        |
| <i>RAI1</i>   | ENSG00000108557 | blue                                | ✓              |              | ✓             | 36.29                                                                       | 27.20            | 54.85            | 27.66                 | 17p11.2       |
| <i>RECQL4</i> | ENSG00000160957 | brown                               | ✓              | ✓            |               | 23.41                                                                       | 19.19            | 37.68            | 22.00                 | 8q24.3        |
| <i>SALL1</i>  | ENSG00000103449 | CAKUT_sig1                          | ✓              | ✓            |               | 159.38                                                                      | 9.61             | 52.06            | 7.59                  | 16q12.1       |
| <i>SRCAP</i>  | ENSG00000080603 | blue                                | ✓              |              | ✓             | 2.92                                                                        | 1.69             | 2.82             | 2.42                  | 16p11.2       |
| <i>STRA6</i>  | ENSG00000137868 | brown                               | ✓              | ✓            |               | 32.92                                                                       | 7.89             | 7.64             | 1.18                  | 15q24.1       |
| <i>SULF1</i>  | ENSG00000137573 | magenta                             | ✓              | ✓            |               | 44.88                                                                       | 33.28            | 33.47            | 2.86                  | 8q13.2-8q13.3 |
| <i>TBX1</i>   | ENSG00000184058 | magenta                             | ✓              | ✓            |               | 2.66                                                                        | 1.59             | 1.97             | 0.63                  | 22q11.21      |
| <i>TBX18</i>  | ENSG00000112837 | magenta                             | ✓              | ✓            |               | 16.10                                                                       | 29.18            | 4.82             | 2.83                  | 6q14.3        |
| <i>ZIC3</i>   | ENSG00000156925 | green                               | ✓              | ✓            |               | 0.05                                                                        | 0.04             | 43.52            | 46.29                 | Xq26.3        |

Note: CAKUT, congenital anomalies of the kidney and urinary tract; CHD, congenital heart disease; NDDs, neurodevelopmental disorders. Reference of CAKUT, CHD and NDDs gene set was listed in the **METHODS** (See ‘Known CAKUT, CHD and NDDs gene sets’ section; Supplementary Data 16).

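For *HSALNG0134318* the table gives 6 silencer sequences, numbered here from 1 to 6 in its order, and the paper's text does not name which of them are siRNAs and which are antisense oligonucleotides. Each was matched to both strands of the hg38 reference. Silencer 2 (GGTTTGGAGTATATACGTA) matched a single site, on the plus strand of chromosome 22 from 22307418 to 22307436, and silencer 4 (GTGGTTTGGAGTATATACGT) overlapped it from 22307416 to 22307435. Silencers 3 (CCTTTAAGACCCTATCACT) and 5 (CCTTTAAGACCCTATCACTC) both started at 22307525, and each matched 9 further sites on chromosomes 2, 9 and 15. Silencer 6 (CTTTGTGCTTTTCCTTTCAT) lay from 22307352 to 22307371 and matched 11 further sites on chromosomes 2, 9, 12, 15 and 16. Silencer 1 (CCACTCCTAAGATTTTCT, 18 nucleotides) had no exact match, and from 22307378 to 22307396 the reference reads CCACTCCTAAGATTTTTCT, which has 19. In GENCODE release 44, the sites of silencers 1, 2, 4 and 6 lie between an exon of *BMS1P20* that ends at 22307285 and the next exon, which starts at 22307533 within the sites of silencers 3 and 5. Transcripts of another gene, ENSG00000291142, hold the full sense sequence of silencers 3, 5 and 6 (19, 20 and 20 nucleotides) and 17 nucleotides of silencer 4. The counts do not list this gene, so a direct effect of the silencers on it could not be tested.

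**Figure D5:**
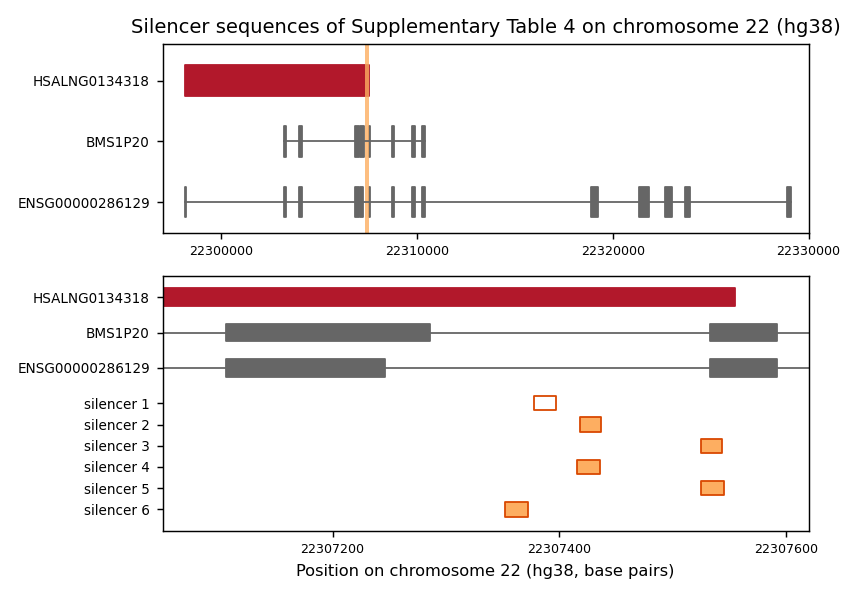
Positions of the 6 silencer sequences on chromosome 22 of hg38, in base pairs. The upper panel shows *HSALNG0134318* as the paper gives it and the exons of *BMS1P20* and ENSG00000286129, and the lower panel enlarges the orange band of silencer sites, where silencer 1 is drawn open because it matches the reference only with a gap.

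siRNAs can lower transcripts whose 3′ UTR pairs with nucleotides 2 to 8 of the guide strand, called the seed. With the listed sequences read as sense strands, as their plus-strand sites allow, the seeds of silencers 1, 2 and 3 pair with GATTTTC, TATACGT and CTATCAC, and nucleotides 1 to 7 of silencer 2 pair with ATACGTA. Among 13295 tested genes with a 3′ UTR, 5.05% were called lower and 5.61% higher after *HSALNG0134318* knockdown. A site of silencer 2 was taken as TATACGT or ATACGTA, while silencers 1 and 3 were given only the 7mer of guide nucleotides 2 to 8. ATACGTA was not in the set fixed before the values were seen, so the groups are not built alike. The 636 genes with a site of silencer 2 had a median log2 fold change of -0.18, and 18.9% of them were called lower and 3.30% higher. The 739 genes with the 7mer of silencer 3 had a median of -0.09, with 14.1% called lower and 4.33% higher. For the 2362 genes with the 7mer of silencer 1, the median was -0.03 and 7.28% were called lower. All 3 seeds together, as a set fixed before the values were seen, matched 3053 tested genes and gave a camera p of 0.092 (adjusted p of 0.21, mean log2 fold change of -0.04), and fry gave a p of 0.37. The 7mer of silencer 2 alone, chosen after the values were seen, moved this most and gave a camera p of 8.2e-07. Without control replicate 2 the 3 seeds together gave 0.00073.

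**Figure D6:**
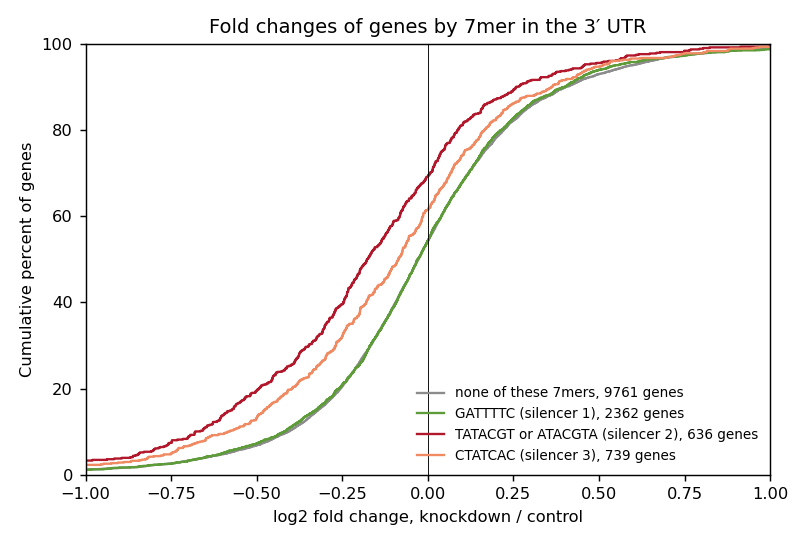
Cumulative percent of genes against the log2 fold change after *HSALNG0134318* knockdown, for genes grouped by a silencer 7mer in the 3′ UTR. Silencer 2 counts TATACGT or ATACGTA, while silencers 1 and 3 count only the 7mer of guide nucleotides 2 to 8. The curve of silencer 2 lies furthest to the left, with that of silencer 3 next, while that of silencer 1 runs along the 9761 genes without any of these 7mers.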

**Supplementary Table 4.** The silencer sequences for transient transfection in *HSALNG0134318* and *HSALNG0115943* knockdown experiments.

|                             | <b>The silencer sequences</b> |
|-----------------------------|-------------------------------|
| <b><i>HSALNG0134318</i></b> | CCACTCCTAAGATTTTCT            |
|                             | GGTTTGGAGTATATACGTA           |
|                             | CCTTTAAGACCCTATCACT           |
|                             | GTGGTTTGGAGTATATACGT          |
|                             | CCTTTAAGACCCTATCACTC          |
|                             | CTTTGTGCTTTTCCTTTCAT          |
| <b><i>HSALNG0115943</i></b> | CACAATAAGAGTCATTGGCC          |
|                             | AATCTGGCCCATCACGCACC          |
|                             | AGCTCACCTAAACAGCCTAG          |
|                             | GAGGCATAAGCTCACCTAA           |
|                             | CCTGGATGCCAAATAGACA           |
|                             | CGAGGAGTCCTTGCAATCT           |
|                             |                               |

**Supplementary Table 5.** Primers for quantitative reverse transcription qPCR analyses.

| <b>Gene</b>                             | <b>Primer1 (5'-3')</b>     | <b>Primer2 (5'-3')</b>    |
|-----------------------------------------|----------------------------|---------------------------|
| <i>Lnc1</i><br>( <i>HSALNG0134318</i> ) | TCCCCAGCTGTGAAAGGAGG       | GGCCCGATTTTCCCTTGTGC      |
| <i>Lnc2</i><br>( <i>HSALNG0115943</i> ) | CCCCAGGACAAGCGCAAAGT       | ACCAAACCTCCGGCAAACAGT     |
| <i>CDC5L</i>                            | GCAGCGGTAATGAAATATGGGA     | CAATGATTGGAGCAATGGTCCT    |
| <i>CHRM3</i>                            | TCACTGTTTTGCATCCTTGTTACA   | CAAGGTCATTGTGACTCTCTGACAT |
| <i>CRKL</i>                             | AGCAATCCAGAAAAGAGTACCC     | TTCACTTCGCCTTCCCAC        |
| <i>FOXC1</i>                            | TAGCTACATCGCGCTCATCA       | ACCTTGACGAAGCACTCGTT      |
| <i>FRAS1</i>                            | AATAGCTGCCAACCAATGCTG      | CAAGAGCACACACTACATGGAG    |
| <i>FREM2</i>                            | TGAGCCAACTGTGTTTATTC       | GTATAACAGACCACCATCAAC     |
| <i>KDM6A</i>                            | TACAGGCTCAGTTGTGTAACCT     | CTGCGGGAATTGGTAGGCTC      |
| <i>LRIG2</i>                            | AAATGCAGCGGAATGGAATTAGC    | CCCCTTGTTTACTCGTGTAAGGT   |
| <i>NIPBL</i>                            | AGCAGAGACCTGATGGGCGA       | TGTCGCTCTGATTCACCCCTG     |
| <i>NOTCH2</i>                           | GGGACCCTGTCATACCCTCT       | GAGCCATGCTTACGCTTTCG      |
| <i>NRIP1</i>                            | ATTCCAACCTGTGTTCCCATAGA    | CCCAAGTGTTTAGCAAGGATTG    |
| <i>PBX1</i>                             | GCTGGAGTTTGCAGAGACAC       | GGTTTTTCAGTCCGGTCTCCT     |
| <i>PKD2</i>                             | CAGAGGGGCTGCTACAGTTT       | TTGAAGAGCTTAATCCAGACCA    |
| <i>ROBO2</i>                            | TAGACCTCACAATCACCAACATTCAA | CAGTAACGCTGTACCATCCACTGC  |
| <i>SEMA3A</i>                           | CAGCCATGTACAACCCAGTG       | ACGGTTCCAACATCTGTTCC      |
| <i>GAPDH</i>                            | GGGAAACTGTGGCGTGAT         | GAGTGGGTGTCGCTGTTGA       |

## Reference

- 1 Lu, Y. *et al.* Copy number variation-associated lncRNAs may contribute to the etiologies of congenital heart disease. *Commun Biol* **6**, 189, doi:10.1038/s42003-023-04565-z (2023).
- 2 Abrahams, B. S. *et al.* SFARI Gene 2.0: a community-driven knowledgebase for the autism spectrum disorders (ASDs). *Mol Autism* **4**, 36, doi:10.1186/2040-2392-4-36 (2013).
- 3 Stefansson, H. *et al.* Large recurrent microdeletions associated with schizophrenia. *Nature* **455**, 232-236, doi:10.1038/nature07229 (2008).
- 4 International Schizophrenia, C. Rare chromosomal deletions and duplications increase risk of schizophrenia. *Nature* **455**, 237-241, doi:10.1038/nature07239 (2008).
- 5 Marshall, C. R. *et al.* Contribution of copy number variants to schizophrenia from a genome-wide study of 41,321 subjects. *Nat Genet* **49**, 27-35, doi:10.1038/ng.3725 (2017).
- 6 Borlot, F., Regan, B. M., Bassett, A. S., Stavropoulos, D. J. & Andrade, D. M. Prevalence of Pathogenic Copy Number Variation in Adults With Pediatric-Onset Epilepsy and Intellectual Disability. *JAMA Neurol* **74**, 1301-1311, doi:10.1001/jamaneurol.2017.1775 (2017).
- 7 Epilepsy Phenome/Genome Project Epi, K. C. Copy number variant analysis from exome data in 349 patients with epileptic encephalopathy. *Ann Neurol* **78**, 323-328, doi:10.1002/ana.24457 (2015).
- 8 Mitrovic, K. *et al.* Identification and functional interpretation of miRNAs affected by rare CNVs in CAKUT. *Sci Rep* **12**, 17746, doi:10.1038/s41598-022-22749-1 (2022).
- 9 Hamosh, A., Scott, A. F., Amberger, J. S., Bocchini, C. A. & McKusick, V. A. Online Mendelian Inheritance in Man (OMIM), a knowledgebase of human genes and genetic disorders. *Nucleic Acids Res* **33**, D514-517, doi:10.1093/nar/gki033 (2005).
- 10 Schedl, A. Renal abnormalities and their developmental origin. *Nat Rev Genet* **8**, 791-802, doi:10.1038/nrg2205 (2007).
- 11 Hildebrandt, F. Genetic kidney diseases. *Lancet* **375**, 1287-1295, doi:10.1016/S0140-6736(10)60236-X (2010).
- 12 Westland, R., Schreuder, M. F., van Goudoever, J. B., Sanna-Cherchi, S. & van Wijk, J. A. Clinical implications of the solitary functioning kidney. *Clin J Am Soc Nephrol* **9**, 978-986, doi:10.2215/CJN.08900813 (2014).
- 13 Sanna-Cherchi, S., Westland, R., Ghiggeri, G. M. & Gharavi, A. G. Genetic basis of human congenital anomalies of the kidney and urinary tract. *J Clin Invest* **128**, 4-15, doi:10.1172/JCI95300 (2018).

# Supplementary material for: Integrated analysis of copy number variation-associated lncRNAs identifies candidates contributing to the etiologies of congenital kidney anomalies
**Source:** Commun Biol. 2023 Jul 17;6:735. doi: 10.1038/s42003-023-05101-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File name:** Supplementary Data 1 (.xlsx).

**Description:** The source data for figures in this article.

**File name:** Supplementary Data 2 (.xlsx).

**Description:** CAKUT associated CNV-lncRNAs and WGCNA results.

**File name:** Supplementary Data 3 (.xlsx).

**Description:** Pathway analyses of CAKUT-associated modules.

**File name:** Supplementary Data 4 (.xlsx).

**Description:** CNV-lncRNAs and co-expressed protein coding genes in the CAKUT\_sig1 module.

**File name:** Supplementary Data 5 (.xlsx).

**Description:** CNV-lncRNAs and co-expressed protein coding genes in the CAKUT\_sig2 module.

**File name:** Supplementary Data 6 (.xlsx).

**Description:** Expression patterns of two hub CNV-lncRNAs (HSALNG0134318 and HSALNG0115943) and CAKUT genes during kidney development.

**File name:** Supplementary Data 7 (.xlsx).

**Description:** Data of RT-qPCR analyses.

**File name:** Supplementary Data 8 (.xlsx).

**Description:** Data of RNA-seq analyses.

**File name:** Supplementary Data 9 (.xlsx).

**Description:** Results generated from single-end kidney organoids differentiation RNAseq data.

**File name:** Supplementary Data 10 (.xlsx).

**Description:** Results generated from paired-end kidney organoids differentiation RNA-seq data.

**File name:** Supplementary Data 11 (.xlsx).

**Description:** Correlation relationships between two hub CNV-lncRNAs and CAKUT genes.

**File name:** Supplementary Data 12 (.xlsx).

**Description:** : Potential gene synergy involving CAKUT associated CNV-lncRNAs.

**File name:** Supplementary Data 13 (.xlsx).

**Description:** Differential expression analyses results between kidney and heart.

**File name:** Supplementary Data 14 (.xlsx).

**Description:** Differential expression analyses results between kidney and brain.

**File name:** Supplementary Data 15 (.xlsx).

**Description:** Differential expression analyses results between kidney and cerebellum.

**File name:** Supplementary Data 16 (.xlsx).

**Description:** Genes involved in multi-organ developmental disorders.

# Supplementary material for: Integrated analysis of copy number variation-associated lncRNAs identifies candidates contributing to the etiologies of congenital kidney anomalies
**Source:** Commun Biol. 2023 Jul 17;6:735. doi: 10.1038/s42003-023-05101-9
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used.

Data analysis The R package WGCNA v1.70 was used for coexpression network construction and module identification. The R package clusterProfiler v3.10 was used for Gene ontology (GO) enrichment analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis. The R package DESeq2 v1.32 was used for differential expression analysis. GPlot v1.0.2 was used to calculate Z-score of each enriched GO term. PROMO was used for transcription factors prediction. LncmiRSRN v3.0 was used for lncRNA-miRNA-mRNA regulatory network analysis. BEDTools v2.29.2 was used for CNV-lncRNAs retrieval. For RNA-seq analysis, the raw data was processed with following tools: quality analysis and base quality filtering with FastQC v0.11.9 and Trim Galore v0.6.6, rRNA removing with SortMeRNA v4.3.4, alignment with STAR v2.7.10, reads counting with featureCounts implemented in the Subread package v2.0.3. All the tools are cited in the paper.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq raw data for knockdown experiments on HSALNG0134318 in the human embryonic kidney (HEK293) cell lines that generated in this study are available in GEO: GSE223312. The source data for figures are available in Supplementary Data 1. Data generated during this study are available in Figshare (<https://doi.org/10.6084/m9.figshare.23624658.v2>, Supplementary Data 2-16 files). Accession code of other raw data that support the results in this work are all available in Methods section.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                               |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | <input type="text" value="No human participant was involved in this study."/> |
| Reporting on race, ethnicity, or other socially relevant groupings | <input type="text" value="n/a"/>                                              |
| Population characteristics                                         | <input type="text" value="n/a"/>                                              |
| Recruitment                                                        | <input type="text" value="n/a"/>                                              |
| Ethics oversight                                                   | <input type="text" value="n/a"/>                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences    ☐ Behavioural & social sciences    ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | <input type="text" value="Sample size was deemed to be appropriate based on the tutorials of R package WGCNA. The coexpression relationships calculated in this study with larger sample sizes were deemed to be robust. Sample size of all datasets were labeled in the paper."/>                                                                                                                                                                                                                      |
| Data exclusions | <input type="text" value="Pre-established QC criteria were applied to the data (e.g. gene expression value in the kidney organoids samples)."/>                                                                                                                                                                                                                                                                                                                                                         |
| Replication     | <input type="text" value="Findings on coexpression relationships between CNV-lncRNAs and CAKUT genes were replicated in the human kidney developmental dataset (n = 40), kidney organoids differentiation dataset (n = 53) and in vitro experiments in the human embryonic kidney (HEK293) cell lines. For knockdown experiments on two hub CNV-lncRNAs HSALNG0134318 and HSALNG0115943 in the HEK293 cell lines, at least three biologically independent experiments were conducted for each group."/> |
| Randomization   | <input type="text" value="n/a"/>                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | <input type="text" value="n/a"/>                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involvement in the study                                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involvement in the study                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                   |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | HEK293 (RRID: CVCL_0045, Cyagen, Suzhou, China).                                                                  |
| Authentication                                                       | Morphology or genotyping.                                                                                         |
| Mycoplasma contamination                                             | Cells tested negative for mycoplasma contamination by the commercial vendor. Cells were not tested after receipt. |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used.                                                                        |

How the deposited data were processed for this re-analysis (not part of the article)

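RNA-seq was measured in 6 HEK293 cultures, 3 transfected with the *HSALNG0134318* Smart Silencer and 3 controls, read as negative controls from their labels. The authors deposited the counts of reads per gene as whole numbers without normalization. According to the paper's methods, the authors checked reads with FastQC, trimmed them with Trim Galore, removed ribosomal RNA with SortMeRNA, aligned with STAR and counted with featureCounts. The paper's text does not name the genome build, the gene annotation, the strand setting or the handling of multi-mapping reads for these libraries. Replicate and culture numbers were taken from the sample labels, and the culture numbers also appear in the study's qPCR results.

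The table held 26485 gene names, of which 13 had been turned into dates. Totals per culture lay between 13900965 and 16869948 counts, and *XIST* was the most abundant gene in each culture. At this depth, the standard errors of log2 fold changes of the named genes ranged from 0.08 for *CTNNB1* to 0.30 for *NEFH*. For positions, sequences and untranslated regions, names were matched to GENCODE release 44 on GRCh38, 23123 of them by symbol and 1325 through a RefSeq synonym, while 2037 had no match. Positions of the silencers come from an exact search of both strands of the same assembly, which is the hg38 build that the paper names for *HSALNG0134318*.

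Genes were filtered with filterByExpr, which kept 14877, normalized with TMM and tested with edgeR 4.0.16 (robust quasi-likelihood F test) in R 4.3.3, without a block. P values were adjusted by Benjamini-Hochberg, and genes under 0.05 were called. Normalized counts are counts divided by the effective library size and multiplied by the mean effective library size. Gene sets were tested with camera in limma 3.58.1 with a preset correlation of 0.01, adjusted over 7 sets. The sets were the CAKUT genes of Supplementary Table 1, the CAKUT genes of the CAKUT_sig1 module, the 15 genes of Fig. 4a, 39 interferon-stimulated genes, 25 p53 target genes, the genes of 22q11 and the genes whose 3′ UTR holds a 7mer that pairs with guide nucleotides 2 to 8 of silencers 1 to 3. The genes of Fig. 4c were counted but not tested as a set, since the study chose them on these cultures.

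The genes named in the text were the genes the paper names, the 15 genes of Fig. 4a, the 5 genes of the nephron tubule terms, tested genes within 500 kb of *HSALNG0134318*, the 5 largest rises and 5 largest falls among called genes with a mean of at least 100 counts and no overlap between groups, and at most 5 called members each of the interferon and p53 lists by smallest p. *BMS1* and its other pseudogenes were added after the values of *BMS1P20* were seen.

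Tests, lists, named genes and most alternatives were fixed before the data were examined. These alternatives were DESeq2's size factors or library sizes alone in place of TMM, no filter, at least 10 counts in every culture, the replicate number as a block, each culture left out in turn, the DESeq2 1.42.0 Wald test, limma-voom, fry, camera with an estimated correlation, other seed lengths, the other strand of the silencers, and all genes in place of the 500 most variable for principal components. The alternatives chosen after seeing the data were a correction of each library for its trend with GC content and transcript length (loess, span 0.3), each silencer's 7mer alone, the reference sequence at the site of silencer 1, and DESeq2's rlog values for principal components. GC content and length were known for 14434 of the tested genes (97.0%).

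In a scan of 16365 7mers, the log2 fold changes of 13295 genes were related to the presence of each 7mer in the 3′ UTR, with UTR length and GC content as covariates, in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. UTRs of at least 50 nucleotides and 7mers in at least 30 genes were used, and log2 fold changes were limited to 3 in size. The same scan was run on coding sequences of 13443 genes. Figures were drawn with matplotlib 3.10.9.

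Each step was tested on simulated data. Changed genes had a mean of at least 100 counts and a planted change of 1 on the log2 scale. With 200 changed genes among 14730, edgeR and limma-voom each recovered 195 with 17 false calls, and edgeR with the replicate block recovered 195 with 23. DESeq2 recovered 196 of 200 among 14877 genes with 24 false calls. With no gene changed among 14737, edgeR made 0 calls. A shifted set of 100 genes gave a camera p of 5.2e-112 and an unshifted one of 0.997. In 20 simulated scans with a planted shift of -0.20 over 13295 genes, the planted 7mer ranked first each time, with a median recovered shift of -0.20, and the largest score without a planted 7mer was 4.82.

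GO enrichment was not computed again, since GO annotation was not used here. *HSALNG0134318* and *HSALNG0115943* could not be measured because the table does not list them. The qPCR experiments and the *HSALNG0115943* knockdown were not analysed here. Single results of 4 genes that the rule names are not reported here, and these genes stay in the counts and sets.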

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

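The tests of *BMS1P20*, the tests of GC content and length on the 10 largest changes and on the interferon and p53 lists, the tests of silencer 7mers in the interferon and p53 lists and the test of the interferon list without control replicate 2 were chosen after these results were seen. The results below are signals in genes that the paper does not discuss.

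The 10 largest changes concern genes outside those the paper names. The log2 fold changes were -1.81 for *ZMAT3*, -1.71 for *NUDT11*, -1.59 for *TMEM64*, -1.56 for *SLC40A1*, -1.54 for *ZDHHC20*, 1.67 for *TPM4*, 1.64 for *HABP4*, 1.60 for *C19orf68*, 1.56 for *CDK14* and 1.55 for *NEFH*. Each gene was higher or lower in all 3 knockdown cultures than in all 3 controls, which the choice of these genes required. A bias by GC content and transcript length is argued against, since 10 of the 10 were still called after each library was corrected for it. *NEFH* depended on single cultures, with an adjusted p from edgeR of 0.058 without knockdown replicate 1 and 0.051 without knockdown replicate 2, in a range from 8.5e-07 to 0.058 over the alternatives. What stays open is seed-mediated silencing. *ZMAT3*, *NUDT11* and *ZDHHC20* hold a 7mer of silencer 2 in their 3′ UTRs, and in a scan of all 7mers only 0.0122% scored as low as a 7mer of silencer 2. *TPM4*, *HABP4*, *C19orf68* and *CDK14* hold CGGAGAA or TCGGAGA, members of a family of rising 7mers in which GGAGAAA had the highest score, 11.2. For the first 3 genes an effect of the silencer sequences may add to or replace an effect of *HSALNG0134318*. For the other 4 this would need control oligonucleotides, and whether the controls received any is uncertain from their labels. *TMEM64* and *SLC40A1* hold none of these sites, *NEFH* holds GGAGAAA but neither CGGAGAA nor TCGGAGA, and loss of *HSALNG0134318* remains open for all 10 as an untested biological explanation. *ZMAT3* is also a member of the list of p53 target genes below, so its fall is not separate from that of the list.

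*BMS1P20*, a pseudogene that overlaps *HSALNG0134318*, was lower in all 3 knockdown cultures, with a log2 fold change of -0.79 and an adjusted p of 0.0030 from edgeR (1.5e-05 to 0.024 over the alternatives). Reads shared with *BMS1* are argued against, since *BMS1* changed in the other direction, with a log2 fold change of 0.68, and *BMS1P4*, *BMS1P5*, *BMS1P6* and *BMS1P21* were not called. A bias by GC content and length is argued against, because the log2 fold change was still -0.77 after the correction. Silencing of transcripts at the locus needs *BMS1P20* to fall without its neighbours, and this is what was measured, since no other tested gene within 500 kb was called. The fall of *BMS1P20* is therefore consistent with silencing of a transcript that the reads counted on *BMS1P20* come from. Whether that transcript is *HSALNG0134318* could not be tested, because the table does not list it.

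The p53 target genes were lower as a set, with a mean log2 fold change of -0.44 over 25 genes and a camera p of 1.3e-08 (adjusted p of 4.5e-08). The camera p lay between 4.0e-11 and 1.3e-07 across the 6 fits that each left out 1 culture. The call held under fry (p of 0.0016, adjusted p of 0.011) and did not hold with an estimated correlation (p of 0.023, adjusted p of 0.16). Over all genes tested, 11 members were called lower and 0 higher, and 16 were lower and 1 higher when adjusted over the list alone. The median of the list was lower than the control mean in 3 of 3 knockdown cultures, at -0.31, -0.38 and -0.44, and between -0.06 and 0.08 in the controls. *CDKN1A* had a log2 fold change of -1.04, *TP53INP1* of -1.11, *FAS* of -0.76 and *SESN1* of -0.54. Of the 10 splits of the 6 cultures into 3 and 3, 1 gave a set p as small, the real one, which cannot be told apart from chance with so few splits. A stress response that is stronger in the knockdown cultures is argued against by the direction, -0.44, because it would raise these genes. A bias by GC content and length is argued against, since the camera p was 7.0e-07 after the correction. Seed sites of silencers 2 and 3 in the list's own genes are argued against as the whole cause, since the 23 genes without such a site still gave 5.6e-07 (mean log2 fold change of -0.38, fry p of 0.0053). Lower p53 activity after loss of *HSALNG0134318*, higher p53 activity in the control cultures and an indirect effect of the silencers remain open.

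The interferon-stimulated genes were lower as a set, with a mean log2 fold change of -0.65 over 35 of 39 genes and a camera p of 5.1e-09 (adjusted p of 3.6e-08). This call did not hold under fry (p of 0.057, adjusted p of 0.20) or with an estimated correlation, which was 0.51 (p of 0.19, adjusted p of 0.66). Over all genes tested, 9 members were called lower and 0 higher, and 19 were lower when adjusted over the list alone. *TLR3* had a log2 fold change of -1.77, *OAS3* of -0.71, *SAMD9* of -0.70 and *IFIT5* of -0.51. The 3′ UTRs of *TLR3* and *IFIT5* hold CTATCAC and that of *SAMD9* holds ATACGTA. Without knockdown replicate 2 or 3, *IFIT5* had an adjusted p from edgeR of 0.055 or 0.081 and *OAS3* of 0.063 or 0.082, and *IFIT5* had 0.050 without knockdown replicate 1. Over the alternatives, the adjusted p of *IFIT5* ran from 0.0013 to 0.081 and that of *OAS3* from 0.00034 to 0.082. The controls themselves were spread, since the median of the list against the control mean was -0.37 in control replicate 3, -0.02 in control replicate 1 and 0.36 in control replicate 2, and from -0.51 to -0.46 in the knockdown cultures. Without control replicate 2 the mean log2 fold change was -0.40 (fry p of 0.090), and without control replicate 3 it was -0.94 (fry p of 0.0092). A difference between the groups and a spread of single control cultures therefore cannot be told apart for this list with 3 controls. Of the 10 splits into 3 and 3, 4 gave a set p as small as the real one. An innate immune response that is stronger in the knockdown cultures than in the controls is argued against by the direction, -0.65, whether or not the controls were transfected. A bias by GC content and length is argued against as the whole cause, since the camera p was 3.9e-07 after the correction. Seed sites of silencers 2 and 3 in the list's own genes are argued against as the whole cause, since the 27 genes without such a site still gave a camera p of 2.7e-06 (mean log2 fold change of -0.56), although fry did not call them either (p of 0.12). A stronger response in some of the control cultures remains open.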

How the results depend on the processing

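The alternatives fixed before the data were examined are listed with the processing. The correction for GC content and length, the silencer 7mers taken alone, the reference sequence at the site of silencer 1 and the rlog values were chosen after seeing the data. All alternatives were run.

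With DESeq2's size factors, library sizes alone, no filter, at least 10 counts in every culture, limma-voom and the DESeq2 Wald test, the numbers of genes called stayed within 1.5 times those of the edgeR test. They ran from 649 to 848 lower and from 814 to 905 higher genes, and of the 690 and 804 genes at least 639 and 771 were called again in each. Leaving out cultures moved the numbers further, from 233 to 1238 lower and from 289 to 1274 higher genes across the 6 fits that each left out one replicate. Of the genes called lower over all cultures, 231 were called again without knockdown replicate 3 and 658 without control replicate 2. Numbers fell without any knockdown replicate and without control replicate 1, and rose without control replicate 2 or 3. Fewer cultures lower the power of the test, while the cause of the rises was not tested. After the correction for GC content and length, 1513 genes were lower and 1375 higher, with 677 and 789 of the original calls among them; the cause was not tested.

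Of the genes listed for Fig. 4c, 48 to 65 of 65 were called under the alternatives that used all 6 cultures, against 51 in the edgeR test, and from 16 to 57 across the 6 fits that each left out one replicate. Of the genes of Fig. 4a, from 1 to 2 were called lower, adjusted over the list alone, across those fits, with *NIPBL* added without control replicate 2. After the correction for GC content and length, 2 genes of Fig. 4a were called lower, *CRKL* and *FREM2*. The cause was not tested.

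The camera p of the interferon-stimulated genes rose to 0.19 with an estimated correlation and to 0.057 under fry, and that of the p53 target genes rose to 0.023 with an estimated correlation, which left an adjusted p of 0.16. The larger estimated correlations, 0.51 and 0.090 against the preset 0.01, produce the rises to 0.19 and 0.023 by construction. The cause of the larger p under fry was not tested. The genes with a silencer seed match passed the threshold with the reference sequence of silencer 1 (p of 0.018), with the 7mer of silencer 2 alone (8.2e-07) and with that of silencer 3 alone (0.00098). Across the 6 fits that each left out one replicate, their p ran from 0.00073, without control replicate 2, to 0.57; the cause was not tested. The direction of sets that were not called also changed. The genes of Fig. 4a turned upward without knockdown replicate 1 and without control replicate 1 (p from 0.36 to 0.61 across the 6 fits). The genes of 22q11 turned upward without knockdown replicate 2 and without control replicate 2 (p from 0.25 to 0.98). The CAKUT genes of the CAKUT_sig1 module turned downward without control replicate 2, with a p of 0.94 (0.029 to 0.94 across the fits), and the lowest of these was not called after adjustment. The CAKUT genes kept their direction and were not called under any of these alternatives (p from 0.12 to 0.61, and 0.71 after the correction for GC content and length).

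Gene results near 0 changed sign. *CDC5L* was at 0.00119 with DESeq2's size factors, 0.00886 with library sizes alone, 0.00373 with at least 10 counts in every culture, 6.23e-05 with DESeq2, 0.00348 with limma-voom and 0.0564 after the correction for GC content and length. With the first 4 of these settings, *PKD2* was at 0.00257, 0.00973, 0.00517 and 0.00136 and *TOP3B* at 0.00171, 0.00778, 0.00389 and 0.000513. After the correction, *DHODH* was at -0.0245 and *NSD1* at -0.00815. Across the 6 fits that each left out one replicate, log2 fold changes ran from -0.0965 to 0.0722 for *CDC5L*, -0.0891 to 0.0779 for *PKD2*, -0.0346 to 0.0273 for *TOP3B*, -0.136 to 0.0911 for *FOXC1*, -0.0776 to 0.111 for *DHODH*, -0.402 to 0.138 for *ROBO2*, -0.00577 to 0.137 for *NSD1*, -0.266 to 0.145 for *EMC10*, and -0.000102 to 0.105 for *PPM1F*. The cause was not tested. Among the results of the 49 genes reported in these fits, 16 lost their call, in 7 genes, and 5 gained one, in 5 genes, while 253 kept their direction and their side of the threshold. After the correction for GC content and length 5 genes gained a call, and under the remaining alternatives *LIF* gained one in 2 fits.

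Replicate numbers are shared by the groups, but they do not pair the cultures: deviations from the group means correlated at -0.20, -0.11 and -0.04 between cultures with the same number. With the replicate block, 619 genes were lower and 714 higher, of which 544 and 654 were also called without it, and 49 genes of Fig. 4c and 1 gene of Fig. 4a were called. In the same fit *CDC5L* was at 0.00301, *LIF* was called and *CTNNB1* was not. The set p was 0.25 for the CAKUT genes, 0.15 for those of the CAKUT_sig1 module, 4.3e-14 for the interferon-stimulated genes, 0.81 for the Fig. 4a genes, 2.2e-09 for the p53 target genes, 0.66 for the genes of 22q11 and 0.12 for the genes with a silencer seed match.

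The first principal component held 49.0% of the variance, 46.1% with all genes tested and 69.7% with rlog values; the cause of the rise was not tested. Few counts limit the precision for *TLR3*, with a mean of 32.2 counts, *CHRM3* with 44.3, *PRAME* with 75.7, *OSR1* with 77.3 and *LIF* with 88.2, whose standard errors lay between 0.21 and 0.285 on the log2 scale, against 0.08 for *CTNNB1* with 5804 counts. Depth alone does not set it, since *NEFH*, with 182 counts, and *ROBO2*, with 245, had standard errors of 0.297 and 0.292.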

Differences from the paper's values

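The adjusted p values of the genes that the paper names as targets of 22q11.2 miRNAs differed. For *IGF1R* edgeR's quasi-likelihood test gave 0.0049 against the paper's 3.4e-05, for *IFT52* 0.010 against the paper's 2.3e-04 and for *CRKL* 0.0087 against the paper's 1.4e-04. With the DESeq2 Wald test in place of edgeR, an alternative set before the data were examined, the values were 3.4e-05, 0.00023 and 0.00014, which do not differ from the paper's. The other 12 alternatives set before the data were examined did not close the gap for any of the 3 genes. Log2 fold changes of these genes did not differ.

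The first principal component held 49.0% of the variance, against the paper's about 75% in Supplementary Fig. 2a, read by eye. With all genes tested, the alternative set before the data were examined, it held 46.1%, which did not close the gap. With rlog values of the 500 most variable genes, chosen after seeing the values, it held 69.7%, which does not differ.

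For 14 genes of Fig. 4a, the log2 fold change in RNA-seq was set beside the log2 ratio of the paper's qPCR means, and 12 of them differed. The qPCR values are relative to *GAPDH*, while the RNA-seq values are scaled over all genes tested. The RNA-seq change of *GAPDH* is not given here. A gene differed if the signs were opposite, or if the gap exceeded the larger of the RNA-seq replicate SD and the qPCR error. The qPCR error of *CHRM3* was 0.51, larger than its ratio of -0.0648. The values were -0.00212 against the paper's -0.24 for *CDC5L*, 0.82 against the paper's -0.0648 for *CHRM3*, -0.57 against the paper's -0.82 for *CRKL*, -0.0295 against the paper's -0.89 for *FOXC1*, 0.23 against the paper's -0.54 for *FRAS1*, -0.30 against the paper's -0.75 for *FREM2* and -0.14 against the paper's -0.45 for *KDM6A*. They were 0.19 against the paper's -0.50 for *LRIG2*, -0.15 against the paper's -0.44 for *NIPBL*, -0.0870 against the paper's -0.51 for *NOTCH2*, -0.16 against the paper's -0.38 for *NRIP1* and 0.23 against the paper's -0.62 for *SEMA3A*. Of the 13 alternatives set before the data were examined, leaving out control replicate 2 brought *CDC5L* (-0.10), *NIPBL* (-0.25) and *NRIP1* (-0.23) within the paper's values, and leaving out knockdown replicate 3 or control replicate 3 did so for *CRKL* (-0.61 and -0.68). For the other 8 genes none of them closed the gap.

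The paper shows the genes of Fig. 4a as lower after knockdown. In RNA-seq, *CHRM3*, *FRAS1*, *LRIG2* and *SEMA3A* had positive log2 fold changes, and *CRKL* alone was called lower by edgeR, by DESeq2 and by limma-voom. *NIPBL* was called lower without control replicate 2 (log2 fold change of -0.25), and *FREM2* after a correction for GC content and length that was chosen after seeing the data (-0.37). The paper lists 65 genes for Fig. 4c as lower, and edgeR called 51 of them. The DESeq2 Wald test called all 65, no filter on low counts gave 63, and the correction for GC content and length gave 64. *LIF* was among the genes that edgeR did not call, and it was called by DESeq2, with no filter, with the replicate block, without knockdown replicate 1 and after the correction. DESeq2 also gave the paper's numbers of genes lower and higher, 839 and 905, against 690 and 804 by edgeR, which do not differ from the paper's by more than 1.5 times.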

Other observations

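The tests of base composition, of coding sequences and of how many lower genes hold no silencer 7mer were chosen after the scan of 7mers was seen.

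Other splits of the 6 cultures into 3 and 3 were run for each result of a model across genes, and there are 10 of them with the real one. As many lower genes, as many higher genes, as many called genes of Fig. 4c and as many called genes of Fig. 4a were found in 1 of the 10, the real split, and the other 9 gave 0 called genes in either direction. A set p as small was found in 5 of 10 splits for the CAKUT genes, 7 for those of the CAKUT_sig1 module, 10 for the genes of Fig. 4a, 10 for the genes of 22q11 and 6 for the genes with a silencer seed match. With 10 splits the share cannot fall under 0.10, so these results cannot be told apart from a chance split by this count alone.

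The paper does not report on sequence-dependent effects of the silencers, and these were tested as an explanation of the many genes lower in knockdown. The genes whose 3′ UTR holds a 7mer of silencers 1, 2 or 3 had a mean log2 fold change at percentile 0.7 among 1000 random sets of 7mers. In the scan of 16365 7mers, ATACGTA (score of -9.46, 412 genes), TATACGT (-6.88, 359 genes) and CTATCAC (-6.07, 739 genes) took ranks 1, 2 and 3 among falling 7mers, where scores had an SD of 1.14. The 7mer of silencer 2 that pairs with guide nucleotides 2 to 8 was within the lowest 0.0122%. GATTTTC of silencer 1 scored 1.96, and the 7mers for the other strand of silencers 1, 2 and 3 scored between -1.38 and -0.14. ATACGTA pairs with guide nucleotides 1 to 7 of silencer 2, and the like 7mers of silencers 1 and 3 scored 1.05 and -2.22. The counts of genes below take both 7mers of silencer 2 and only CTATCAC of silencer 3. Base composition of 3′ UTRs is argued against as the whole cause, because the other orderings of the same bases had median scores of -0.499 for TATACGT, -0.202 for ATACGTA and 0.425 for CTATCAC. The lowest score of such an ordering was -5.55, for TACGTAT, which overlaps TATACGT by a shift, and it was -3.79 without orderings that overlap the 7mer by a shift of 1 or 2 bases. Genes with a site of silencer 2 or 3 were lower than other genes in all 3 knockdown cultures and higher in all 3 controls. In coding sequences the 3 falling 7mers scored -0.98, -2.15 and -3.23. Of the 672 lower genes in the scan, 206 (30.7%) hold a 7mer of silencer 2 or 3, against 98.1 expected from genes of like UTR length and GC content, and of the 746 higher genes 51 do, against 70.0 expected. Of the 65 genes of Fig. 4c, 17 hold one, against 9.53 expected. These values are consistent with seed-mediated silencing of part of the lower genes, as a hypothesis. Direct silencing through these 7mers is argued against as the cause of all lower genes, since 466 hold none of them. An effect of *HSALNG0134318* itself stays open for all of them.

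A few abundant genes that take most counts are argued against as the source of the lower genes. The 10 most abundant genes took from 4.81% to 5.25% of the counts of a culture. The share of calls that were lower, 43.3% with library sizes alone against 46.2% with TMM, decides nothing here. TMM factors lay between 0.988 and 1.009, so the scaling hardly changed. A bias by GC content and transcript length is argued against as the whole cause, because 677 of the 690 lower genes were still called after the correction. That correction also added calls, so such a bias may have hidden others.

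Among the 7mers of genes that rose, a family of overlapping sequences stood apart. GGAGAAA had the highest score, 11.2 (3141 genes), followed by CGGAGAA (10.3, 335 genes), AGGAGAA (9.70) and TCGGAGA (8.95, 281 genes), and 17 of the 20 highest contained GGAGA. The 527 genes with CGGAGAA or TCGGAGA had a median log2 fold change of 0.14, and 19.2% of them were called higher. Of the 746 higher genes, 101 hold such a site, against 36.0 expected from genes of like UTR length and GC content. Genes with such a site were higher than other genes in 3 of 3 knockdown cultures and lower in 3 of 3 controls, but these 7mers were chosen for that difference. Base composition is argued against as the whole cause, because the other orderings of the same bases had median scores of 0.83 for GGAGAAA, 0.62 for CGGAGAA and 0.28 for TCGGAGA. AGGAGAA is itself an ordering of the bases of GGAGAAA that overlaps it by a shift, and the highest score without such overlaps was 5.51. A candidate explanation is seed-mediated silencing by control oligonucleotides, which would lower these genes in the controls. It needs controls that were transfected with such oligonucleotides, which the labels (NC in one place, WT in another) leave uncertain, so it cannot be told apart from an effect of the knockdown. A strand that begins with TTCTCCGA would pair with TCGGAGAA, and the paper's text does not name the control sequence. Sites that act in 3′ UTRs alone are argued against, since TCGGAGA scored 13.5 in coding sequences, unlike the falling 7mers. A factor that binds such purine-rich sequences, or an effect of the knockdown on it, was not tested and stays open.

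The genes of 22q11 were not called as a set, with a camera p of 0.82 and a mean log2 fold change of -0.03 over 100 of 175 genes, of which 3 were lower and 4 higher, or 3 and 3 when adjusted over the list alone. The set p was 0.25, with an upward direction, without control replicate 2. A mean near 0 over genes that go both ways decides nothing, so a local effect of the silenced locus on part of them and its absence cannot be told apart here.

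Control replicate 2 lay apart from the other controls, which the paper's principal component plot also shows. The mean of its distances from the other controls was 0.467 after all libraries were thinned to 13900965 counts, against 0.367 between the others, so library depth is argued against. After the correction for GC content and length the mean was 0.398 against 0.364. That remaining gap is smaller than the range of its own distances, 0.372 to 0.424, so a bias by GC content and length cannot be told apart from another difference of this culture. No biological explanation was tested, since the design gives none within the control group.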
